# Sustained inhibition of CSF1R signaling augments antitumor immunity through inhibiting tumor-associated macrophages

**DOI:** 10.1172/jci.insight.178146

**Published:** 2025-01-09

**Authors:** Takahiko Sato, Daisuke Sugiyama, Jun Koseki, Yasuhiro Kojima, Satomi Hattori, Kazuki Sone, Hitomi Nishinakamura, Tomohiro Ishikawa, Yuichi Ishikawa, Takuma Kato, Hitoshi Kiyoi, Hiroyoshi Nishikawa

**Keywords:** Immunology, Macrophages

## Abstract

Tumor-associated macrophages (TAMs) are one of the key immunosuppressive components in the tumor microenvironment (TME) and contribute to tumor development, progression, and resistance to cancer immunotherapy. Several reagents targeting TAMs have been tested in preclinical and clinical studies, but they have had limited success. Here, we show that a unique reagent, FF-10101, exhibited a sustained inhibitory effect against colony-stimulating factor 1 receptor by forming a covalent bond and reduced immunosuppressive TAMs in the TME, which led to strong antitumor immunity. In preclinical animal models, FF-10101 treatment significantly reduced immunosuppressive TAMs and increased antitumor TAMs in the TME. In addition, tumor antigen-specific CD8^+^ T cells were increased; consequently, tumor growth was significantly inhibited. Moreover, combination treatment with an anti–programmed cell death 1 (anti–PD-1) antibody and FF-10101 exhibited a far stronger antitumor effect than either treatment alone. In human cancer specimens, FF-10101 treatment reduced programmed cell death 1 ligand 1 (PD-L1) expression on TAMs, as observed in animal models. Thus, FF-10101 acts as an immunomodulatory agent that can reduce immunosuppressive TAMs and augment tumor antigen-specific T cell responses, thereby generating an immunostimulatory TME. We propose that FF-10101 is a potential candidate for successful combination cancer immunotherapy with immune checkpoint inhibitors, such as PD-1/PD-L1 blockade.

## Abstract 2

FF-10101, a unique covalently bound inhibitor of CSF1R, reduces immunosuppressive TAMs in the TME and augments antitumor immunity by enhancing tumor-specific CD8^+^ T cell responses.

## Introduction

Cancer immunotherapy, which uses the immune system to fight cancer cells, has been successfully applied in clinical settings. The main targets of current cancer immunotherapy are coinhibitory molecules known as immune checkpoint molecules, which negatively modulate the activation of T cell responses, such as programmed cell death 1 (PD-1) and cytotoxic T lymphocyte antigen 4. Inhibitors of these molecules (immune checkpoint inhibitors, ICIs) have been approved for clinical use in various types of cancer (1). However, more than half of treated patients do not respond to ICIs; thus, the development of more effective cancer immunotherapy drugs is an urgent need.

For this purpose, resistance mechanisms to ICIs have been profoundly examined, with a particular focus on the tumor microenvironment (TME); the involvement of immunosuppressive cells, such as regulatory T (Treg) cells, myeloid-derived suppressor cells (MDSCs), and tumor-associated macrophages (TAMs), has been reported (2–4). In particular, it has been recently shown that in patients with malignant melanoma and non–small cell lung cancer, a higher gene signature of TAMs and abundant infiltration of immunosuppressive TAMs are associated with unfavorable responses to ICIs (5–8). In many tumors, M2-like macrophages constitute the majority of TAMs, which promote tumor progression by suppressing antitumor immunity; on the other hand, a high number of M1-like macrophages among TAMs has been reported to be associated with favorable patient survival (4, 9–12). In addition, immunosuppressive TAMs promote tumor invasion and migration as well as tumor angiogenesis by secreting several cytokines, chemokines, and matrix metalloproteinases. Hence, the regulation of TAMs is thought to be an important strategy to overcome resistance to ICIs. To this end, the M-CSF/colony stimulating factor 1 receptor (CSF1R) and CCL2/CCR2 pathways have been targeted to prevent the recruitment, accumulation, and polarization of macrophages into an immunosuppressive phenotype within the TME (2, 11, 12). However, the successful clinical application of CSF1R inhibitors as TAM-targeted therapies has been limited (12, 13). FF-10101 is an FMS-like tyrosine kinase 3 (FLT3) inhibitor that exhibits highly selective and covalent binding to the target (14). Based on structural similarity, it is expected to exhibit inhibitory activity against CSF1R (15). In fact, the IC_50_ against CSF1R was reported to be quite low (0.94 nM) (14). In this study, we found that FF-10101 harbored high affinity for and exerted long-lasting inhibitory activity against CSF1R, consequently controlling the immunosuppressive functions of TAMs. FF-10101 treatment increased TAMs with an M1-like phenotype. In addition, compensatory induction of tolerogenic dendritic cells (DCs) was prevented by FLT3 inhibition, a primary function of FF-10101, which overcame resistance to anti–PD-1 mAb treatment. Therefore, FF-10101 is a potential TAM-targeted therapy and could become a promising candidate for successful combination with ICIs.

## Results

### TAMs are involved in resistance to ICI therapy.

To investigate changes in the immune landscape caused by ICI therapy, we examined a publicly available dataset for single-cell RNA sequencing (scRNA-Seq) of the TME of patients with malignant melanoma who received ICI therapy (National Center for Biotechnology Information [NCBI] Gene Expression Omnibus [GEO] GSE120575) (16). We identified 22 immune cell clusters by unsupervised clustering of tumor-infiltrating CD45^+^ immune cells in the TME samples, including before and after ICI treatment (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.178146DS1). Considering the expression patterns of key genes for each immune cell type, the clusters were manually annotated (Supplemental Figure 1B and Supplemental Table 1). Integrated visualization of single cells with clinical annotations according to the sampling points showed that each cluster was composed of single cells with various annotations (Supplemental Figure 1C). To identify the characteristics of ICI resistance, we performed annotation analysis with the Database for Annotation, Visualization, and Integrated Discovery (DAVID) comparing patients who did not respond with those who responded to ICI therapy with posttherapy samples. Among the differentially expressed genes, genes associated with innate immune responses were highly enriched in nonresponder patients (Supplemental Figure 1D). Gene set enrichment analysis (GSEA) further verified the significant enrichment of gene sets annotated as monocytes or macrophages in nonresponder patients (Supplemental Figure 1E).

Given the isolation of monocyte/macrophage gene sets in association with clinical responses to ICIs, the association was validated with uniform manifold approximation and projection (UMAP) visualization (Supplemental Figure 1F). The signature scores of the top 5 gene sets identified by GSEA — Monocyte:Plasma, Monocyte:Synovium, Monocyte:Undefined, M2 macrophage:Brain, and M2 macrophage:Serum — were highly expanded in the samples from nonresponder patients after ICI therapy. Furthermore, sequential biopsy of a representative nonresponder patient revealed that the accumulation of immunosuppressive macrophages occurred before Treg cell accumulation after ICI therapy (Supplemental Figure 1G), suggesting that TAMs are critical players in the formation of the immunosuppressive TME in ICI nonresponder patients.

To further validate the importance of the changes in immunosuppressive macrophage-associated gene expression in nonresponder patients, the gene expression of M2-like macrophage markers (*CD274*, programmed cell death 1 ligand 2 [*PDCD1LG2*], *CD163*, folate receptor β [*FOLR2*], and *IL10*) and *CSF1R* was examined (17–19). M2-like macrophage markers were relatively high before ICI therapy and further increased after ICI therapy in nonresponder patients (Supplemental Figure 1H). UMAP visualization revealed that these marker genes were coexpressed with *CSF1R* in clusters annotated as macrophages, especially in the cluster named 13_Immunosuppressive Macrophage (Supplemental Figure 1I). Taken together, CSF1R^+^ M2-like macrophages are associated with an unfavorable therapeutic response to ICI therapy, and CSF1R-targeted therapy may improve the therapeutic efficacy of ICI therapy.

### FF-10101 harbors long-lasting inhibitory activity against CSF1R.

FF-10101 was originally developed as an FLT3 inhibitor and strongly suppresses the proliferation of acute myeloid leukemia (AML) with *FLT3* mutations (Figure 1A) (14). Compared with other FLT3 inhibitors, FF-10101 reportedly binds to FLT3 irreversibly and exhibits long-lasting inhibitory activity by forming a covalent bond (14). In addition, FF-10101 has selective kinase inhibitory activity against type III receptor tyrosine kinases, thereby inhibiting molecules close to FLT3 in the phylogenetic tree (Supplemental Figure 2A). CSF1R, which exhibits structural similarities to FLT3 (15), was expected to be targeted by FF-10101, and FF-10101 actually showed the lowest IC_50_ among the existing CSF1R inhibitors (14, 20–23) (Supplemental Figure 2B), indicating that FF-10101 could be a good candidate for CSF1R-targeted therapy. In support of this notion, molecular docking simulations revealed that FF-10101 bound stably to dimerized FLT3 and CSF1R at low energies (ΔG_bind_ –58.71 kcal/mol and –36.46 kcal/mol, respectively) (Figure 1B). In this calculation, the covalent bond between the protein and the ligand was ignored. Moreover, the predicted positions of the binding conformations showed that the ligand–protein distance was close enough to form a covalent bond. When a covalent bond was formed on the computer, a more stable binding conformation was simulated. Therefore, it is strongly presumed that FF-10101 binds to CSF1R with a covalent bond at cysteine 667, which is homologous to cysteine 695 of FLT3 (Figure 1, C and D).

To verify the inhibitory activity of FF-10101 against CSF1R, we investigated CSF1R signaling inhibition in murine bone marrow–derived macrophages (BMDMs) and human monocyte-derived macrophages induced by M-CSF, as well as in RAW264 cells, a macrophage cell line (Figure 2A and Supplemental Figure 3). The phosphorylation of CSF1R and the downstream signals, AKT and ERK1/2, in murine BMDMs and human monocyte-derived macrophages upon reexposure to M-CSF was markedly inhibited by FF-10101 in a dose-dependent manner (Figure 2A and Supplemental Figure 3A). Similar results were obtained when RAW264 cells were stimulated with M-CSF and treated with FF-10101, except for the constitutive phosphorylation of ERK (Supplemental Figure 3B). Moreover, while the inhibitory activity of BLZ945, another CSF1R inhibitor with an IC_50_ comparable to that of FF-10101, decreased upon drug removal, the activity of FF-10101 persisted even after drug removal (Figure 2B). These results suggest that FF-10101 possesses high-affinity and long-lasting inhibitory activity against CSF1R signaling and can be considered a promising candidate for CSF1R-targeted therapy.

### FF-10101 exerts antitumor efficacy by converting TAMs into M1-like macrophages.

The strong inhibitory function of FF-10101 against CSF1R signaling prompted us to examine whether FF-10101 prevented polarization to immunosuppressive M2-like macrophages, and augmented antitumor immunity, since TAMs with an M2-like phenotype attenuate antitumor immune responses and contribute to resistance to ICI therapy (4, 9, 11). We first evaluated the molecular pathways that influence the TAM phenotype in BMDMs induced by both M-CSF and GM-CSF. FF-10101 was added to the culture mixture during BMDM induction, and the BMDMs were stimulated with IFN-γ for the last hour of 5-day culture (Figure 3A). STAT1 and STAT3 signaling are known to be important for differentiation into immunostimulatory and immunosuppressive TAMs, respectively, and activation of CSF1R reportedly directly or indirectly affects their phosphorylation (24–26). FF-10101 suppressed the phosphorylation of STAT3, as well as CSF1R and AKT, and the protein expression of SOCS1 (Figure 3B). The phosphorylation of NF-κB and STAT1 was increased in the FF-10101–treated samples (Figure 3B and summarized in Supplemental Figure 4). In addition, FF-10101 addition throughout BMDM induction further enhanced the cell surface expression of MHC class II induced by IFN-γ stimulation (Figure 3C). On the other hand, FF-10101 did not affect the expression of functional molecules, such as CD86, inducible NOS (iNOS), TNF-α, or arginase-1 (Arg-1), on either preestablished M1 macrophages, i.e., BMDMs generated with GM-CSF and stimulated with IFN-γ and LPS, or preestablished M2 macrophages, i.e., BMDMs generated with M-CSF and stimulated with IL-4 and IL-13 (Supplemental Figure 5A). Thus, FF-10101 has a limited effect on the phenotype of differentiated M1 and M2 macrophages. Similarly, the expression of these functional molecules on BMDMs generated with GM-CSF did not change when they were treated with FF-10101 at the onset of stimulation with IFN-γ and LPS (Supplemental Figure 5B). On the other hand, the reduction in immunostimulatory molecules was prevented when FF-10101 was applied to BMDMs generated with M-CSF at the onset of stimulation with IL-4 and IL-13 (Supplemental Figure 5C). Furthermore, the direct impacts of FF-10101 on the proliferation of pre-established M1 and M2 macrophages were evaluated using an XTT assay. The proliferation of preestablished M1 and M2 macrophages was not affected by FF-10101 at the concentrations used for in vitro and in vivo experiments (10–100 nM) (Supplemental Figure 5D). These findings indicate that macrophages can be differentiated into immunostimulatory phenotypes in the presence of FF-10101, while FF-10101 does not alter the preestablished phenotypes of macrophages.

We then investigated whether FF-10101 inhibited tumor growth. As FF-10101 is a tyrosine kinase inhibitor, potential direct antitumor effects may compromise the interpretation of the data. Therefore, the expression of tyrosine kinases targeted by FF-10101 was tested in several tumor cell lines. Among the tumor cell lines tested, MCA205, MC38, and EMT6 lacked expression of FLT3, c-KIT, and CSF1R (Supplemental Figure 6, A–C). In addition, the direct impact of FF-10101 on cell proliferation was evaluated with an XTT assay. The proliferation of MCA205, MC38, and EMT6 cells was not affected by FF-10101, which was in sharp contrast with that of the 32D*^mtFLT3^* cell line, which stably expresses human mutant *FLT3* and is sensitive to FF-10101 (14) (Supplemental Figure 6D). These cell lines were employed for the following study. In addition, a plasma inhibitory activity (PIA) assay verified that FF-10101 orally administered through free-drinking water was properly absorbed and exhibited proper inhibitory activity in vivo (27) (Supplemental Figure 7); plasma collected from mice treated with FF-10101 (0.1 mg/mL) presented inhibitory activity equivalent to that of 10–30 nM FF-10101, which corresponded to the IC_50_ of FF-10101 against FLT3 in human plasma (28). Therefore, we employed a free-drinking model for the following in vivo experiments.

Mice were inoculated with MCA205 or MC38 cells and treated with FF-10101 (Figure 4A). FF-10101 significantly inhibited tumor growth in both tumor models (Figure 4B). To address the mechanism(s) of tumor regression by FF-10101, comprehensive gene expression analyses were performed with the tumor tissues collected after FF-10101 treatment. 

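Bulk RNA was sequenced from tumors of MCA205, a transplantable mouse fibrosarcoma cell line, so each value is a sum over tumor cells, macrophages and every other cell of the tissue. Tumors of 3 control mice and of 3 mice given FF-10101 at 0.1 mg/mL in the drinking water from day 1 were collected on day 8. The authors trimmed the reads with fastp, quantified transcripts with Salmon against the GENCODE vM27 annotation and tested genes with DESeq2. They deposited 1 log2 value per gene and tumor for 54309 gene identifiers. A gene without reads has the same lowest value in every tumor, and the values have the form of DESeq2's variance-stabilizing transformation. Its inverse gave whole reads for 100% of the 325854 values, with a largest gap to a whole number of 2.5e-09, and 1 size factor per tumor. The recovered totals were 9643535, 9143806 and 9186789 reads in control tumors 1, 2 and 3 (median 9186789) and 13258258, 9277019 and 11513555 reads in FF-10101 tumors 1, 2 and 3 (median 11513555). Between 18467 and 19440 genes had a read in a tumor. Normalized counts are the recovered reads divided by the size factor of the tumor. Groups were compared with limma (version 3.58.1, with a mean-variance trend) on log2(normalized count + 1), which understates the change of genes with few reads, over the 13963 genes with a mean of at least 10, with Benjamini-Hochberg adjustment. Single values were also compared by an exact two-sided permutation test, which cannot give a p below 0.1 for 3 tumors against 3.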

CYBERSORTx analysis using bulk RNA-sequencing data revealed that FF-10101 treatment increased the proportion of M1-like macrophages in the TME (Figure 4C). 

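CIBERSORTx was not run here, so no cell proportions are given. Marker scores were computed instead: the mean over a hand-written list of marker genes of each gene's log2 value relative to its mean over the 6 tumors. The score of 12 M1-like markers was −0.38 ± 0.71 (SD, n = 3) in the control tumors and 0.38 ± 0.19 (SD, n = 3) in the FF-10101–treated tumors, a difference of 0.76 with groups that overlap (exact permutation test, two-sided p = 0.3, adjusted p = 0.5 over 15 cell type lists). Control tumor 1 scored 0.44, above FF-10101 tumors 1 and 2 at 0.19 and 0.38, while control tumors 2 and 3 scored −0.86 and −0.72. The difference was 1.17 without control tumor 1. The score of 16 M2-like markers was 0.22 ± 0.46 (SD, n = 3) in the control tumors and −0.22 ± 0.71 (SD, n = 3) in the FF-10101–treated tumors, a difference of −0.45 with groups that also overlap (exact permutation test, two-sided p = 0.4, adjusted p = 0.6). It was −0.22 without control tumor 1, −0.69 without control tumor 3, −0.11 without FF-10101 tumor 1 and −0.81 without FF-10101 tumor 3. A set test across genes, limma's camera with a preset correlation of 0.01, gave an adjusted p of 0.000899 for higher M1-like markers (10 of 11 tested genes higher) and of 0.000899 for lower M2-like markers (3 of 16 higher). With control tumor 1 left out, the adjusted p from camera was 0.000143 for the M1-like and 0.107 for the M2-like markers. Of the 15 lists, 10 passed an adjusted p of 0.05 with camera, and 0 did with limma's fry or with camera's estimated correlation.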

GSEA verified the marked enrichment of the gene sets associated with tumoricidal macrophage, TNFα signaling, inflammatory response, and interferon-γ response in the FF-10101–treated group (Figure 4D), suggesting that the TME was converted into a tumoricidal phenotype, such as a phenotype with high M1-like TAMs and low M2-like TAMs, by FF-10101 treatment, given that the IFN-γ response and inflammatory macrophage response have been shown to augment antitumor immune responses (29).

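The gene sets of Figure 4D were not used here. In their place, 4 lists of interferon-γ response, TNFα/NF-κB, inflammatory response and tumoricidal macrophage genes, the last of genes induced in macrophages by LPS and IFN-γ, were tested with camera. Of the 71 interferon-γ response genes tested, 70 were higher in the FF-10101–treated tumors, with a mean log2 fold change of 0.87 (adjusted p = 3.66e-16 from limma's camera). The mean log2 fold change was 1.15 over 31 tumoricidal macrophage genes, of which 30 were higher (adjusted p = 1.13e-10 from camera). It was 0.49 over 92 inflammatory response genes, of which 71 were higher (adjusted p = 1.02e-06 from camera), and 0.45 over 67 TNFα/NF-κB genes, of which 53 were higher (adjusted p = 1.49e-05 from camera). Preranked enrichment on the same fit gave NES of 2.95, 2.51, 2.35 and 2.08 in this order. The mean log2 fold changes, in the same order, were 1.32, 1.62, 0.74 and 0.67 without control tumor 1. They were 0.62, 0.92, 0.33 and 0.32 without control tumor 3. In none of the 4 lists did the difference hold under limma's fry (adjusted p = 0.176 for each) or, as the alternative that moved the lists most, under camera with the correlation estimated from the tumors (adjusted p = 0.280 for each). The 3 control tumors were far apart. Control tumor 1 had an interferon-γ response score of 0.45, inside the range of 0.37 to 0.53 of the FF-10101–treated tumors, whereas control tumors 2 and 3 had −0.82 and −0.94. The exact two-sided permutation p of the scores was 0.3 for the interferon-γ and TNFα/NF-κB lists, 0.2 for the inflammatory response and 0.1, the smallest possible, for the tumoricidal macrophage list, and the adjusted p over the 4 lists was 0.3 for each. From the enrichment of these gene sets, and because IFN-γ and inflammatory macrophage responses are known to augment antitumor immunity, the paper proposes that the TME was converted into a tumoricidal phenotype with high M1-like and low M2-like TAMs.

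**Figure D1:**
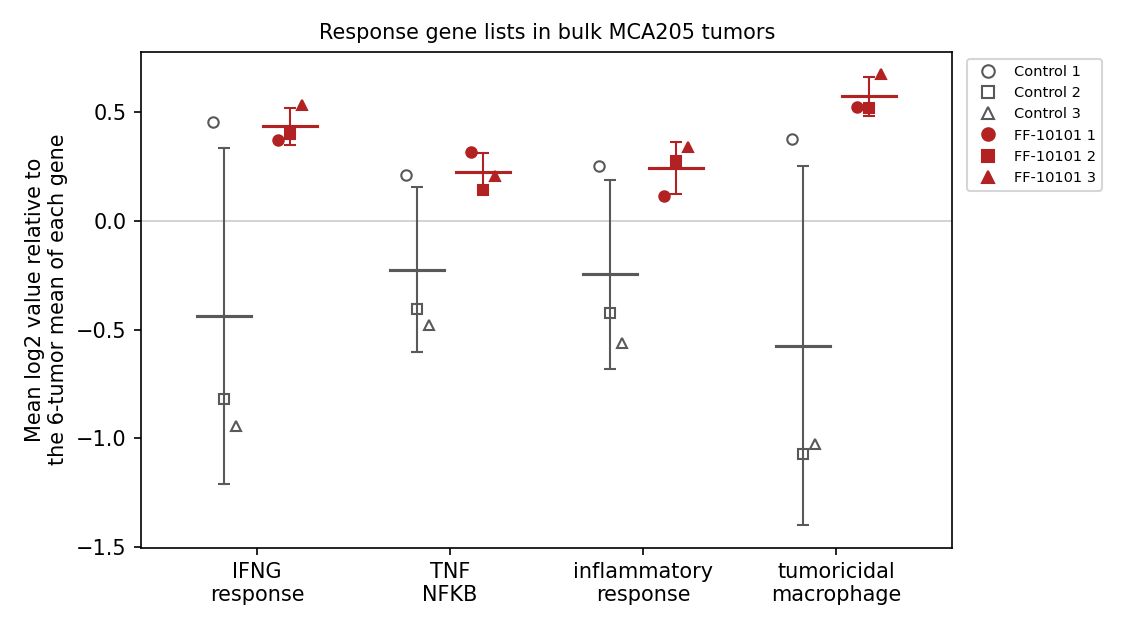
Scores of the 4 response lists in each bulk tumor, as the mean log2 value of the list's genes relative to their mean over the 6 tumors; points are tumors, thick lines group means and bars SDs (n = 3 per group). Control tumor 1 lies at 0.45 in the interferon-γ response list, among the FF-10101–treated tumors, and control tumors 2 and 3 lie at −0.82 and −0.94.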

To further evaluate the expression of macrophage-related genes, detailed gene expression analysis was performed. 

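Of the M1-like macrophage-related genes, *Nos2* (ENSMUSG00000020826) had 94.7 ± 104 normalized counts (SD, n = 3) in the control tumors and 412 ± 185 (SD, n = 3) in the FF-10101–treated tumors, a log2 fold change of 2.58 (standard error 0.69, adjusted p = 0.229 from limma). *Il1b* had 576 ± 157 normalized counts (SD, n = 3) against 1072 ± 433 (SD, n = 3), a log2 fold change of 0.86 (adjusted p = 0.254 from limma), and of 0.55 without FF-10101 tumor 1. *Il6* was read 10, 4 and 2 times in the control tumors and 44, 10 and 21 times in the FF-10101–treated tumors, with a log2 fold change of 1.75 (adjusted p = 0.285 from limma). Among the M2-like macrophage-related genes, *Msr1* (ENSMUSG00000025044) fell from 1507 ± 22.2 to 669 ± 92.4 normalized counts (SD, n = 3 each), a log2 fold change of −1.18 (standard error 0.15, adjusted p = 0.0813 from limma). The log2 fold changes of *Folr2*, *Mrc1* and *Trem2* were −2.42, −1.35 and −1.003, with adjusted p of 0.175, 0.229 and 0.229 from limma, and every FF-10101–treated tumor was below every control tumor. *Il10* had 28.9 ± 14.6 normalized counts (SD, n = 3) in the control tumors and 20.9 ± 4.86 (SD, n = 3) in the FF-10101–treated tumors, and *Tgfb1* 1603 ± 585 and 1416 ± 136. These differences, log2 fold changes of −0.36 for *Il10* and −0.12 for *Tgfb1* (adjusted p = 0.714 and 0.822 from limma), came from groups that overlap. They were 0.0086 and 0.16 without control tumor 1, and −0.68 and −0.32 without control tumor 3. Adjusted over the list alone, 7 of the 9 genes passed 0.05, all but *Il10* and *Tgfb1*; over all genes tested 0 did, and 7 had an unadjusted p under 0.05. The study reports these genes for these same tumors, so the count over the list alone is not independent evidence. Over all genes tested, 7 of the 9 passed without control tumor 1, and 1, *Folr2*, without FF-10101 tumor 3. The exact two-sided permutation p was 0.1, the smallest possible, for 6 of the genes, 0.2 for *Il6*, 0.6 for *Il10* and 0.9 for *Tgfb1*.

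**Figure D2:**
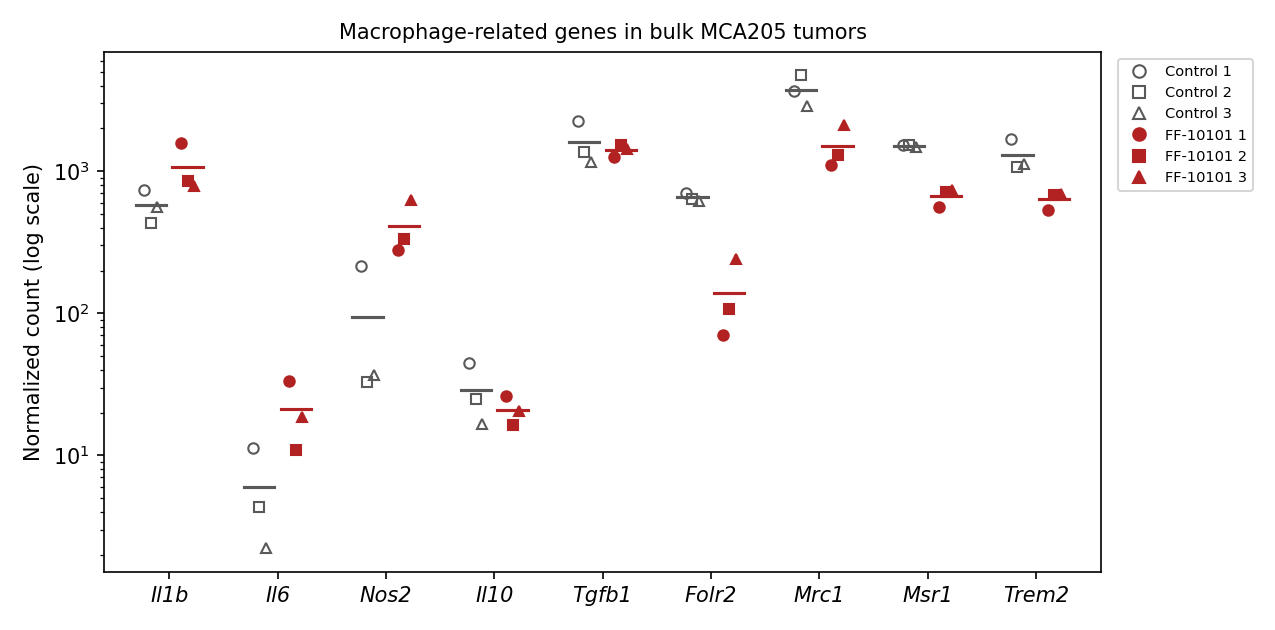
Normalized counts, on a log scale, of 9 macrophage-related genes in each bulk tumor; points are tumors and lines are group means (n = 3 per group). The groups do not overlap for *Il1b*, *Nos2*, *Folr2*, *Mrc1*, *Msr1* and *Trem2*, and overlap for *Il6*, *Il10* and *Tgfb1*.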

M1-like macrophage-related genes (*Il1b*, *Il6*, and *Nos2*) were upregulated, whereas M2-like macrophage-related genes (*Il10*, *Tgfb1*, *Folr2*, *Mrc1*, *Msr1*, and *Trem2*) were downregulated in the TME after FF-10101 treatment (Figure 4, E and F). RNA expression was validated with quantitative real-time PCR using RNAs extracted from the TAM (CD45^+^CD11b^+^F4/80^+^) fraction in tumor tissues. The expression of M1-like macrophage-related genes, including *Il1b* and *Il6*, was increased, whereas that of M2-like macrophage-related genes, including *Cx3cr1*, *Msr1*, *Cxcl9*, and *Fcrls*, was decreased by FF-10101 in the RNA samples extracted from TAMs, as observed with bulk RNA sequencing (Supplemental Figure 8A). 

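The sorted TAM fraction was measured by quantitative PCR and is not analysed here; the values below are those of the same genes in the bulk tumors. *Cx3cr1* (ENSMUSG00000052336) had 1088 ± 210 normalized counts (SD, n = 3) in the control tumors and 96.4 ± 20.6 (SD, n = 3) in the FF-10101–treated tumors, a log2 fold change of −3.49 (standard error 0.23, adjusted p = 0.00287 from limma). It was lower than in every control tumor in each treated tumor, and its log2 fold change was between −3.66 and −3.31 with each tumor left out in turn. *Fcrls* (ENSMUSG00000015852) fell from 2114 ± 1296 to 63.3 ± 32.2 normalized counts (SD, n = 3 each), a log2 fold change of −4.86 (standard error 0.60, adjusted p = 0.0813 from limma); control tumor 1 had 630 and control tumors 2 and 3 had 2685 and 3025. *Cxcl9* (ENSMUSG00000029417) had 6883 ± 5034 normalized counts (SD, n = 3) in the control tumors and 14395 ± 2209 (SD, n = 3) in the FF-10101–treated tumors. Its log2 fold change in the bulk tumors was 1.29 (standard error 0.44, adjusted p = 0.249 from limma) and between 0.94 and 1.85 with each tumor left out in turn. Control tumor 1 had 12678 normalized counts of *Cxcl9*, above FF-10101 tumor 1 with 12026, and control tumors 2 and 3 had 4369 and 3602. Of the 6 genes *Il1b*, *Il6*, *Cx3cr1*, *Msr1*, *Cxcl9* and *Fcrls*, 6 passed 0.05 adjusted over the list alone, in the directions given, and 1, *Cx3cr1*, over all genes tested. The direction of *Cxcl9*, higher with FF-10101, is opposite to the fall that the paper reports in TAMs and for the bulk data. As the study reports these genes for these same tumors, the count over the list alone is not independent evidence. Without control tumor 1, 6 passed over all genes tested, and without control tumor 2, 0 did and 3 passed over the list alone. Without control tumor 3, 3 passed over the list alone.

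**Figure D3:**
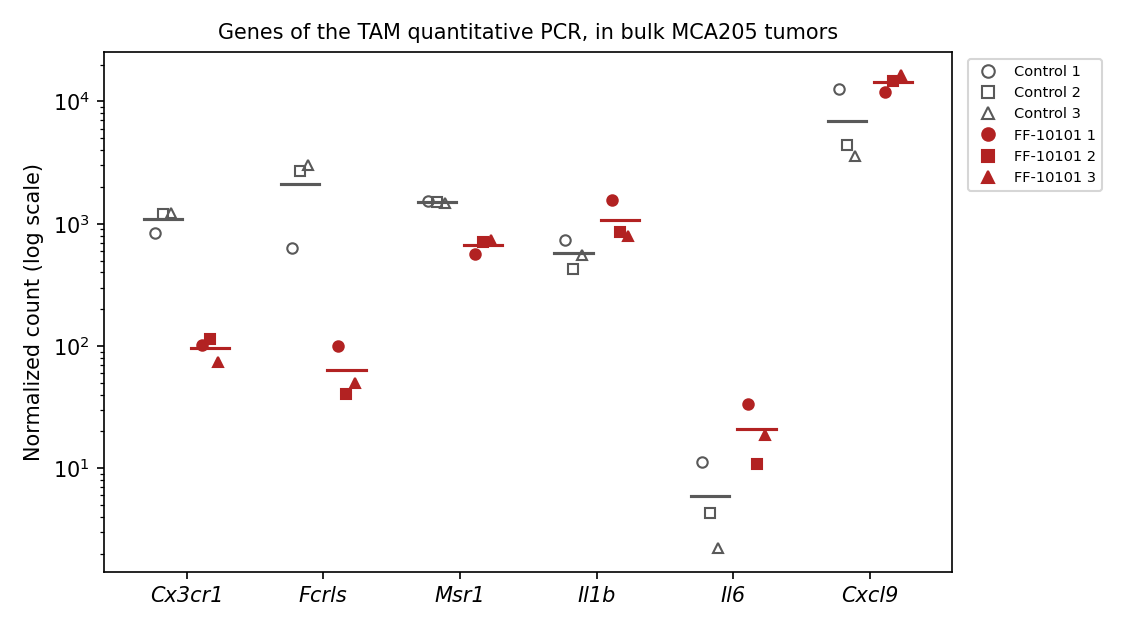
Normalized counts in each bulk tumor, on a log scale, of the 6 genes that the study measured in sorted TAMs by quantitative PCR; points are tumors and lines are group means (n = 3 per group). *Cx3cr1*, *Fcrls* and *Msr1* lie lower in every FF-10101–treated tumor than in any control tumor, and the mean of *Cxcl9* is 14395 with FF-10101 and 6883 without.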

Given the inability of FF-10101 to repolarize M2 macrophages to M1 macrophages (Supplemental Figure 5), we argue that FF-10101 could augment antitumor immunity through the induction of M1-like macrophage differentiation from monocytes, thereby polarizing the macrophage population in the TME toward tumoricidal. 

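Transcripts of *Cxcl2* and *Cxcl5*, chemokines that attract neutrophils and other CXCR2-bearing myeloid cells, were counted in the bulk tumors. *Cxcl2* (ENSMUSG00000058427) had 20.7 ± 6.67 normalized counts (SD, n = 3) in the control tumors and 94.5 ± 30.6 (SD, n = 3) in the FF-10101–treated tumors, a log2 fold change of 2.13 (standard error 0.36, adjusted p = 0.184 from limma). *Cxcl5* (ENSMUSG00000029371) had 108 ± 121 and 531 ± 185 normalized counts (SD, n = 3 each), a log2 fold change of 2.85 (standard error 0.71, adjusted p = 0.229 from limma). Control tumor 1 had 247 normalized counts of *Cxcl5*, control tumors 2 and 3 had 48.9 and 27.7, and the lowest FF-10101–treated tumor had 377. The shared receptor gene *Cxcr2* rose from 42.2 ± 15.3 to 204 ± 29.8 normalized counts (SD, n = 3 each), with a log2 fold change of 2.30 (adjusted p = 0.0813 from limma). Each of the 3 genes was higher in every treated tumor than in every control tumor (exact permutation test, two-sided p = 0.1, the smallest possible). Among other chemokine and receptor genes of the study's panel, *Ccl5* and *Cxcr4* had log2 fold changes of 1.88 and 0.57, and *Ccl2*, *Ccr2* and *Cxcl12* had 0.50, −0.30 and −0.11. That of *Ccl2* was 0.75 without control tumor 1 and 0.31 without control tumor 2, that of *Ccr2* −0.12 and −0.0512 without control tumor 1 and FF-10101 tumor 1, and that of *Cxcl12* −0.43 and 0.12 without the same 2 tumors. *Cxcr5* was read at most 3 times in a control tumor and 12, 9 and 16 times in the FF-10101–treated tumors. Adjusted over the list alone, 6 of the 10 genes passed 0.05, *Cxcr5* by its test without a minimum count. Over all genes tested, 0 did, and 6 had an unadjusted p under 0.05 from limma. The study shows this panel for these same tumors, so the count over the list alone is not independent evidence. Without control tumor 1, 6 passed over all genes tested. Over the list alone and *Cxcr5* apart, 5 of 9 genes passed with all 6 tumors, 2 without control tumor 2, 3 without control tumor 3 and 3 without FF-10101 tumor 2.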

Bulk RNA sequencing also revealed increases in the *Cxcl2* and *Cxcl5* expression after FF-10101 treatment (Supplemental Figure 8B).

### TAMs are reduced by FF-10101 treatment.

To further explore the immunological changes induced by FF-10101 treatment, immune cells in the TME were collected from MCA205 tumor–bearing mice and subjected to multicolor FCM analysis (Figure 5A). The TAM population was defined as the CD45^+^CD11b^+^F4/80^+^ population on the basis of the gating strategy shown in Supplemental Figure 9A. Initially, FCM analysis was performed on day 3, but it was difficult to perform comprehensive assessments because of the small size of the tumor masses. Therefore, we performed the following analyses on day 8, when the tumor weight had not yet differed and the TAM phenotype was similar to that on day 3 (Supplemental Figure 9, B and C). FF-10101 treatment did not affect total TAM populations but significantly reduced CD204^+^FRβ^+^ TAMs (Figure 5, B and C). In addition, the expression of programmed cell death 1 ligand 1 (PD-L1) and PD-L2 by TAMs was significantly decreased after FF-10101 treatment (Figure 5D). As CSF1R expression is reportedly high on immunosuppressive TAMs and M2 macrophages (30, 31), we examined CSF1R expression in our model. Compared with PD-L1^–^ TAMs, PD-L1^+^ TAMs presented significantly greater expression of CSF1R (Supplemental Figure 9D). These results indicate that the reduction in the expression of immune checkpoint molecules, such as PD-L1 and PD-L2, on TAMs caused by FF-10101 treatment contributes to the augmentation of antitumor immunity, as immunosuppressive M2-like phenotypes are characterized by high expression of immune checkpoint molecules (19). Moreover, Arg-1 expression by TAMs was also significantly reduced, whereas the expression of iNOS was increased after FF-10101 treatment (Figure 5E).

As CD8^+^ T cells play a crucial role in killing tumor cells (32, 33), we next examined whether the antitumor efficacy of FF-10101 depended on CD8^+^ T cells. Considering the tyrosine kinase activity of FF-10101, the direct effects of FF-10101 on T cells were tested. T cell fractions, including CD8^+^ T cells, conventional CD4^+^ T (T_conv_: CD4^+^CD25^–^) cells, and Treg (CD4^+^CD25^+^) cells, were prepared from spleens and stimulated with anti-CD3 mAb and anti-CD28 mAb for 48 hours. The proliferation and viability of each T cell fraction were comparable with or without FF-10101 treatment (Supplemental Figure 10, A and B), indicating that the influences on T cell populations are not direct effects of FF-10101 but rather secondary effects caused by the conversion of TAMs. Then, the mice were inoculated with MCA205 or MC38 cells, and effector T cells, such as CD4^+^ T cells or CD8^+^ T cells, were depleted with anti-CD4 mAb and anti-CD8β mAb (Figure 6A). The antitumor effect of FF-10101 treatment was abrogated by CD8^+^ T cell depletion, and additional CD4^+^ T cell depletion did not further reduce the effect of CD8^+^ T cell depletion (Figure 6B). We also verified the antitumor effect of FF-10101 in B6.Cg-*Rag2^tm1.1Cgn^*/J (RAG2-knockout, RAG2-KO) mice (Figure 6C); FF-10101 failed to show antitumor effects on RAG2-KO mice compared with wild-type mice, indicating that the antitumor effect of FF-10101 is mediated mainly by effector CD8^+^ T cells (Figure 6D). In line with this, CD8^+^ T cells producing IFN-γ and TNF-α were significantly increased after FF-10101 treatment (Figure 6, E and F). In addition, as Treg cells decreased, the CD8^+^ T cell/Treg cell ratio, which reportedly corresponds to antitumor activity (32), significantly increased after FF-10101 treatment (Figure 6, G and H). As expected from the bulk RNA-sequencing data showing an increase in *Cxcl2* and *Cxcl5* expression after FF-10101 treatment (Supplemental Figure 8B), there was a trend toward an increasing frequency of PMN-MDSC (CD45^+^CD11b^+^F4/80^–^Ly6G^+^Ly6C^–^) population in the TME after FF-10101 treatment; however, the extent of the PMN-MDSC population varied in mice bearing different tumor cell lines (Supplemental Figure 11A). Moreover, FF-10101 was effective even in the EMT6 model, which harbored significantly high infiltration of PMN-MDSCs in the TME. On the other hand, there were no significant changes in the populations of monocytic MDSCs or conventional DCs; however, the percentages of CD11c^+^I-A/I-E^+^BST2^+^ DCs (plasmacytoid DCs: pDCs) were significantly reduced in the TME after FF-10101 treatment (Supplemental Figure 11B and 12A). In addition, FF-10101 treatment significantly reduced the percentage of PD-L1^+^PD-L2^+^ DCs in the tumor-infiltrating immune cells (Supplemental Figure 12, B and C). Taken together, FF-10101 treatment augments antitumor efficacy mainly by enhancing CD8^+^ T cell responses by reducing immunosuppressive TAMs.

### FF-10101 exhibits a long-lasting effect.

Given the long-lasting inhibitory effect of FF-10101, as shown in Figure 2B, we compared the antitumor effects between short-term (short) and long-term (long) administration of FF-10101 (Figure 7A). The long-term administration of BLZ945 (0.1 mg/mL), a control CSF1R inhibitor, exhibited tumor growth inhibition comparably to FF-10101 (0.1 mg/mL) (Figure 7B). In sharp contrast, short-term administration of FF-10101 inhibited tumor growth similar to that of long-term administration of FF-10101, whereas the antitumor activity was rapidly abolished after short-term administration of BLZ945 (Figure 7B). Accordingly, a significant reduction of FRβ^+^CD204^+^ TAMs was observed even after drug removal in the FF-10101–treated mice but not in the BLZ945-treated mice (Figure 7C). These data indicate that FF-10101 treatment persistently converts the TME into a pro-inflammatory M1-like macrophage-rich microenvironment, which leads to a high CD8^+^ T/Treg cell ratio by continuously blocking polarization toward M2-like macrophages.

### Combination treatment with FF-10101 and anti–PD-1 mAb exhibits a far stronger antitumor effect than either treatment alone.

The strong inhibitory effect of FF-10101 treatment against immunosuppressive TAMs led us to explore the potential of combination treatment with FF-10101 and an anti–PD-1 mAb. TAMs reportedly compromise the antitumor effect of PD-1 blockade (8–11, 34). Tumor antigen-specific CD8^+^ T cells activated by PD-1 blockade induce M-CSF production by tumor cells, which leads to TAMs’ accumulation in the TME (6). Mice were inoculated with MCA205 cells expressing SIINFEKL (a model antigen derived from ovalbumin) and treated with FF-10101, anti–PD-1 mAb, or the combination of FF-10101 and anti–PD-1 mAb (Figure 8A). Treatment with FF-10101 or anti–PD-1 mAb significantly inhibited tumor growth (Figure 8B and Supplemental Figure 13). Combination treatment exhibited a far stronger antitumor effect than either treatment alone or the control (Figure 8B and Supplemental Figure 13). Accordingly, the combination treatment increased tumor antigen-specific CD8^+^ T cells (Figure 8C), which produce multiple effector cytokines, such as IFN-γ and TNF-α (Figure 8D), in the dLNs and the TME. The combination treatment efficacy of FF-10101 and anti–PD-1 mAb was also verified in the EMT6 model (Supplemental Figure 14), which is known to be refractory to PD-1/PD-L1 blockade and exhibits an immune-excluded phenotype (35, 36). Therefore, FF-10101 is a promising candidate for combination with PD-1 blockade therapy.

### FF-10101 alters TAMs into M1-like macrophages in human tumors.

We further evaluated the activity of FF-10101 on TAMs using human tumor specimens. Immune cells were isolated from surgically resected primary endometrial cancer specimens and cultured with or without FF-10101 for 48 hours (Figure 8E). FF-10101 significantly reduced TAMs expressing PD-L1 (Figure 8F). Furthermore, the gene expression associated with M1-like macrophages (*IL1B* and *IL6*) was increased with FF-10101 treatment (Figure 8G), suggesting that FF-10101 could increase immunostimulatory TAMs in humans, as observed in animal models.

## Discussion

Despite the clinical success of cancer immunotherapy, particularly PD-1 blockade therapy, some patients experience resistance to the therapy (33). Accumulating evidence has revealed that immunosuppressive TAMs are a critical component of resistance to PD-1 blockade therapy (5, 8, 33). Macrophages play dual roles in tumor immunity. M1-like macrophages inhibit tumor growth; in contrast, M2-like macrophages, so-called immunosuppressive TAMs, play pro-tumoral roles by supporting tumor cell growth, migration, and invasion via the suppression of effector T cells, including CD8^+^ T cells (9, 11). Hence, inhibition of the recruitment and polarization of immunosuppressive TAMs could be a potential option to augment antitumor immune responses. While the M-CSF/CSF1R axis is a promising therapeutic target (12), reagents targeting this pathway have not been successfully applied in the clinic. While clinical trials of small molecule CSF1R inhibitors and CSF1/CSF1R antibodies have been conducted in various types of cancer, a single reagent, PLX3397, has been clinically approved only for tenosynovial giant cell tumor (TGCT) (13, 37). TGCT is unique because the tumor itself is dependent on CSF1R signaling (38). Suppression of TAMs by CSF1R inhibition alone could not universally and continuously show antitumor effects (13). Therefore, rather than monotherapy, combination therapies, especially those with ICIs, have been actively investigated in clinical trials (summarized in refs. 13, 37). The reagents currently being tested in clinical trials are small molecules with competitive inhibitory activity and anti-CSF1R antibodies, and little consideration has been given to the persistence of drug binding. Here, we demonstrated that FF-10101, a high-affinity and covalently bound inhibitor of CSF1R, exhibited a strong and sustained antitumor effect by inducing a tumoricidal M1-like macrophage-rich TME, which led to enhanced tumor-specific CD8^+^ T cell responses.

Long-lasting inhibition of CSF1R by FF-10101 can continuously prevent the recruitment and polarization of immunosuppressive TAMs in the TME; however, compensatory induction of M-CSF and the recruitment of other immunosuppressive cells, such as PMN-MDSCs and cancer-associated fibroblasts (CAFs), reportedly occur in a secondary resistance mechanism after CSF1R inhibition (39, 40). In our study, RNA sequence analysis revealed an increase in *Cxcl2* and *Cxcl5,* which tended to be associated with an increase in PMN-MDSCs after FF-10101 treatment. However, the extent of the increase in PMN-MDSCs in the TME varied depending on the tumor cell line, and no correlation with treatment efficacy was observed. These results are consistent with previous reports showing that the compensatory increase in PMN-MDSCs after CSF1R blockade is not universally observed in all tumor types (41). Although the increased secretion of *Cxcl1* or *CXCL8* by CAFs induced by CSF1R blockade has been reported as one of the mechanisms contributing to the accumulation of PMN-MDSCs, the heterogeneity of the TME may affect the accumulation of PMN-MDSCs and contribute to the different outcomes (39, 41). While the mechanism and functional significance remain unclear, FF-10101 appeared to increase CSF1R protein expression in M-CSF–induced mouse and human macrophages. Some DC populations are induced from monocytes through M-CSF and FLT3 ligand stimulation and play important roles in effector T cell activation. Given that FF-10101 is an FLT3 inhibitor, it may also compromise the differentiation of DCs with anti- and pro-tumoral functions. Indeed, pDCs, which are strictly dependent on FLT3 signaling for their development and compromise antitumor immunity as tolerogenic cells in the TME (42–45), were decreased in the TME after FF-10101 treatment in our animal models. Moreover, FF-10101 treatment significantly reduced PD-L1^+^PD-L2^+^ DCs in the TME (Supplemental Figure 12, B and C). Double inhibition against CSF1R and FLT3 can provide dual value for favorable outcomes in our model.

In addition to TAMs, Treg cells are another critical factor for resistance to PD-1 blockade (46, 47). Since PD-1 blockade unexpectedly activates Treg cells with PD-1 expression, modulating Treg cells in the TME is also important for successful cancer immunotherapy (33). While we did not observe a direct effect of FF-10101 treatment on Treg cells, Treg cells in the TME were significantly reduced after FF-10101 treatment, resulting in a high CD8^+^ T cell/Treg cell ratio. It is plausible that changes in the TME toward immunostimulatory conditions, such as the induction of the IFN-γ response, may have prevented the accumulation of Treg cells in the TME. In line with these findings, combination treatment with FF-10101 and anti–PD-1 mAb exhibited a far stronger antitumor effect compared to either treatment alone, with an increased CD8^+^ T cell/Treg cell ratio. Therefore, FF-10101 can make an optimal flow of antitumor immunity from innate immunity (M1-like macrophages) to acquired immunity (CD8^+^ T cells).

When a CSF1R inhibitor is considered as a combination therapy candidate for ICIs, particularly PD-1 blockade, in refractory patients, we argue that stratification of patients on the basis of the TME of each patient would be necessary. In the case of FF-10101, patients harboring abundant immunosuppressive TAMs in the TME could become an optimal target population. For clinical immunomonitoring of the TME, we have already established a clinically feasible method to analyze immune cell profiles from small clinical specimens (33, 48). In addition, while tumor *P53* mutations are known to lead to TAM accumulation, activation of KRAS signaling leads to PMN-MDSC accumulation, and *EGFR* mutations lead to Treg cell activation (49–52). Therefore, incorporating information on gene alterations in cancer cells into our immunomonitoring method would help in the consideration of appropriate combination drugs for ICI therapy.

In conclusion, FF-10101 could be a potent immunomodulatory agent that can reduce immunosuppressive TAMs in the TME via continuous inhibition of CSF1R. Given the key role of TAMs in the resistance to PD-1 blockade, FF-10101 is a promising partner in combination therapy. Appropriate clinical immunomonitoring combined with genomic analysis of cancer cells enables the identification of patients in whom combination therapy with FF-10101 and PD-1 blockade will provide robust antitumor effects.

## Methods

### Sex as a biological variable.

Our study exclusively examined female mice, except for the experiment with B6.Cg-*Rag2^tm1.1Cgn^*/J mice. It is unknown whether the results are relevant to male mice. As for the ex vivo human cell culture, all patients were female because primary endometrial cancer tissues were used in this study.

### scRNA-Seq data processing.

Single-cell gene expression data quantified as transcripts per million were downloaded from the GEO (accession number GSE120575) (16). Scanpy version 1.8.2 and AnnData version 0.7.8 were used for data processing and visualization following their documentation (53). Dimension reduction was conducted using principal component analysis of highly variable genes, and visualization was performed by UMAP. Clustering was performed with the Leiden algorithm (54) and annotated manually based on their specific marker genes (Supplemental Table 1). Genes whose expression was significantly increased in nonresponder patients (*P* < 0.01) were explored with DAVID analysis (55). GSEA was performed with GSEApy version 0.10.8 (56).

### Compounds.

FF-10101 was synthesized by the FUJIFILM Corporation as described previously (14). The salt of succinate FF-10101 (FF-10101-01) was provided by FUJIFILM Corporation. For in vitro and ex vivo assays, FF-10101-01 was dissolved in DMSO at 20 mM and stored at –30°C. FF-10101 was diluted in water to obtain 0.1 mg/mL FF-10101, which was subsequently supplied to the mice. The kinase inhibitory activity of FF-10101 was plotted with KinMap (14, 57). BLZ945 was obtained from MedChemExpress (catalog HY-12768). BLZ945 was dissolved in DMSO at 100 mg/mL and stored at –30°C. BLZ945 was diluted in water containing 0.1% 2-hydroxypropyl-beta-cyclodextrin (FUJIFILM Wako Pure Chemical; catalog 324-84233). Vehicle controls in cell culture contained less than 0.001% DMSO, except for the XTT assay as described below.

### Theoretical conformational predictions and analyses.

To predict the high and stable binding mode of FF-10101, the potential complex structure in vivo was predicted and applied for theoretical structural analysis. FGFR2 (PDB ID: 2PVY) (58), which has high amino acid sequence homology with both FLT3 and CSF1R and a sufficiently small root mean square deviation of the monomer crystal structure, was used for the template structure for multimeric structure prediction. The Homology Modeling method was applied to predict the stabilized multimeric model structure in vivo. The 3-dimensional structure of CSF1R was predicted using AlphaFold3 (59) based on the reference sequence (NP_005202.2).

For the predicted FLT3 and CSF1R complexes, docking simulations were performed to explore the FF-10101 binding complex structure. In this calculation, the covalent bond between the protein and the ligand was ignored, and the dangling-bond ends were capped with hydrogen. All docking simulations were performed using Glide of the Schrödinger suite. To confirm the validity of the ligand binding conformation even in the absence of covalent binding, the binding conformation of FF-10101 to FLT3 was explored a priori, and no significant difference was detected between the predicted optimal conformation and the experimentally observed ligand conformation (PDB ID: 5X02) (data not shown) (14).

For the optimal binding configurations obtained, the orientation and positional relationship of the target residues were checked to determine if covalent bonds could be formed. The structure was then relaxed by forming a covalent bond between the protein and the ligand and performing energy minimization with the structure as the initial structure. Interaction analysis between the ligand and protein was performed on the stabilized structures using the Schrödinger suite.

### Cell lines.

MC38, a mouse colon cancer cell line of C57BL/6 origin, was purchased from Kerafast (catalog ENH204). EMT6, a murine breast cancer cell line of BALB/c origin, was purchased from ATCC (catalog CRL-2755). MCA205, a murine cell line derived from a 3-methylcholanthrene-induced fibrosarcoma in C57BL/6 mice, was obtained from Merck (catalog SCC173). MCA205 cells stably expressing ovalbumin-derived H-2K^b^ binding peptide (SIINFEKL) were established as previously described (60). RAW264, a murine macrophage cell line, was purchased from RIKEN cell bank (catalog RCB0535). The human AML cell line Kasumi-1, which has *RUNX1:RUNX1T1* and N822K *KIT* mutations, was provided by Hiroshima University. A murine IL-3–dependent myeloid progenitor cell line, 32D, was obtained from the RIKEN cell bank. Human mutant *FLT3*-expressing 32D cells (32D*^mtFLT3^*) were established as previously reported (14). Kasumi-1 and 32D*^mtFLT3^* were used as positive controls for c-KIT and FLT3 expression, respectively (14, 61). All the cell lines were maintained according to the manufacturer’s instructions.

### BMDMs.

Murine bone marrow cells were harvested according to the reported protocol (62) and cultured in Dulbecco’s modified Eagle medium (DMEM) supplemented with 20% FBS, 50 units/mL penicillin, and 50 μg/mL streptomycin. To establish M-CSF–induced BMDMs, 20 ng/mL recombinant mouse M-CSF (PeproTech; catalog 315-02) was added to the culture medium. Similarly, GM-CSF (PeproTech; catalog AF-315-03) was added for GM-CSF–induced BMDM establishment. To obtain M1 macrophages, 100 ng/mL recombinant mouse IFN-γ (R&D Systems, Bio-Techne; catalog 485-MI) and 100 ng/mL LPS (MilliporeSigma; catalog L4391) were applied to GM-CSF–induced BMDMs from day 5 of culture and cultured for an additional 48 hours (63). Similarly, M2 macrophages were generated by stimulating M-CSF–induced BMDMs with 20 ng/mL recombinant mouse IL-4 (BioLegend; catalog 574302) and 20 ng/mL recombinant mouse IL-13 (Miltenyi Biotec; catalog 130-094-639).

### Western blot analysis.

The BMDMs generated with M-CSF on day 7 were rested in DMEM without FBS supplementation for 12 hours. The cells were treated with the indicated concentration of FF-10101 for the last 2 hours and stimulated with 100 ng/mL M-CSF for the last 5 minutes. After being washed with ice-cold PBS(-), the cells were lysed in 2× Laemmli Sample Buffer (Bio-Rad Laboratories; catalog 1610737). BMDMs induced with both M-CSF and GM-CSF and with or without FF-10101 were lysed 1 hour after stimulation with IFN-γ (50 ng/mL) for signaling pathway analysis.

For drug removal experiments, RAW264 cells were cultured in DMEM without FBS for 12 hours as described above. For the drug removal (+) groups, the cells were cultured with DMSO, FF-10101, or BLZ945 for 2 hours and washed with PBS(-) 3 times. After drug removal, the cells were cultured with DMEM for 10 hours. In the drug removal (-) group, the cells were cultured with the drug for the last 2 hours before M-CSF stimulation.

All the cell lysates were separated by SDS-PAGE and transferred onto polyvinylidene difluoride membranes. Proteins were detected by incubation with primary antibodies followed by incubation with a horseradish peroxidase–linked secondary antibody. The list of antibodies used is summarized in Supplemental Table 2. Images were obtained using a LuminoGraph I (ATTO Corporation; catalog WSE-6100H). The quantification of signal bands from Western blotting was performed with ImageJ version 13.0.6 (National Institutes of Health) and its macro plug-in (64).

### Animal models.

Female C57BL/6J and BALB/c mice were purchased from Charles River Laboratories Japan at 6 weeks of age and used at 7 weeks of age. B6.Cg-*Rag2^tm1.1Cgn^*/J mice were obtained from The Jackson Laboratory. The mice were inoculated subcutaneously with a suspension of 1 × 10^6^ tumor cells in 100 μL of PBS(-) at the right flank (day 0). In some groups, 0.1 mg/mL FF-10101 or BLZ945 was administered with a water supplement bottle for free access. Anti–PD-1 mAb (BioLegend; Clone: RMP1-14; 200 μg per mouse) was administered intraperitoneally on days 6 and 9. For T cell depletion, anti-CD4 mAb (BioXCell; Clone: GK1.5; 200 μg per body) and anti-CD8β mAb (BioXCell; Clone: 53–5.8, 200 μg per body) was injected intraperitoneally on days 4, 8, 12, and 16. The tumor size (mm^2^) was calculated as the length × width. The mice were monitored 3 times a week and euthanized when the tumor length reached greater than 20 mm. In some experiments, tumor tissues were collected on day 3, 8, or 10 after tumor inoculation and treated with Horizon Dri Tumor & Tissue Dissociation Reagent (BD Biosciences; catalog 661563) to obtain tumor-infiltrating lymphocytes for FCM assays. At least 2 independent experiments were conducted with at least 3 biological replicates. All the mice were maintained in a specific pathogen–free animal facility at Nagoya University.

### PIA assay.

The PIA assay was performed as previously reported (27). Female C57BL/6J mice at 7 weeks of age were treated with FF-10101 for 5 days, and their blood was collected. The plasma was isolated by centrifugation at 300*g* for 5 minutes. The 32D*^mtFLT3^* cell line, which shows constitutive activation of FLT3, was incubated with the indicated concentration of FF-10101 or the plasma for 2 hours. After being washed with ice-cold PBS(-), the cells were lysed in 2× Laemmli sample buffer and subjected to Western blot analysis.

### Tumor bulk RNA sequences and data processing.

Tumor samples from MCA205 tumor–bearing mice treated with or without FF-10101 were collected into RNAlater Stabilization Solution (Thermo Fisher Scientific; catalog AM7024), and total RNA was extracted using an RNeasy Plus Mini Kit (QIAGEN; catalog 74134). Tumor RNA was sequenced by Veritas Genetics using an Illumina NovaSeq 6000, and data processing was performed using the Galaxy web platform (65) and R version 4.1.1 (R Foundation for Statistical Computing).

Raw FASTQ files were processed using fastp version 0.19.5 (66), and transcript abundance was quantified using Salmon version 1.5.1 (67). Differentially expressed genes were determined by DESeq2 version 1.22.1 (68). GSEA (69) and CYBERSORTx (70) were performed according to the instructions. The annotated GTF files (GENCODE vM27) were obtained from https://www.gencodegenes.org

### Quantitative real-time PCR.

cDNA was prepared from RNA extracted from the TAM (CD45^+^CD11b^+^F4/80^+^) fraction in tumor samples using SuperScript VILO Master Mix (Thermo Fisher Scientific; catalog 11756050). Quantitative real-time PCR was performed with the originally designed primers listed in Supplemental Table 3, THUNDERBIRD SYBER qPCR Mix (TOYOBO; catalog QPS-201), and a ViiA 7 real-time PCR system (Thermo Fisher Scientific). Mouse *Actb* was used as an internal control.

### Staining for the FCM assay.

FCM staining and analyses were performed as previously described (71, 72). The antibodies and dyes used in the FCM analyses are summarized in Supplemental Tables 4 and 5. The cells were washed with PBS supplemented with 2% FBS and subjected to staining with surface antibodies (1:100 dilution). Intracellular staining of Foxp3 was performed with a mAb against Foxp3 (1:100 dilution) and an eBioscience Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific; catalog 00-5523-00) according to the manufacturer’s instructions. After washing, the cells were analyzed with a FACSymphony A3 (BD Biosciences) and FlowJo version 10.6.1 (BD Biosciences).

The cells were stimulated for 4 hours with 100 ng/mL PMA (MilliporeSigma; catalog P8139), 1 μg/mL ionomycin (MilliporeSigma; catalog I0634), and 1× brefeldin A solution (BioLegend; catalog 420601). The cells were stained for cell surface markers and subjected to fixation and permeabilization using a Cytofix/Cytoperm Fixation/Permeabilization Solution Kit (BD Biosciences; catalog 554714). After permeabilization, intracellular staining of cytokines was performed.

To examine antigen-specific CD8^+^ T cells, H2-Kb/SIINFEKL-tetramer-PE was employed. The tetramer was prepared using Flex-T Biotin H-2Kb OVA (SIINFEKL) Monomer (BioLegend; catalog 280051) and PE Streptavidin (BioLegend; catalog 405204) according to the manufacturer’s instructions. The cells were stained for cell surface markers after tetramer staining for 30 minutes at 4°C, then analyzed with a FACSymphony A3 (BD Biosciences) and FlowJo version 10.6.1 (BD Biosciences).

### Proliferation assay.

CD8^+^ T cells, CD4^+^CD25^–^ (T_conv_) cells, and CD4^+^CD25^+^ T (Treg) cells were sorted from the splenocytes of C57BL/6J mice using mouse CD8a MicroBeads (Miltenyi Biotec; catalog 130-117-044), CD4 MicroBeads (Miltenyi Biotec; catalog 130-117-043), biotin anti-mouse CD25 mAb (BioLegend; catalog 102003), and anti-biotin MicroBeads (Miltenyi Biotec; catalog 130-090-485), according to the manufacturers’ instructions. After labeling with CytoTell Blue (AAT Bioquest; catalog 22252), 2 × 10^5^ cells/well were cultured in RPMI 1640 medium supplemented with 10% FBS, 2 mM l-glutamine (Thermo Fisher Scientific; catalog 25030-081), 10 μM 2-ME, and Dynabeads Mouse T-Activator CD3/CD28 (Thermo Fisher Scientific; catalog 11452D) at a bead-to-cell ratio of 1:1 in the presence of FF-10101. Recombinant mouse IL-2 was added at 60 U/mL for the culture of CD8^+^ T cells or CD4^+^CD25^–^ T cells and 100 U/mL for the culture of CD4^+^CD25^+^ cells. Forty-eight hours after incubation, the proliferation and viability of the cells were analyzed with a FACSymphony A3 (BD Biosciences) and FlowJo version 10.6.1 (BD Biosciences).

The direct impact of FF-10101 on tumor cell and BMDM proliferation was evaluated using a Cell Proliferation Kit II (XTT) (MilliporeSigma; catalog 11465015001) according to the manufacturer’s instructions. The DMSO concentration was maintained at 0.05% during the serial drug dilution. The absorbance of the XTT-labeled mixture was measured with a MULTISKAN GO (Thermo Fisher Scientific). Since BMDMs, especially after differentiation into M1 or M2 macrophages, are fragile, BMDMs were first transferred to 96-well plates on day 5 of culture and stimulated for an additional 2 days with IFN-γ + LPS or IL-4 + IL-13. Established M1 and M2 macrophages were treated with the indicated concentrations of FF-10101 and cultured for 48 hours before the XTT assay.

### Ex vivo human cell culture.

Primary endometrial cancer tissues were minced and treated with Horizon Dri Tumor & Tissue Dissociation Reagent (BD Biosciences; catalog 661563) and a MojoSort Human Dead Cell Removal Kit (BioLegend; catalog 480159) according to the manufacturer’s instructions. Patient characteristics are shown in Supplemental Table 6. A total of 2 × 10^5^ cells extracted from tumors were suspended in 200 μL of DMEM containing 20% CTS Immune Cell SR (Thermo Fisher Scientific; catalog A2596101) and were treated with or without 10 nM FF-10101 for 48 hours. TAMs (CD45^+^CD3^–^CD11b^+^CD14^+^) were analyzed and sorted with a FACSymphony S6 (BD Biosciences) and FlowJo version 10.6.1 (BD Biosciences). cDNA was prepared from sorted cells using a QuantAccuracy RT-RamDA cDNA Synthesis Kit (TOYOBO; catalog RMQ-101). Quantitative real-time PCR was performed with the designed primers listed in Supplemental Table 3, THUNDERBIRD SYBER qPCR Mix (TOYOBO; catalog QPS-201), and a ViiA 7 real-time PCR system (Thermo Fisher Scientific). Human *GAPDH* was used as an internal control.

### Statistics.

The relationships between groups were compared using unpaired *t* test, except that paired 2-tailed *t* test was used for ex vivo assays of human samples. Two-way ANOVA and Bonferroni’s multiple comparisons test were applied in grouped analyses for tumor growth kinetics. Statistical analyses were performed with GraphPad Prism 9 (GraphPad Software) or R version 4.1.1, and the data are presented as the means ± SDs. *P* values less than 0.05 were considered to indicate statistical significance.

### Study approval.

Human samples were collected according to a protocol approved by the institutional review board of Nagoya University (#2018-0400). All donors provided written informed consent before sampling. This study was conducted in accordance with ethics guidelines, including the Declaration of Helsinki. Animal care and experiments were performed in accordance with the guidelines of the Division of Experimental Animals, Nagoya University. All animal experiments were conducted in accordance with an approved protocol (#20323, #M210444, and #M220278) reviewed by the Institutional Animal Care and Use Committee.

### Data availability.

The raw sequencing data from this study have been deposited in NCBI GEO and are accessible through accession number GSE242937. Values for all plot data shown in graphs can be found in the Supporting Data Values file.

## Author contributions

HK and H Nishikawa conceptualized the study. TS, DS, YK, TK, HK, and H Nishikawa designed the research. TS and DS conducted experiments and acquired data. TS and JK analyzed data. Data curation, validation, and visualization were conducted by TS, DS, JK, and YK. TS, DS, SH, KS, H Nishinakamura, TI, and YI provided resources. Writing of the original draft and preparation were contributed by TS. Review and editing of the manuscript were contributed by TS, DS, JK, YK, SH, KS, H Nishinakamura, TI, YI, TK, HK, and H Nishikawa. TK, HK, and H Nishikawa contributed supervision. H Nishikawa contributed project administration and funding acquisition.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
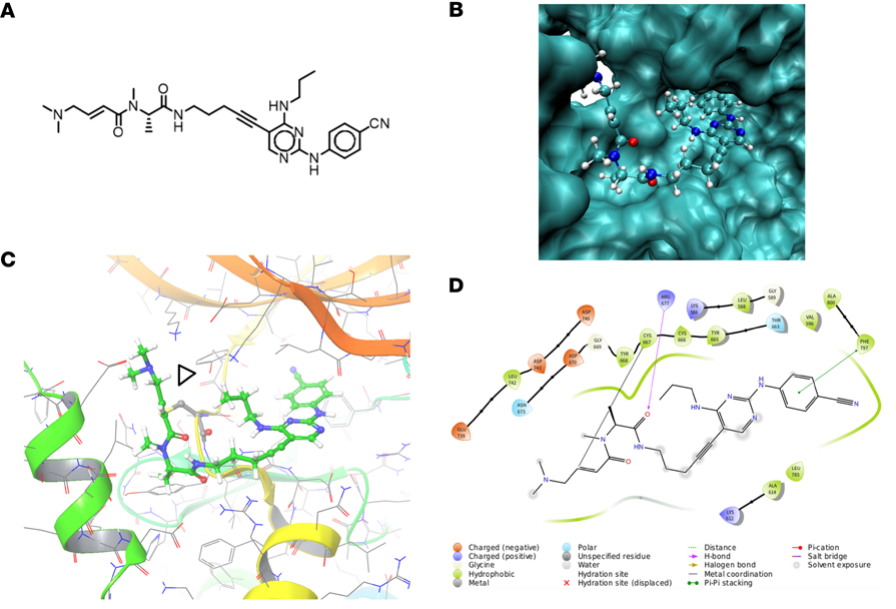
Theoretical conformational prediction reveals a stable binding of FF-10101 to CSF1R. (**A**) Chemical structure of FF-10101. (**B**) Estimated stabilized multimeric model structure of FF-10101 and CSF1R. (**C**) Predicted binding conformation between FF-10101 and CSF1R. FF-10101 is shown in ball and stick notation, and the protein structure is shown in cartoon and wire notation. The arrowhead indicates the formation of a covalent bond. (**D**) Binding interaction analysis for FF-10101 and CSF1R. The covalent bond between FF-10101 and CSF1R is shown as a black line.

**Figure 2:**
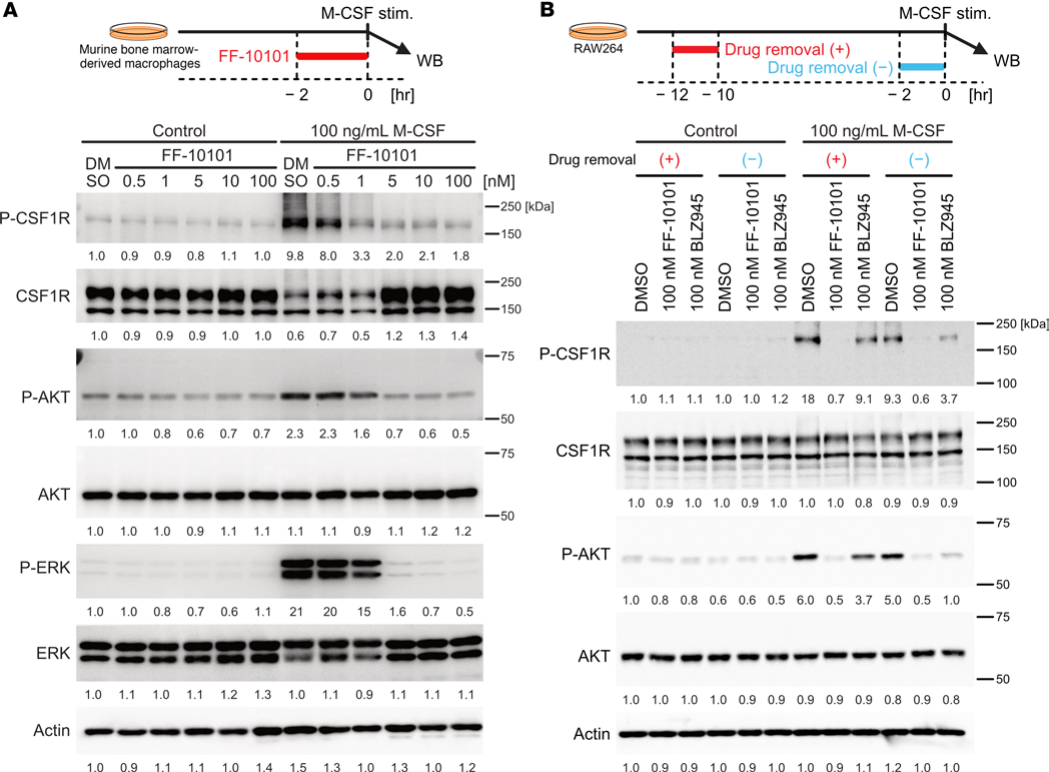
FF-10101 harbors a strong and durable inhibitory activity against CSF1R. (**A**) Western blot analyses showing the inhibition of CSF1R signaling molecules by FF-10101 treatment in murine bone marrow–derived macrophages. Murine bone marrow–derived macrophages were incubated with the indicated concentration of FF-10101. (**B**) Western blot analyses showing the persistence of CSF1R inhibitory activity of FF-10101. RAW264 cells were incubated with the indicated concentrations of FF-10101 or BLZ945. The persistence of CSF1R inhibitory activity of FF-10101 or BLZ945 was examined with (red) or without (blue) drug removal. The culture conditions are shown at the top.

**Figure 3:**
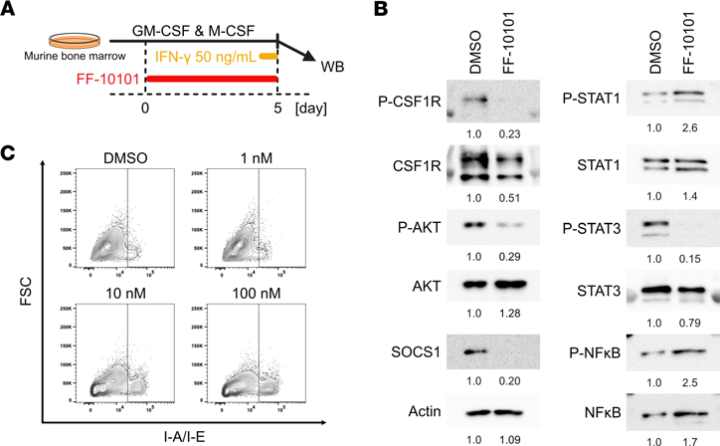
FF-10101 treatment enhances the phosphorylation of STAT1 and inhibits STAT3 signaling. (**A**) Experimental scheme. BMDMs generated with both GM-CSF and M-CSF and with or without FF-10101 were stimulated with 50 ng/mL IFN-γ for the last hour. (**B**) Western blot analyses showing the changes in protein expression between BMDMs generated with or without FF-10101 (100 nM). (**C**) Contour plots for I-A/I-E on CD45^+^CD11b^+^F4/80^+^ cells. Flow cytometry (FCM) analysis was performed 24 hours after IFN-γ stimulation.

**Figure 4:**
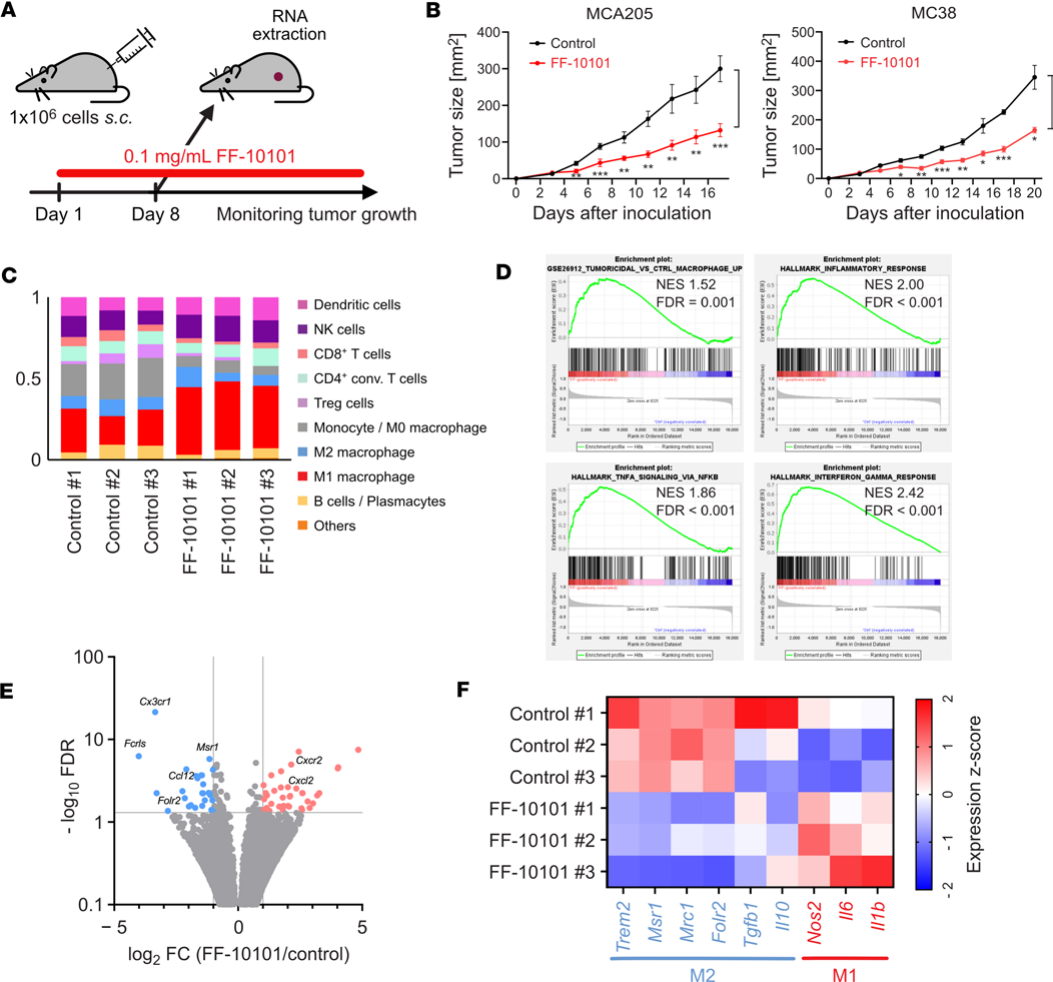
FF-10101 inhibits tumor growth by polarizing TAMs toward M1-like macrophages. (**A**) Experimental scheme. One million tumor cells (MCA205 or MC38) were inoculated into the mice on day 0, and FF-10101 was administered from day 1. (**B**) Tumor growth curves for MCA205 (left; *n* = 5 per group) and MC38 (right; *n* = 4 per group) models. The tumor volumes are shown as the means ± SDs and were compared using 2-way ANOVA with multiple *t* tests corrected with Bonferroni’s method. Adjusted *P* value: * < 0.05, ** < 0.01, *** < 0.001. (**C**–**F**) Tumors were collected on day 8 and subjected to bulk RNA-sequencing analysis (*n* = 3 per group). (**C**) Tumor bulk RNA sequencing was evaluated by CYBERSORTx. (**D**) GSEA plots of the tumoricidal macrophage, TNFα signaling, inflammatory response, and interferon-γ response gene sets for the FF-10101–treated group compared with the control group. NES, normalized enrichment score; FDR, false discovery rate. (**E**) Volcano plot of differentially expressed genes between the FF-10101 group and the control group. Molecules with significantly high and low expression in the FF-10101–treated group compared with the control group are shown in red and blue, respectively. FC, fold-change. (**F**) Heatmap of representative M1- and M2-related genes.

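Of the 13963 genes tested, 6 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 4 higher and 2 lower in the FF-10101–treated tumors, and each of the 6 had a fold change above 2. An adjusted p under 0.1 was reached by 13 genes, and an unadjusted p under 0.05 by 2270. The higher genes were *Gm9843*, *Gm6565*, *Rpl10a-ps1* and *Gm20412*, and the lower were *Cx3cr1* and *Gm6361*. Apart from *Cx3cr1*, these are pseudogenes or predicted genes, and *Gm9843*, *Gm6565*, *Rpl10a-ps1* and *Gm6361* have the same sequence as a protein-coding gene over their whole length, so their read counts are uncertain. *Gm9843* was read 0 times in each control tumor and 852, 657 and 726 times in the FF-10101–treated tumors, at least 198-fold higher. Of the other genes marked in the volcano plot, *Ccl12* had 428 ± 113 normalized counts (SD, n = 3) in the control tumors and 125 ± 21.2 (SD, n = 3) in the FF-10101–treated tumors, a log2 fold change of −1.74 (standard error 0.24, adjusted p = 0.101 from limma). The number of genes past the threshold depended on control tumor 1: it was 3051 without that tumor, and 1, 3, 4, 3 and 5 without control tumor 2, control tumor 3 and FF-10101 tumors 1, 2 and 3. The alternative that moved it most was weighting of the tumors by limma's array weights, with 8365 genes, in which control tumor 1 had a weight of 0.139 and control tumor 2 and FF-10101 tumor 2 had 5.39 and 8.08. In simulated data with the read depth of these 6 tumors and the spread of each gene, the same test recovered 147 of 200 genes changed 4-fold and called 3 unchanged genes. Genes were drawn independently there, so variation shared by the genes of a tumor, as in control tumor 1, was left out. The simulation therefore does not show how the test performs on these tumors.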

**Figure 5:**
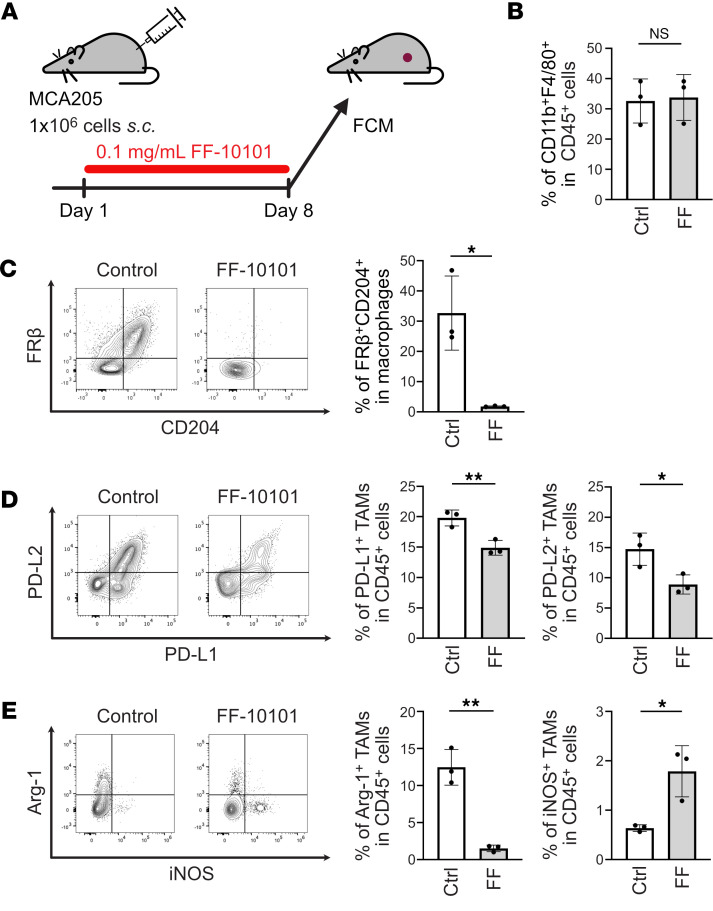
FF-10101 treatment effectively reduces immunosuppressive TAMs. (**A**) Experimental scheme. One million MCA205 cells were inoculated into the mice on day 0, and FF-10101 was administered from day 1. Immune cells were collected from tumors on day 8 and subjected to FCM analyses. (**B**) The frequency of the CD45^+^CD11b^+^F4/80^+^ fraction (TAMs) (*n* = 3 per group). (**C**) Representative contour plots of FRβ and CD204 on TAMs (left) and a summary of the frequency of FRβ^+^CD204^+^ TAMs (right; *n* = 3 per group). (**D**) Representative contour plots of PD-L1 and PD-L2 on TAMs (left) and summaries of the frequencies of PD-L1^+^ and PD-L2^+^ TAMs (right; *n* = 3 per group). (**E**) Representative contour plots of Arg-1 and iNOS on TAMs (left) and summaries of the frequencies of Arg-1^+^ and iNOS^+^ TAMs (right; *n* = 3 per group). The bar plots are shown as the means ± SDs and were compared by unpaired *t* tests. *P* values: NS ≥ 0.05, * < 0.05, ** < 0.01.

**Figure 6:**
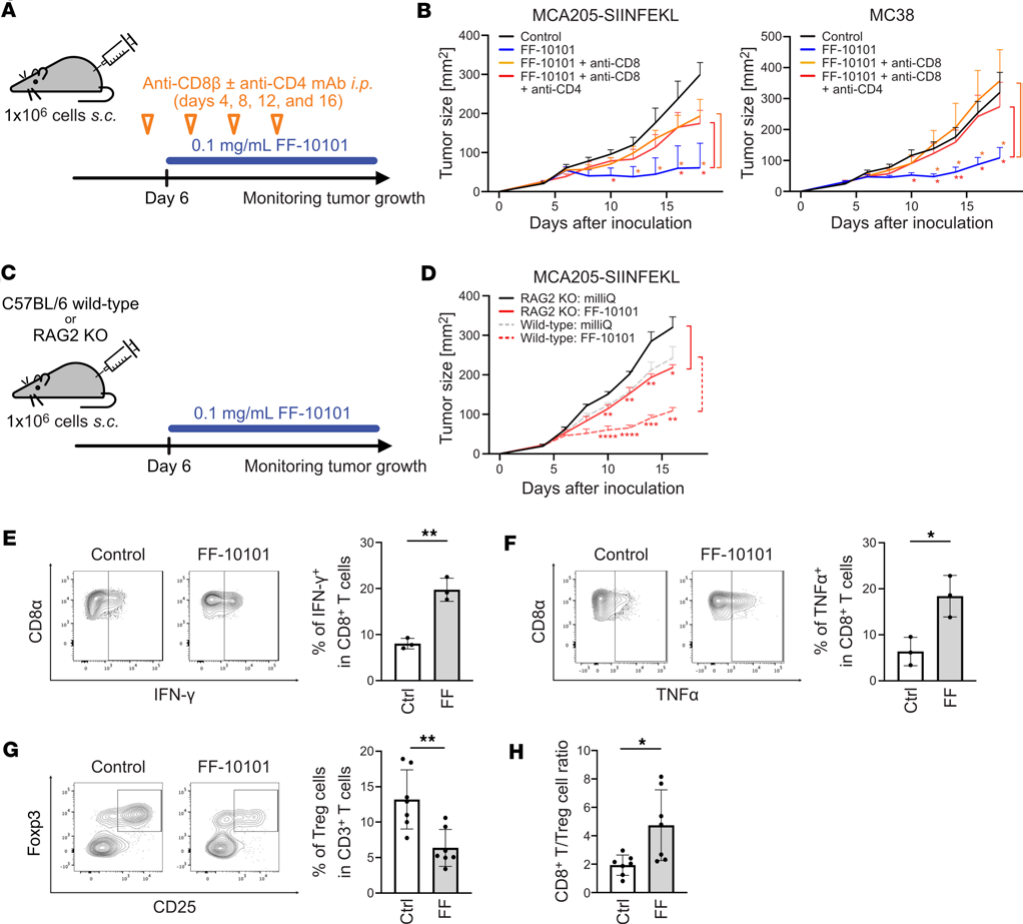
Antitumor T cell responses are induced by FF-10101 treatment. (**A**) Experimental scheme. One million tumor cells (SIINFEKL-expressing MCA205 [MCA205-SIINFEKL] or MC38) were inoculated into the mice on day 0, and FF-10101 was administered from day 6. Some mice received intraperitoneal administration of anti-CD8β mAbs and anti-CD4 mAbs on days 4, 8, 12, and 16. To examine tumor antigen-specific CD8^+^ T cell responses, MCA205-SIINFEKL was employed. (**B**) Tumor growth curves for MCA205-SIINFEKL (left) and MC38 (right) models (*n* = 5 per group). The tumor volumes between the groups were compared using 2-way ANOVA with multiple *t* tests corrected with Bonferroni’s method. Adjusted *P* values: * < 0.05, ** < 0.01. (**C**) Experimental scheme. One million tumor cells were inoculated into the mice (wild-type or RAG2 KO) on day 0, and FF-10101 was administered from day 6. (**D**) Tumor growth curves for wild-type and RAG2 KO mice (*n* = 5 per group). The tumor volumes between the groups were compared using 2-way ANOVA with multiple *t* tests corrected with Bonferroni’s method. Adjusted *P* values: * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001. (**E** and **F**) Representative contour plots (left) and a summary (right; *n* = 3 per group) of the frequency of CD8^+^ T cells producing IFN-γ (**E**) and TNF-α (**F**) analyzed as in the experimental model shown in Figure 5A. (**G**) Representative contour plots for CD25 and Foxp3 in CD4^+^ T cells (left) and a summary of the frequency of Treg cells in CD3^+^ T cells (right; *n* = 7 per group). (**H**) The ratio of CD8^+^ T cells to Treg cells in tumor tissues (*n* = 7 per group). The bar plots are shown as the means ± SDs and were compared by unpaired *t* tests. *P* values: * < 0.05, ** < 0.01.

**Figure 7:**
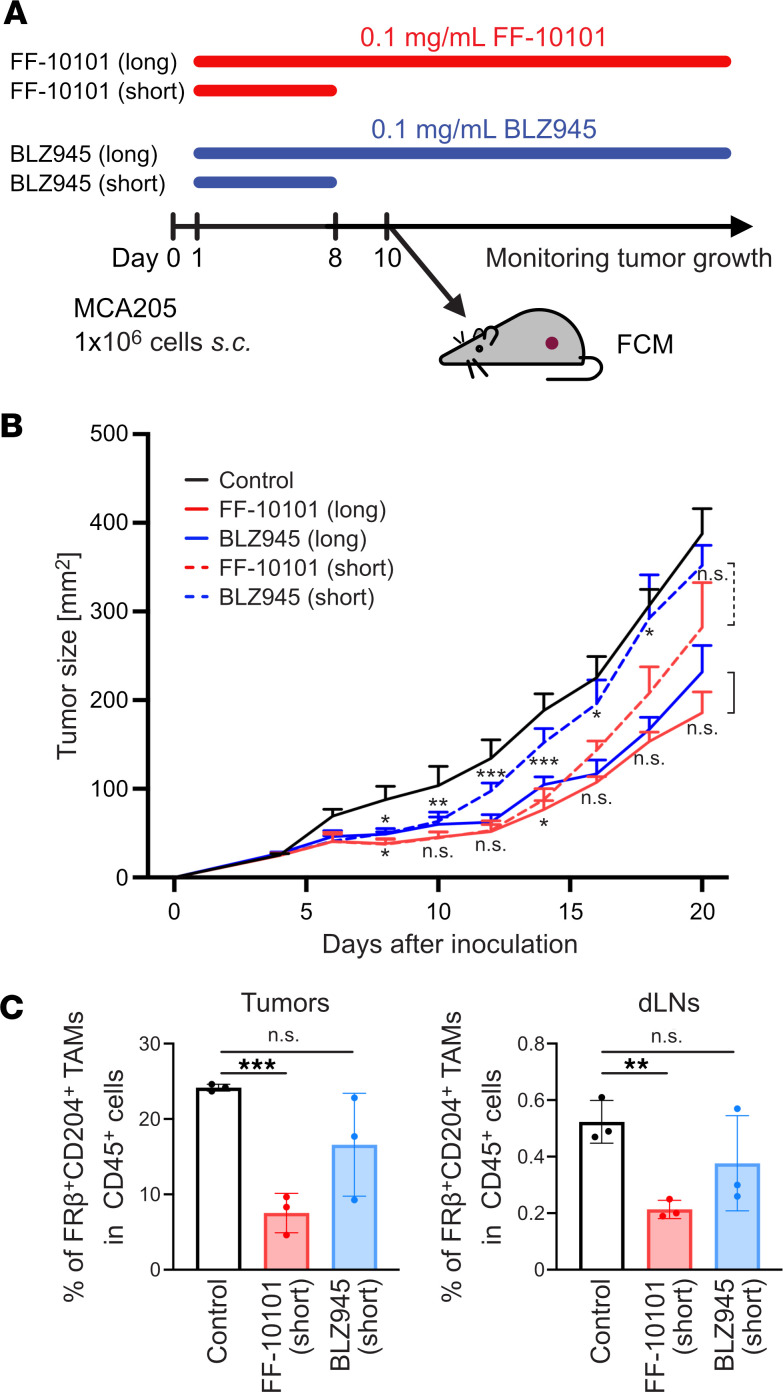
FF-10101 exhibits a long-lasting antitumor effect in vivo. (**A**) Experimental scheme. One million MCA205 cells were subcutaneously inoculated into the mice on day 0, and drugs (FF-10101 or BLZ945) were administered from day 1. In a short-term study, FF-10101 or BLZ945 was only administered from day 1 to day 8. Tumor tissues and draining lymph nodes (dLNs) were extracted on day 10 and subjected to FCM analyses. (**B**) Tumor growth curves for long-term groups (solid lines) and short-term groups (dashed line) (*n* = 10 per group). The tumor volumes between the groups were compared using 2-way ANOVA with multiple *t* tests corrected with Bonferroni’s method. Adjusted *P* values: NS ≥ 0.05, * < 0.05, ** < 0.01, *** < 0.001. (**C**) Summaries of the frequency of FRβ^+^CD204^+^ TAMs in CD45^+^ cells (*n* = 3 per group). The data are shown as the means ± SDs and were compared by unpaired *t* test. *P* values: NS ≥ 0.05, ** < 0.01, *** < 0.001.

**Figure 8:**
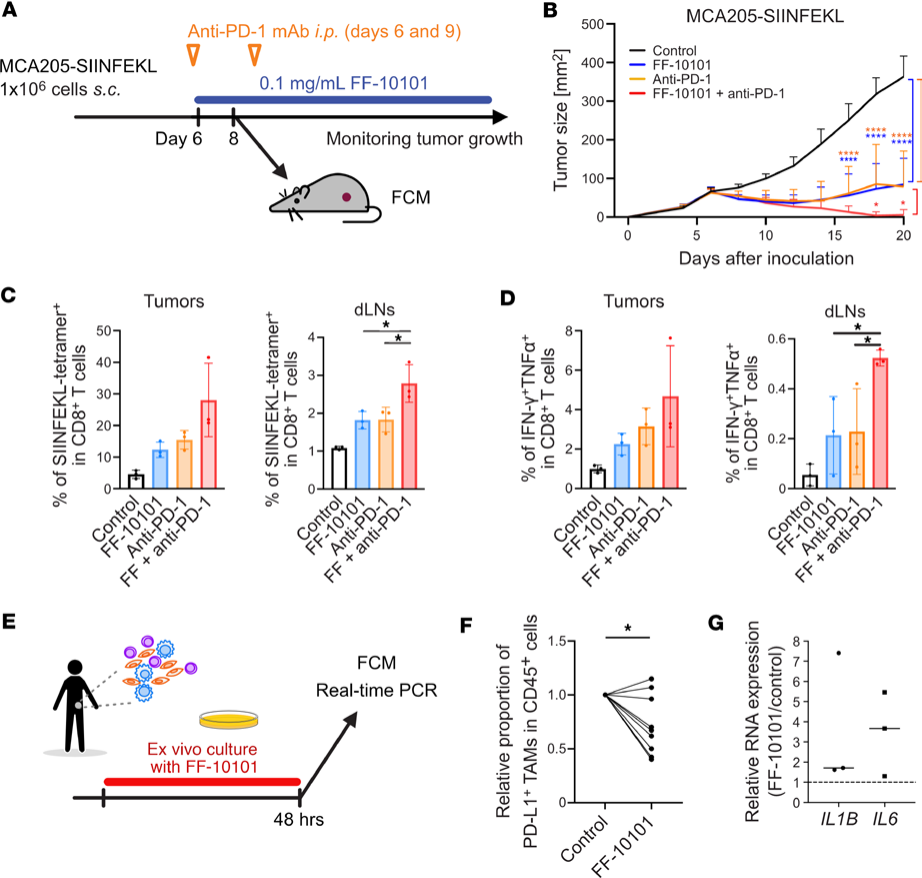
FF-10101 treatment exhibits antitumor activity by targeting TAMs in mice and humans. (**A**) Experimental scheme. One million MCA205-SIINFEKL cells were inoculated into the mice on day 0. Some mice received FF-10101 treatment from day 6 and/or anti–PD-1 mAb treatment on days 6 and 9. (**B**) Tumor growth curves for control mice and mice that received FF-10101 treatment and/or anti–PD-1 mAb treatment (*n* = 12 per group). Comparisons between 2 groups were conducted by 2-way ANOVA with multiple *t* tests corrected with Bonferroni’s method. Adjusted *P* values: * < 0.05, **** < 0.0001. (**C**) Summaries of the frequency of tumor antigen-specific (SIINFEKL-tetramer^+^) CD8^+^ T cells in tumor tissues (left; *n* = 3 per group) and dLNs (right; *n* = 3 per group). (**D**) Summaries of the frequency of IFN-γ^+^TNF-α^+^CD8^+^ T cells in tumor tissues (left; *n* = 3 per group) and dLNs (right; *n* = 3 per group). The data are shown as the means ± SDs and were compared by unpaired *t* test. *P* values: * < 0.05. (**E**) Experimental scheme. The cells were extracted from primary tumor specimens and cultured with or without 10 nM FF-10101. (**F**) Reduction rates of the PD-L1^+^ TAMs (CD3^–^CD11b^+^CD14^+^) in CD45^+^ cells (*n* = 9). Statistical analysis by paired *t* test; * *P* < 0.05. (**G**) Relative RNA expression of representative M1-related genes in TAMs was assessed by quantitative real-time PCR (*n* = 3).

# Supplementary material for: Sustained inhibition of CSF1R signaling augments antitumor immunity through inhibiting tumor-associated macrophages
**Source:** JCI Insight. 2025 Jan 9;10(1):e178146. doi: 10.1172/jci.insight.178146
**Supplement:** Supplemental data

A

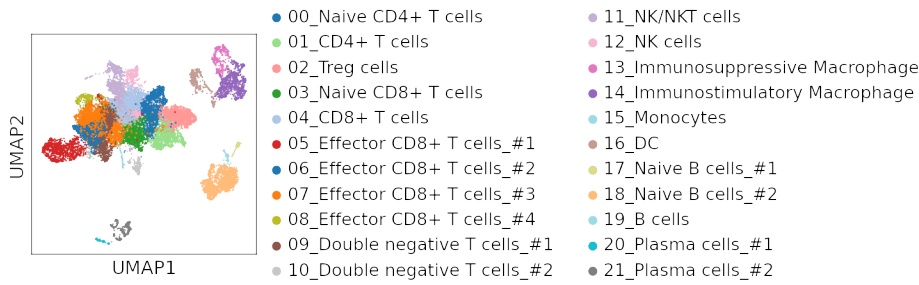

B

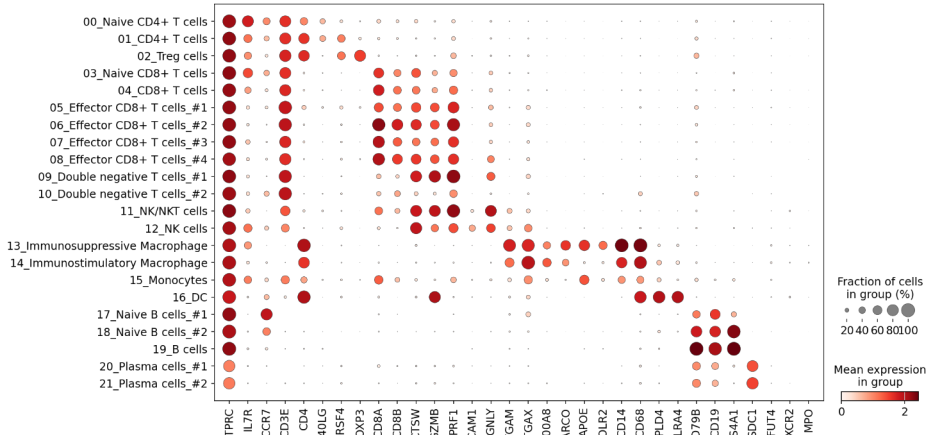

C

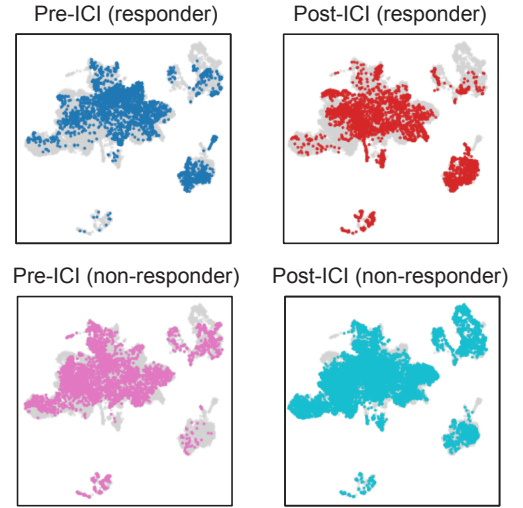

D

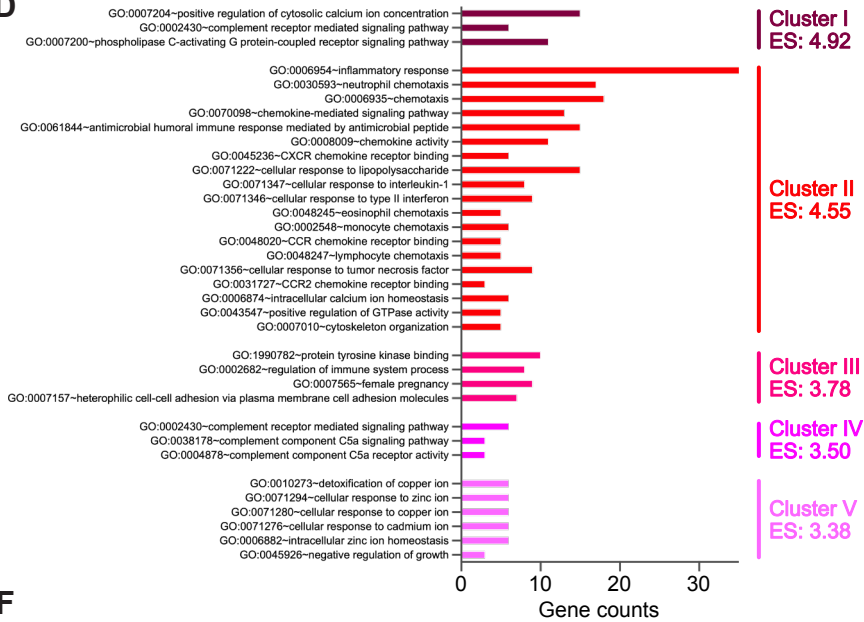

E

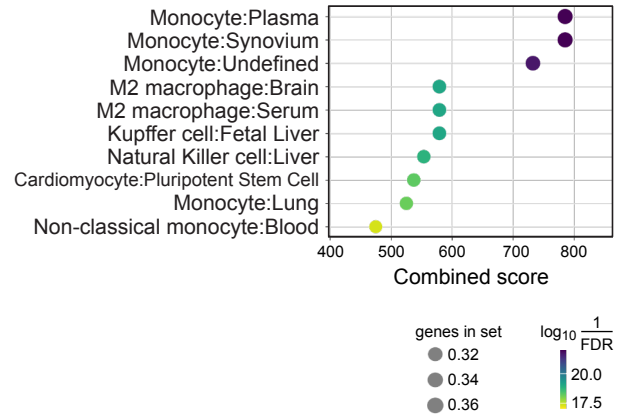

F

Post-ICI (responder)

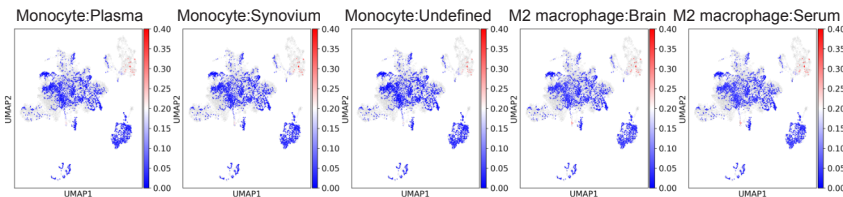

Post-ICI (non-responder)

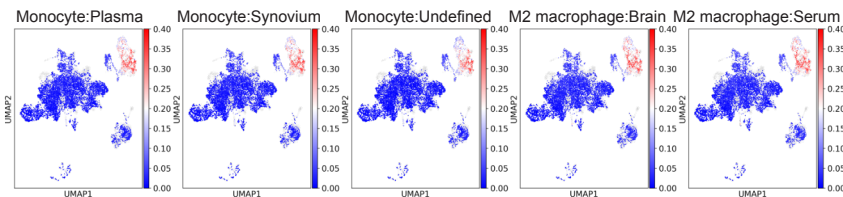

G

Pre-ICI sample (day 0)

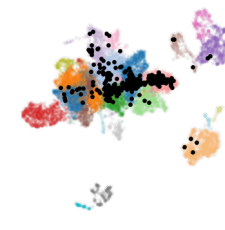

Post-ICI sample (day 41)

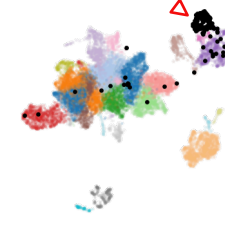

Post-ICI sample (day 89)

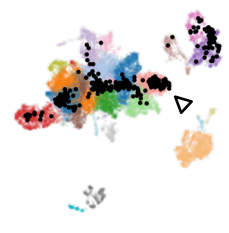

H

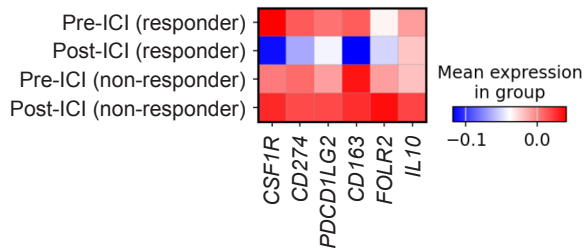

I

Pre-ICI (responder)

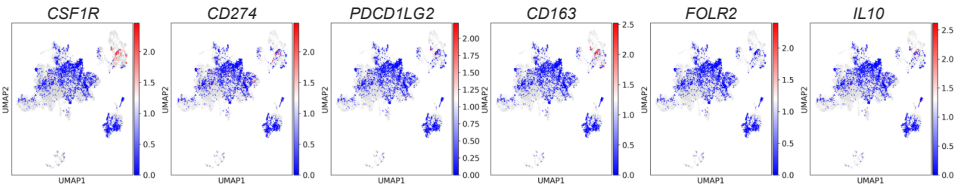

Post-ICI (responder)

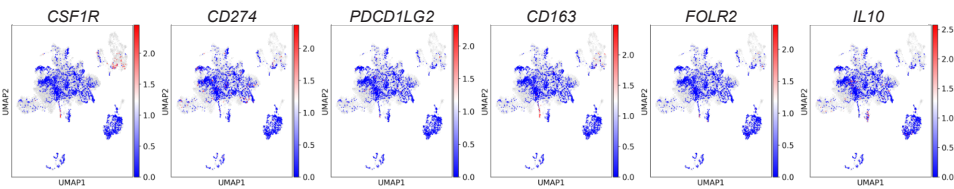

Pre-ICI (non-responder)

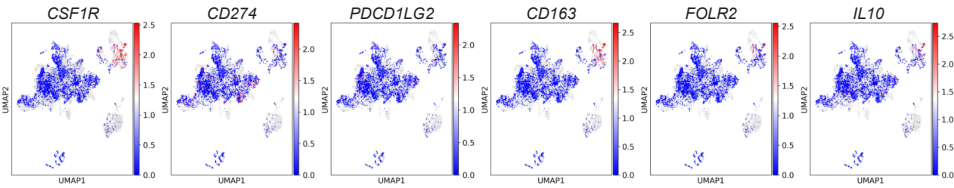

Post-ICI (non-responder)

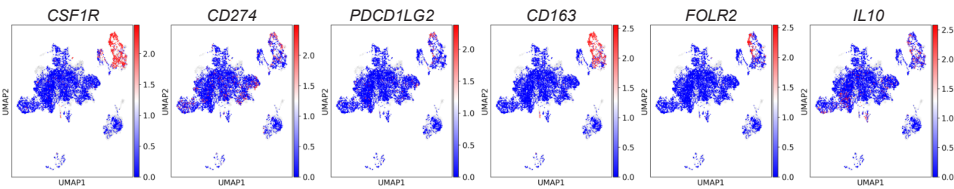

## Supplemental Figure 1. Non-responders to ICIs harbor high expression of immunosuppressive macrophage marker genes in CSF1R<sup>+</sup> clusters.

(A) UMAP visualization of clusters identified by integrating the transcriptomes of tumor samples obtained before and after ICI treatment. Twenty-two clusters, which were defined by the Leiden algorithm, are shown in different colors. (B) Dot plot depicting the percentage of cells expressing the indicated molecules and the mean expression of representative genes in each cluster. (C) UMAP visualization based on clinical annotations according to sampling points and clinical response to ICIs. (D) Genes whose expression was significantly increased in non-responders were explored via DAVID analysis. The top 5 clusters are shown with their enrichment scores (ES). The bar plot represents the gene counts of each gene set with an adjusted *P* value less than 0.05. (E) GSEA with the “CellMarker\_Augmented\_2021” gene set library from *Enrichr* was performed to compare post-ICI treatment samples of non-responders with those of responders. The top 10 gene sets significantly enriched in non-responders are shown as dot plots with combined scores. (F) Intensities of the top 5 enriched gene sets visualized over the UMAP plot. High-intensity scores are shown in red. (G) Representative sequential analyses of non-responder. Black highlighted dots represent the cells derived from Case #28, who was ICI resistant. Immunosuppressive TAMs (red arrowhead) are induced in the early phase of ICI tolerance, followed by Treg accumulation (black arrowhead). (H) Heatmap analysis of immunosuppressive macrophage-related genes. (I) UMAP visualization of immunosuppressive macrophage-related genes and CSF1R on the basis of clinical annotations according to sampling points and clinical response to ICIs.

**A**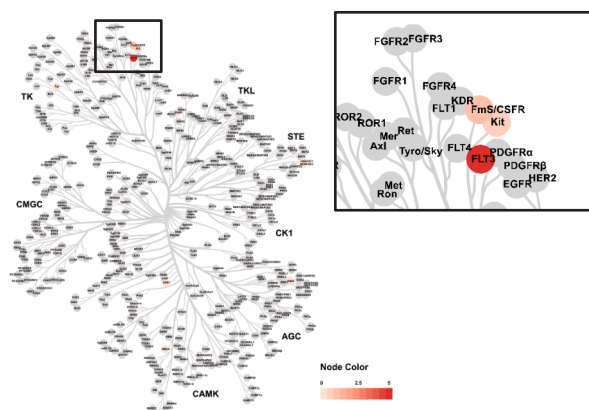**B**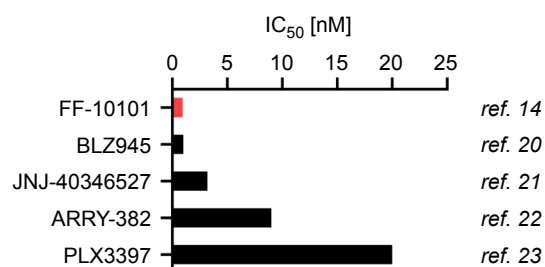

**Supplemental Figure 2. FF-10101 is a kinase inhibitor with high selectivity and potent inhibitory activity.**

**(A)** Kinome map of FF-10101. An enlarged view of the square area, including FLT3, CSF1R, and KIT, is shown on the right side. **(B)** Comparison of the IC<sub>50</sub> values against CSF1R among various CSF1R inhibitors. The reference articles are shown on the right side.

**A**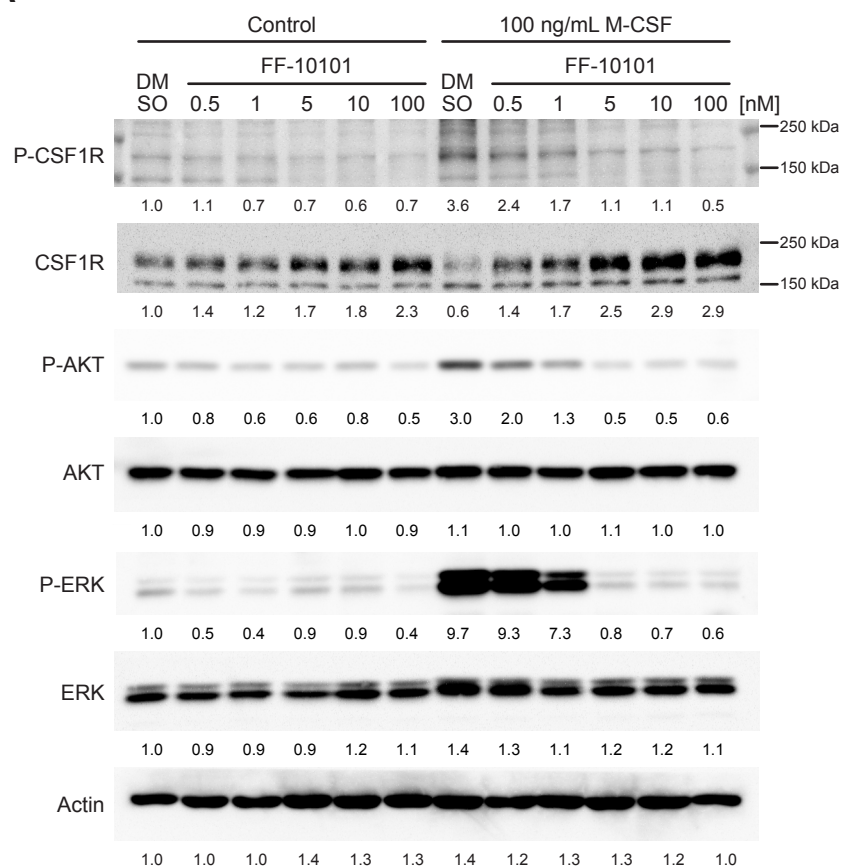**B**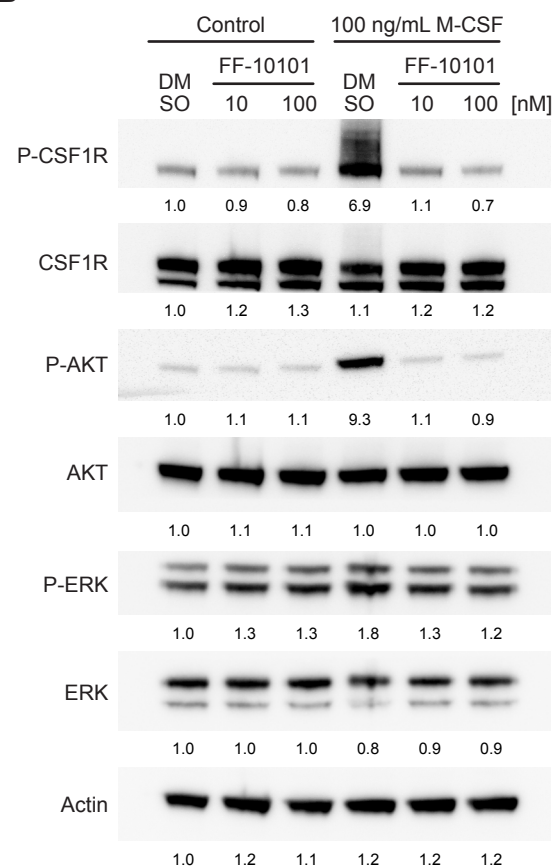

### Supplemental Figure 3. FF-10101 harbors a strong inhibitory activity against CSF1R.

Western blot analyses showing the inhibition of CSF1R by FF-10101 in human monocyte-derived macrophages (**A**) and the RAW264 cell line (**B**). Human monocytes were isolated from peripheral blood mononuclear cells using anti-CD14 MicroBeads (Miltenyi Biotec; Cat. #130-050-201) and cultured in RPMI 1640 medium supplemented with 10% FBS and 20 ng/mL recombinant human M-CSF. The human monocyte-derived macrophages were rested in RPMI 1640 without FBS supplementation for 12 hours. The cells were treated with the indicated concentration of FF-10101 for the last 2 hours and stimulated with 100 ng/mL recombinant M-CSF for the last 5 minutes. After being washed with ice-cold PBS(-), the cells were lysed in 2× Laemmli Sample Buffer (Bio-Rad Laboratories; Cat. #1610737) for Western blot analyses.

**A**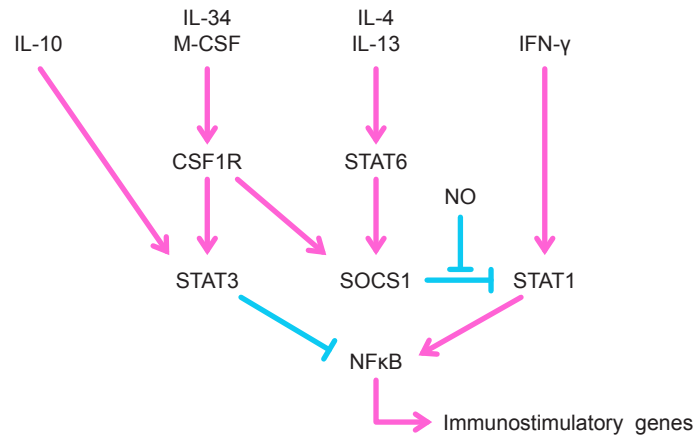**B**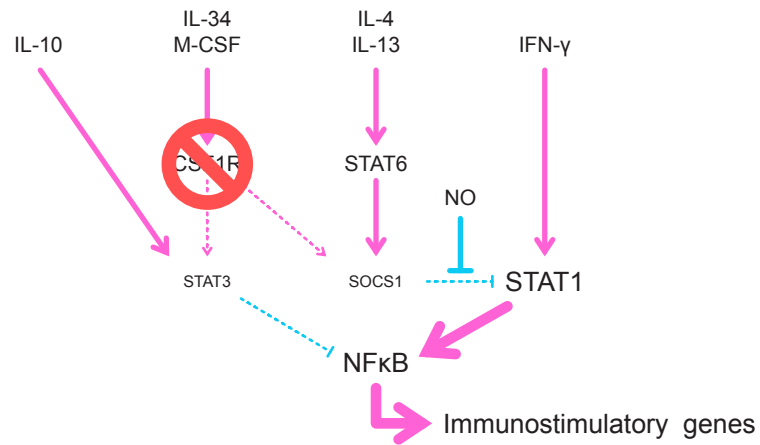

**Supplemental Figure 4. FF-10101 treatment induces changes in signaling pathways.**

**(A)** Downstream signaling of CSF1R and related cytokines reported to be involved in TAM polarization.

**(B)** Signaling changes induced by FF-10101.

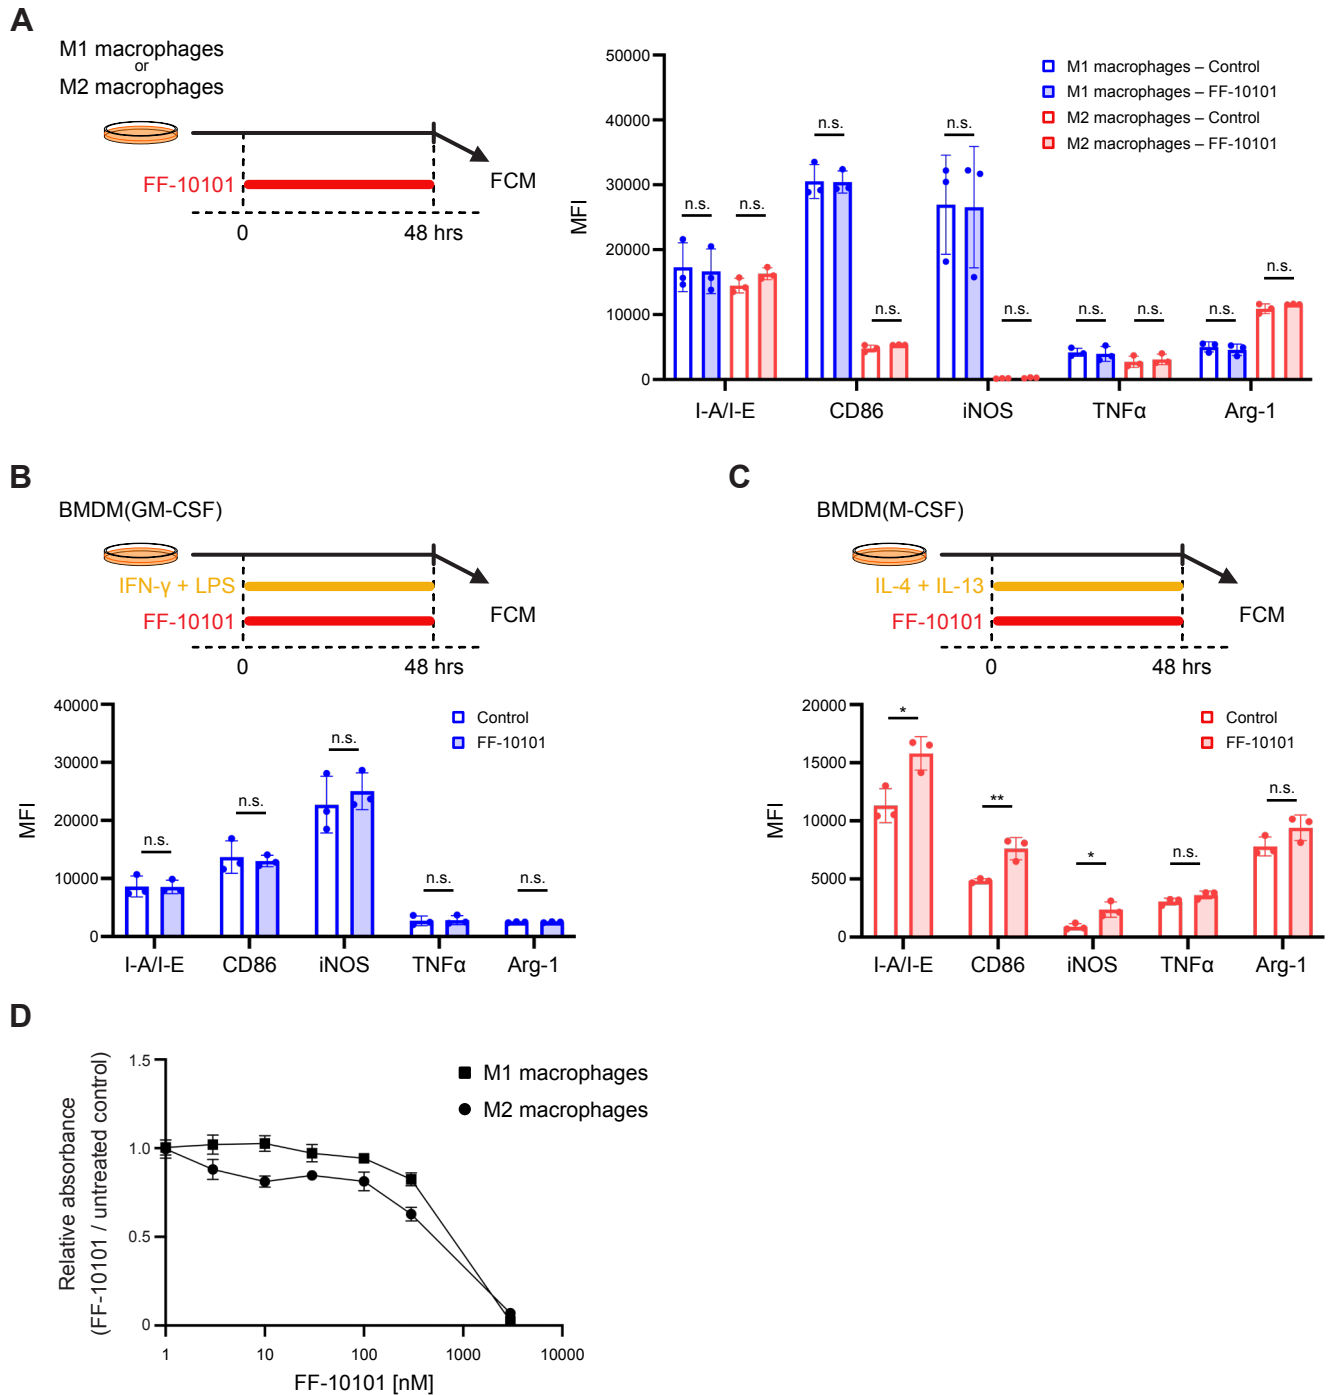

**Supplemental Figure 5. FF-10101 affects BMDM polarization but has a limited effect on established M1 or M2 macrophages.**

**(A)** Experimental scheme (left) and expression of cell surface molecules on pre-established M1 and M2 macrophages (right). The macrophages were treated with FF-10101 for 48 hours. **(B and C)** Experimental scheme (top) and expression of cell surface molecules (bottom). FF-10101 was applied at the onset of M1 **(B)** and M2 **(C)** macrophage induction. The bar plots are shown as the means  $\pm$  SDs and were compared by unpaired *t* tests. *P* values: n.s.  $\geq 0.05$ , \*  $< 0.05$ , \*\*  $< 0.01$ . MFI, mean fluorescence intensity. **(D)** The viability of pre-established M1 and M2 macrophages cultured with the indicated concentrations of FF-10101 was evaluated with an XTT assay. The relative absorbance (FF-10101/untreated control) of the XTT-labeled mixture is shown.

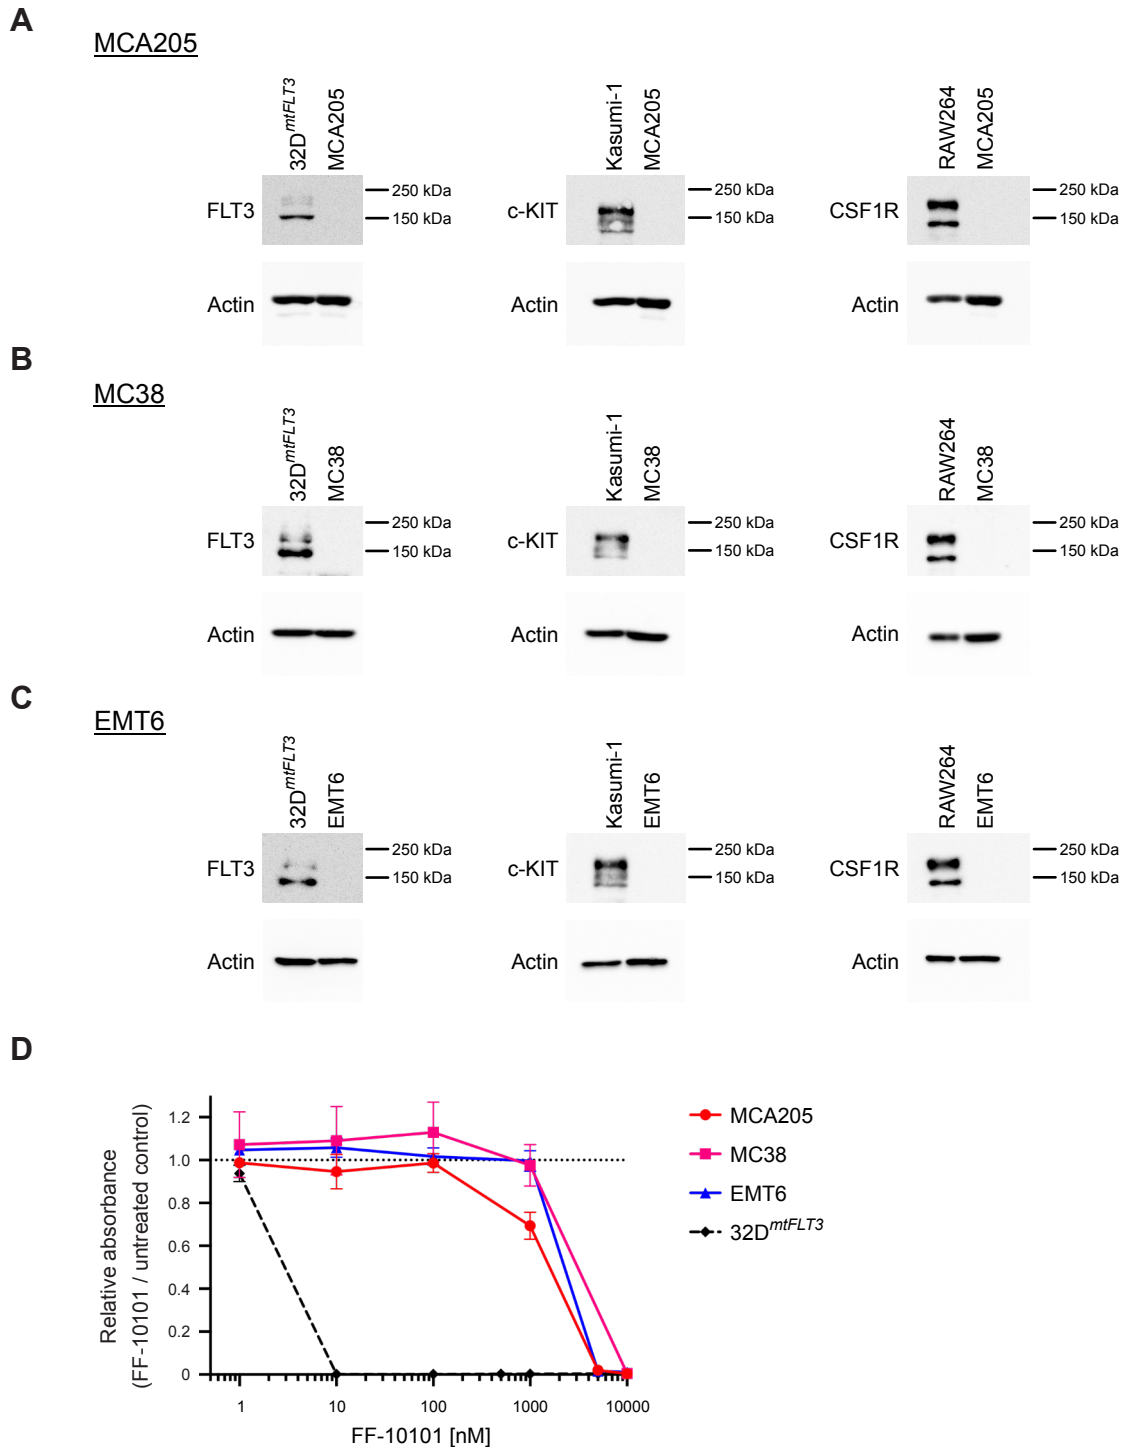

**Supplemental Figure 6. FF-10101 has no direct effect on tumor cell lines.**

(A–C) Western blot analyses showing the expression of FLT3, c-KIT, and CSF1R by the MCA205 (A), MC38 (B), and EMT6 (C) cell lines. 32D<sup>mtFLT3</sup>, Kasumi-1, and RAW264 cells were used as positive controls. (D) The viability of tumor cells cultured with the indicated concentrations of FF-10101 was evaluated with an XTT assay. The relative absorbance (FF-10101/untreated control) of the XTT-labeled mixture is shown. 32D<sup>mtFLT3</sup> was used as a representative cell line that was sensitive to FF-10101.

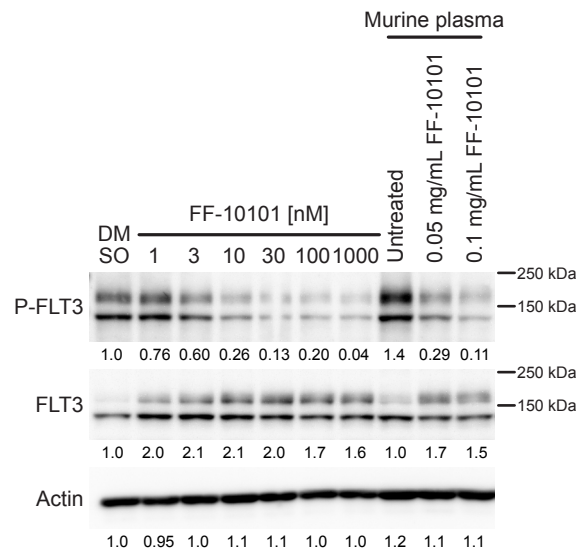

### Supplemental Figure 7. FF-10101 is properly absorbed by mice via the free-drinking water.

Plasma harvested from FF-10101-treated mice was isolated and applied to the constitutively FLT3-activated cell line 32D<sup>mtFLT3</sup>. The cells were also treated with the indicated concentrations of FF-10101 to estimate the blood concentration.

**A**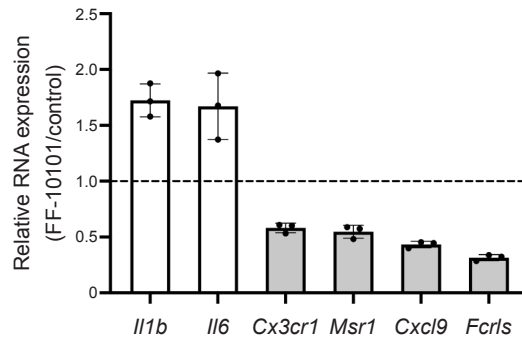**B**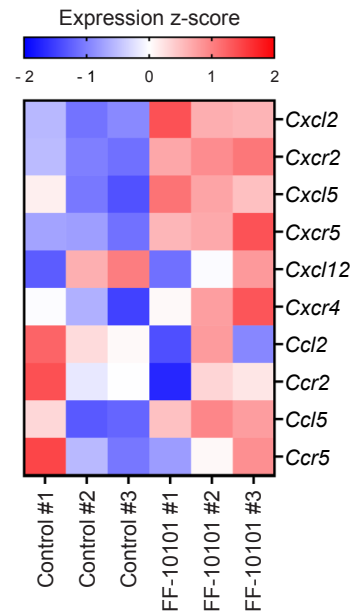

**Supplemental Figure 8. The expression of M1-like macrophage-related genes increased after FF-10101 treatment.**

**(A)** RNA expression of the indicated molecules was examined using quantitative real-time PCR. The means of relative RNA expression are shown as FF-10101/control  $\pm$  SDs. **(B)** Heatmap of representative myeloid chemokine genes.

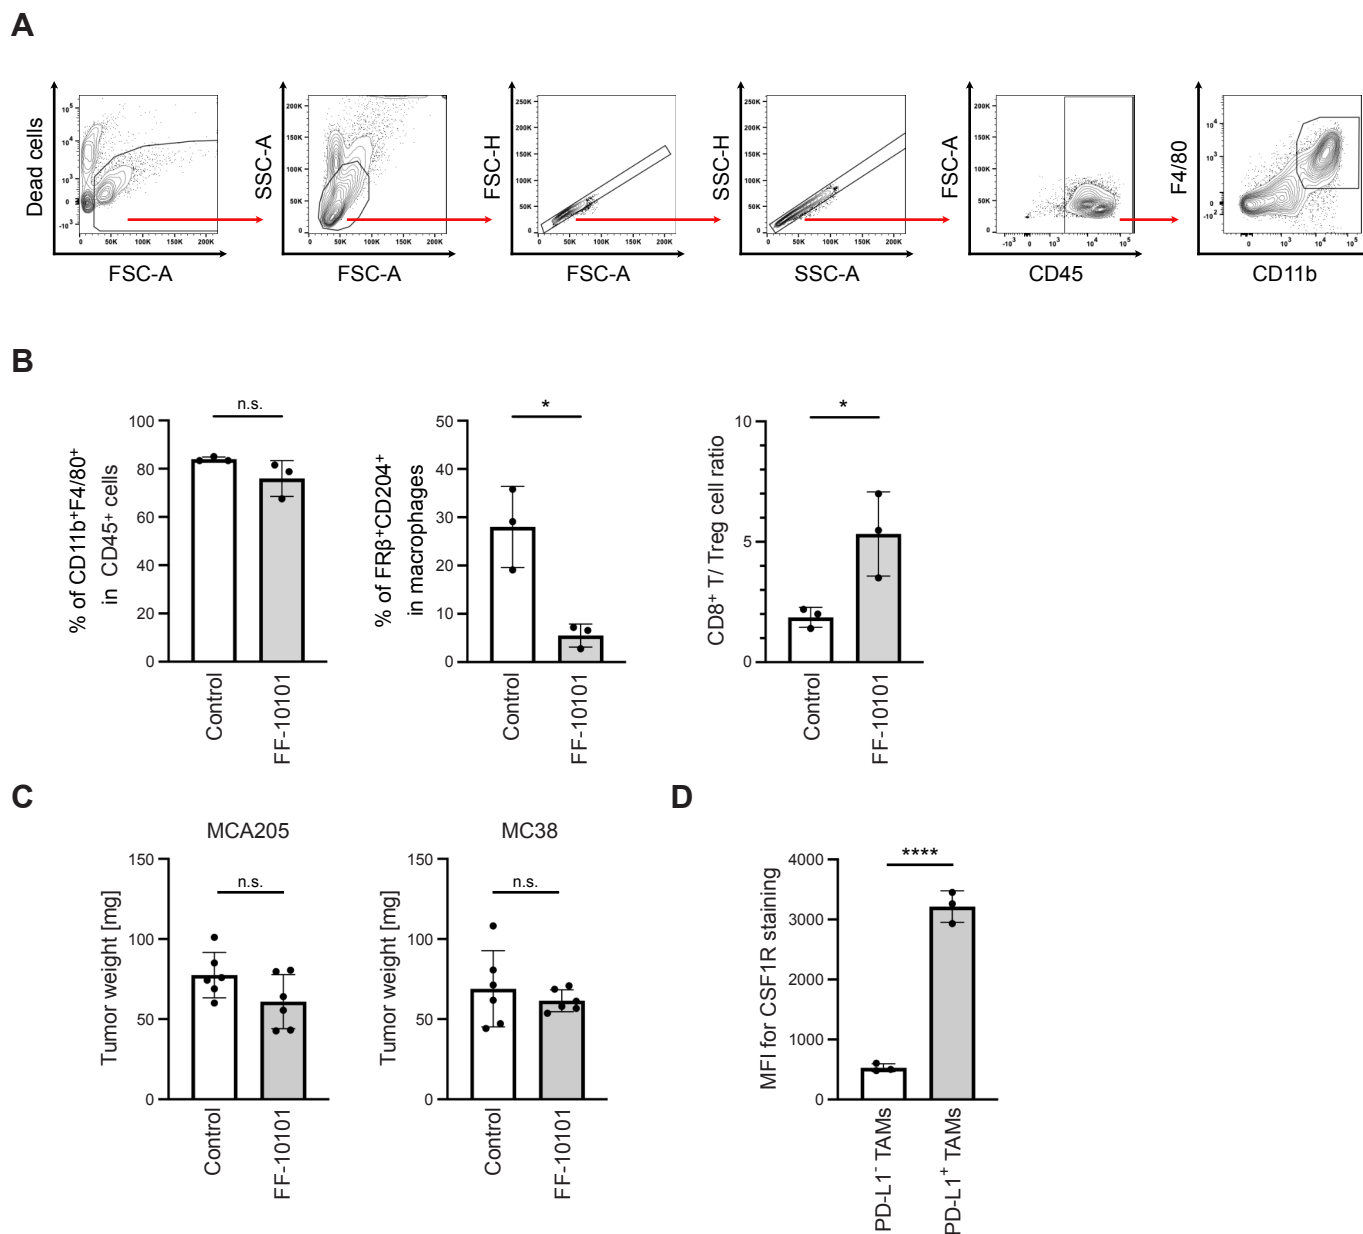

**Supplemental Figure 9. Immunosuppressive TAMs are reduced by FF-10101 treatment.**

**(A)** Gating strategy for the CD45<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>+</sup> fraction (TAMs) used in this study. **(B)** FCM analyses of immune cells collected from tumors on day 3. **(C)** Tumor weights measured on day 8 after tumor inoculation. **(D)** The expression of CSF1R on PD-L1<sup>+</sup> and PD-L1<sup>-</sup> TAMs. The bar plots are shown as the means  $\pm$  SDs and were compared by unpaired *t* tests. *P* values: n.s.  $\geq$  0.05, \*  $<$  0.05, \*\*\*\*  $<$  0.0001. MFI, mean fluorescence intensity.

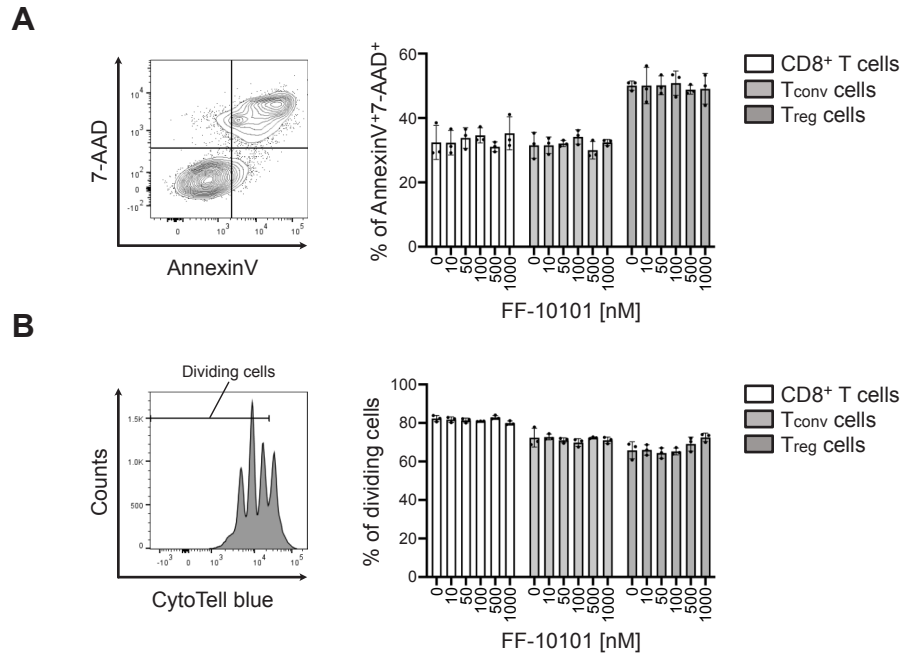

**Supplemental Figure 10. FF-10101 shows no direct effect on T cell populations.**

**(A and B)** Viability **(A)** and cell proliferation **(B)** of each T cell fraction. CD8<sup>+</sup> T cells, conventional CD4<sup>+</sup> T (T<sub>conv</sub>: CD4<sup>+</sup>CD25<sup>-</sup>) cells, and Treg (CD4<sup>+</sup>CD25<sup>+</sup>) cells were sorted and cultured for 48 hours with the indicated concentrations of FF-10101. A representative contour plot or histogram (left) and summaries (right) are shown.

**A**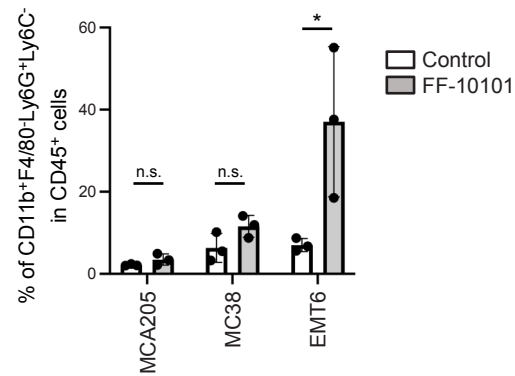**B**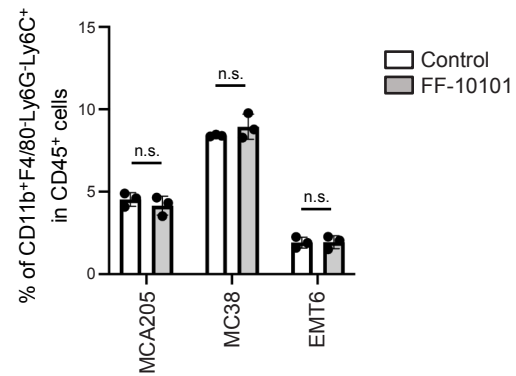

**Supplemental Figure 11. The compensatory recruitment of PMN-MDSCs varies among cell lines.**

**(A and B)** Changes in PMN-MDSC (CD45<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>+</sup>Ly6G<sup>+</sup>Ly6C<sup>-</sup> cell) population **(A)** and M-MDSC (CD45<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>+</sup> cell) population **(B)** in the TME induced by FF-10101 treatment in the indicated tumor models. The bar plots are shown as the means  $\pm$  SDs and were compared by unpaired *t* tests. *P* values: n.s.  $\geq$  0.05, \*  $<$  0.05.

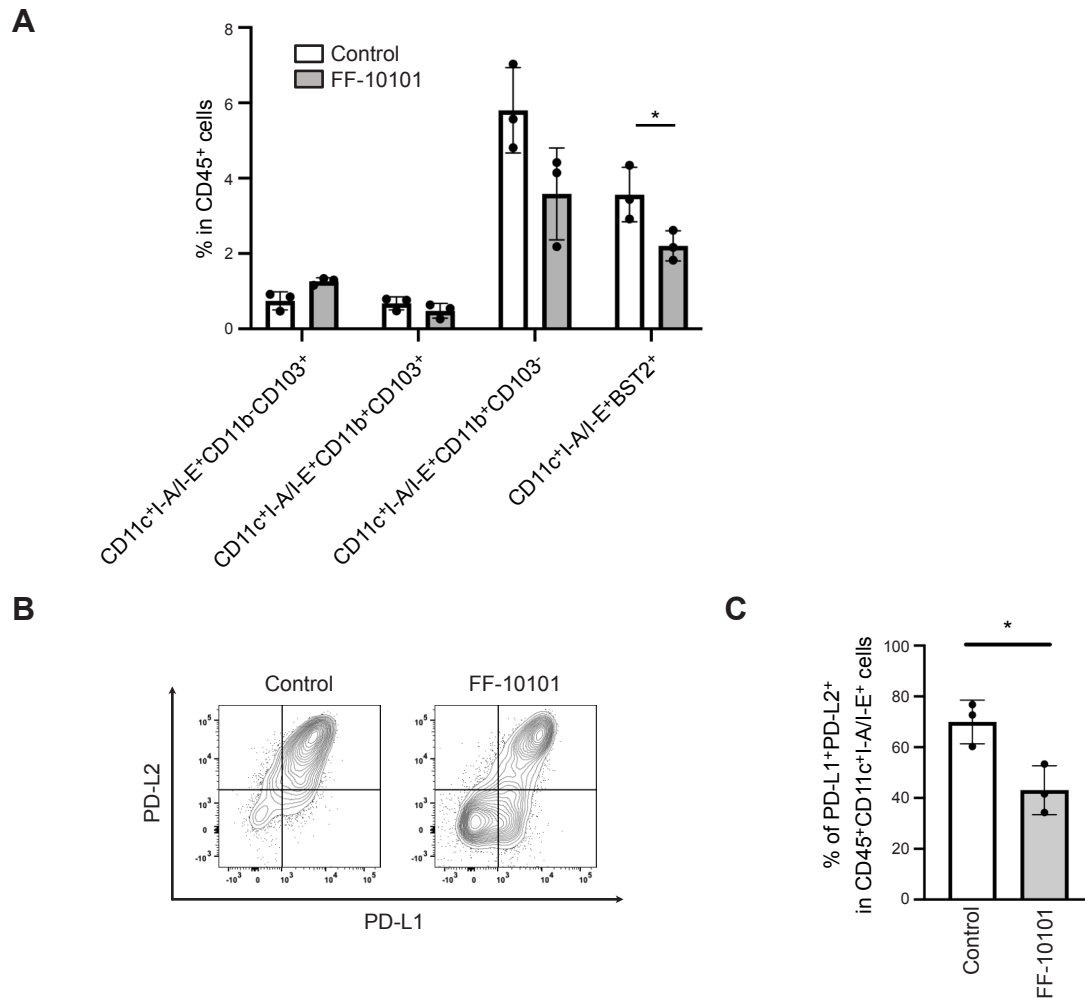

**Supplemental Figure 12. FF-10101 treatment reduces a specific type of dendritic cells (DCs).**

**(A)** Summaries of the frequencies of CD11c<sup>+</sup>I-A/I-E<sup>+</sup>CD11b<sup>-</sup>CD103<sup>+</sup> cells, CD11c<sup>+</sup>I-A/I-E<sup>+</sup>CD11b<sup>+</sup>CD103<sup>+</sup> cells, CD11c<sup>+</sup>I-A/I-E<sup>+</sup>CD11b<sup>+</sup>CD103<sup>-</sup> cells, and CD11c<sup>+</sup>I-A/I-E<sup>+</sup>BST2<sup>+</sup> cells in CD45<sup>+</sup> cells with or without FF-10101 treatment. The experimental scheme is shown in **Figure 5A**. **(B)** Representative contour plots of PD-L1 and PD-L2 expression on CD45<sup>+</sup>CD11c<sup>+</sup>I-A/I-E<sup>+</sup> cells (DCs). **(C)** Summaries of the frequency of PD-L1<sup>+</sup>PD-L2<sup>+</sup> cells in DCs with or without FF-10101 treatment. Statistical analyses were performed by unpaired *t* test; \* *P* < 0.05.

# MCA205-SIINFEKL

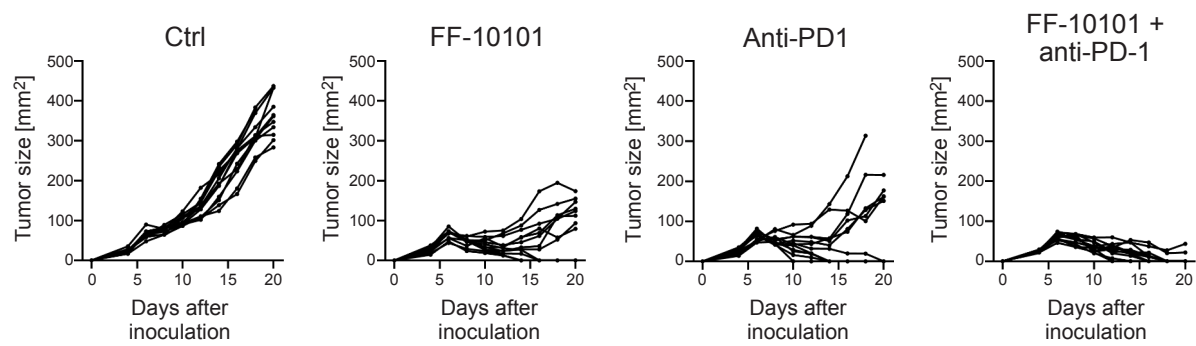

## **Supplemental Figure 13. Combination treatment with FF-10101 and anti-PD-1 mAb exhibits a strong antitumor effect.**

The tumor growth curves for each mouse shown in **Figure 8B**. One million MCA205-SIINFEKL cells were inoculated into the mice on day 0. Some mice received FF-10101 treatment and/or anti-PD-1 mAb treatment.

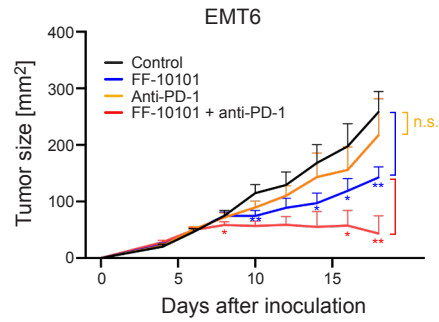

**Supplemental Figure 14. Combination treatment with FF-10101 and anti-PD-1 mAb exhibits a strong antitumor effect in EMT6 model.**

Tumor growth curves for mice inoculated with EMT6 cells. The mice were inoculated with one million EMT6 cells, and some of the mice received FF-10101 treatment and/or anti-PD-1 mAb treatment. Comparisons between two groups were conducted by two-way ANOVA with multiple *t* tests corrected with Bonferroni's method. Adjusted *P* values: n.s.  $\geq 0.05$ , \*  $< 0.05$ , \*\*  $< 0.01$ .

## Supplemental Tables 1–6

### Supplemental Table 1. Immune cell annotation based on known markers.

Positive markers are required for each clustering. Negative markers should be absent or low.

| Cluster name                    | Positive markers                             | Negative markers                                         |
|---------------------------------|----------------------------------------------|----------------------------------------------------------|
| 00_Naive CD4+ T cells           | <i>PTPRC, CD3E, CD4, CCR7</i>                | <i>FOXP3, CD8A, CTSW, NCAM1, ITGAM, CD79B, MPO</i>       |
| 01_CD4+ T cells                 | <i>PTPRC, CD3E, CD4</i>                      | <i>CCR7, FOXP3, CD8A, CTSW, NCAM1, ITGAM, CD79B, MPO</i> |
| 02_Treg cells                   | <i>PTPRC, CD3E, CD4, FOXP3</i>               | <i>CD8A, CTSW, NCAM1, ITGAM, CD79B, MPO</i>              |
| 03_Naive CD8+ T cells           | <i>PTPRC, CD3E, CD8A, CTSW, CCR7</i>         | <i>CD4, CD40LG, NCAM1, ITGAM, CD79B, MPO</i>             |
| 04_CD8+ T cells                 | <i>PTPRC, CD3E, CD8A, CTSW</i>               | <i>CCR7, CD4, CD40LG, NCAM1, ITGAM, CD79B, MPO</i>       |
| 05_Effector CD8+ T cells_#1     | <i>PTPRC, CD3E, CD8A, CTSW, GZMB, PRF1</i>   | <i>CCR7, CD4, CD40LG, NCAM1, ITGAM, CD79B, MPO</i>       |
| 06_Effector CD8+ T cells_#2     | <i>PTPRC, CD3E, CD8A, CTSW, GZMB, PRF1</i>   | <i>CCR7, CD4, CD40LG, NCAM1, ITGAM, CD79B, MPO</i>       |
| 07_Effector CD8+ T cells_#3     | <i>PTPRC, CD3E, CD8A, CTSW, GZMB, PRF1</i>   | <i>CCR7, CD4, CD40LG, NCAM1, ITGAM, CD79B, MPO</i>       |
| 08_Effector CD8+ T cells_#4     | <i>PTPRC, CD3E, CD8A, CTSW, GZMB, PRF1</i>   | <i>CCR7, CD4, CD40LG, NCAM1, ITGAM, CD79B, MPO</i>       |
| 09_Double negative T cells_#1   | <i>PTPRC, CD3E</i>                           | <i>CD4, CD40LG, CD8A, NCAM1, ITGAM, CD79B, MPO</i>       |
| 10_Double negative T cells_#2   | <i>PTPRC, CD3E</i>                           | <i>CD4, CD40LG, CD8A, NCAM1, ITGAM, CD79B, MPO</i>       |
| 11_NK/NKT cells                 | <i>PTPRC, NCAM1, GNLY, CD3E, CD4 or CD8A</i> | <i>FOXP3, ITGAM, CD79B, MPO</i>                          |
| 12_NK cells                     | <i>PTPRC, NCAM1, GNLY</i>                    | <i>CD4, CD8A, FOXP3, ITGAM, CD79B, MPO</i>               |
| 13_Immunosuppressive Macrophage | <i>PTPRC, ITGAM, MARCO, APOE, FOLR2</i>      | <i>CD3E, NCAM1, CD79B, MPO</i>                           |
| 14_Immunostimulatory Macrophage | <i>PTPRC, ITGAM, MARCO</i>                   | <i>APOE, FOLR2, CD3E, NCAM1, CD79B, MPO</i>              |
| 15_Monocytes                    | <i>PTPRC, CD14, CD68</i>                     | <i>MARCO, NCAM1, CD79B, MPO</i>                          |
| 16_DC                           | <i>PTPRC, PLD4, LILRA4</i>                   | <i>NCAM1, ITGAM, CD79B, MPO</i>                          |
| 17_Naive B cells_#1             | <i>PTPRC, CD79B, CD19, MS4A1,</i>            | <i>CD3E, NCAM1, ITGAM, SDC1,</i>                         |

|                     |                                        |                                            |
|---------------------|----------------------------------------|--------------------------------------------|
|                     | <i>CCR7</i>                            | <i>MPO</i>                                 |
| 18_Naive B cells_#2 | <i>PTPRC, CD79B, CD19, MS4A1, CCR7</i> | <i>CD3E, NCAM1, ITGAM, SDC1, MPO</i>       |
| 19_B cells          | <i>PTPRC, CD79B, CD19, MS4A1</i>       | <i>CCR7, CD3E, NCAM1, ITGAM, SDC1, MPO</i> |
| 20_Plasma cells_#1  | <i>PTPRC, CD79B, CD19, SDC1</i>        | <i>CD3E, NCAM1, ITGAM, MPO</i>             |
| 21_Plasma cells_#2  | <i>PTPRC, CD79B, CD19, SDC1</i>        | <i>CD3E, NCAM1, ITGAM, MPO</i>             |

**Supplemental Table 2. List of antibodies used for Western blot analyses.**

| <b>Antigen</b>                                  | <b>Source / Isotype</b> | <b>Cat. #</b> | <b>Vender</b>             |
|-------------------------------------------------|-------------------------|---------------|---------------------------|
| Phospho-CSF1R (Tyr723)                          | Rabbit monoclonal IgG   | 3155          | Cell Signaling Technology |
| CSF1R                                           | Rabbit polyclonal Abs   | 3152          | Cell Signaling Technology |
| Phospho-FLT3 (Tyr591)                           | Rabbit polyclonal Abs   | 3461          | Cell Signaling Technology |
| FLT3                                            | Rabbit monoclonal IgG   | 3462          | Cell Signaling Technology |
| Phospho-c-KIT (Tyr719)                          | Rabbit polyclonal Abs   | 3391          | Cell Signaling Technology |
| c-KIT                                           | Rabbit monoclonal IgG   | 3074          | Cell Signaling Technology |
| Phospho-AKT (Ser473)                            | Rabbit polyclonal Abs   | 9271          | Cell Signaling Technology |
| AKT (pan)                                       | Rabbit monoclonal IgG   | 4691          | Cell Signaling Technology |
| Phospho-p44/42 MAPK<br>(ERK1/2) (Thr202/Tyr204) | Rabbit polyclonal Abs   | 9101          | Cell Signaling Technology |
| p44/42 MAPK (ERK1/2)                            | Rabbit polyclonal Abs   | 9102          | Cell Signaling Technology |
| SOCS1                                           | Rabbit polyclonal Abs   | 3950          | Cell Signaling Technology |
| Phospho-STAT1 (Tyr701)                          | Rabbit monoclonal IgG   | 7649          | Cell Signaling Technology |
| STAT1                                           | Rabbit monoclonal IgG   | 14994         | Cell Signaling Technology |
| Phospho-STAT3 (Tyr705)                          | Rabbit monoclonal IgG   | 9145          | Cell Signaling Technology |
| STAT3                                           | Rabbit monoclonal IgG   | 4904          | Cell Signaling Technology |
| Phospho-NF- $\kappa$ B (Ser536)                 | Rabbit monoclonal IgG   | 3033          | Cell Signaling Technology |
| NF- $\kappa$ B                                  | Rabbit monoclonal IgG   | 8242          | Cell Signaling Technology |
| $\beta$ -Actin                                  | Rabbit monoclonal IgG   | 4970          | Cell Signaling Technology |
| Anti-rabbit IgG, HRP-linked                     | Goat                    | 7074          | Cell Signaling Technology |

**Supplemental Table 3. List of primers used in quantitative real-time PCR analyses.**

| <b>Gene</b>   | <b>Organism</b>     | <b>Direction</b> | <b>Sequence (5'–3')</b>     |
|---------------|---------------------|------------------|-----------------------------|
| <i>Il1b</i>   | <i>Mus musculus</i> | Forward          | ACGGACCCCAAAAGATGAAG        |
| <i>Il1b</i>   | <i>Mus musculus</i> | Reverse          | TTCTCCACAGCCACAATGAG        |
| <i>Il6</i>    | <i>Mus musculus</i> | Forward          | GATGCTACCAAACCTGGATATAATCAG |
| <i>Il6</i>    | <i>Mus musculus</i> | Reverse          | CTCTGAAGGACTCTGGCTTTG       |
| <i>Cx3cr1</i> | <i>Mus musculus</i> | Forward          | GTTATTTGGGCGACATTGTGG       |
| <i>Cx3cr1</i> | <i>Mus musculus</i> | Reverse          | ATGTCAGTGATGCTCTTGGG        |
| <i>Msr1</i>   | <i>Mus musculus</i> | Forward          | AGTCCGTGAATCTACAGCAAAG      |
| <i>Msr1</i>   | <i>Mus musculus</i> | Reverse          | TCTCACTTCCTGTTTTACTTCCTG    |
| <i>Cxcl9</i>  | <i>Mus musculus</i> | Forward          | AGTCCGCTGTTCTTTTCCTC        |
| <i>Cxcl9</i>  | <i>Mus musculus</i> | Reverse          | TGAGGTCTTTGAGGGATTTGTAG     |
| <i>Fcrls</i>  | <i>Mus musculus</i> | Forward          | CTGTCTCAAAGGGAGCTACTTG      |
| <i>Fcrls</i>  | <i>Mus musculus</i> | Reverse          | TCATAAGAACGGTGTGGAAGG       |
| <i>Actb</i>   | <i>Mus musculus</i> | Forward          | AGTGTGACGTTGACATCCGT        |
| <i>Actb</i>   | <i>Mus musculus</i> | Reverse          | GCAGCTCAGTAACAGTCCGC        |
| <i>IL1B</i>   | <i>Homo sapiens</i> | Forward          | ATGCACCTGTACGATCACTG        |
| <i>IL1B</i>   | <i>Homo sapiens</i> | Reverse          | ACAAAGGACATGGAGAACACC       |
| <i>IL6</i>    | <i>Homo sapiens</i> | Forward          | CCACTCACCTCTTCAGAACG        |
| <i>IL6</i>    | <i>Homo sapiens</i> | Reverse          | CATCTTTGGAAGGTTCAAGTTG      |
| <i>GAPDH</i>  | <i>Homo sapiens</i> | Forward          | CTGACTTCAACAGCGACACC        |
| <i>GAPDH</i>  | <i>Homo sapiens</i> | Reverse          | GTGGTCCAGGGGTCTTACTC        |

**Supplemental Table 4. List of antibodies used in flow cytometry analyses.**

| <b>Antibody</b>       | <b>Fluorophore</b> | <b>Cat. #</b> | <b>Vender</b>            |
|-----------------------|--------------------|---------------|--------------------------|
| Anti-human CD11b      | BUV737             | 741826        | BD Biosciences           |
| Anti-human CD11c      | BV786              | 740966        | BD Biosciences           |
| Anti-human CD14       | APC-Cy7            | 561709        | BD Biosciences           |
| Anti-human CD274      | BUV805             | 742059        | BD Biosciences           |
| Anti-human CD3        | Alexa Fluor 700    | 300423        | BioLegend                |
| Anti-human CD45       | PerCP-Cy5.5        | 368503        | BioLegend                |
| Anti-mouse Arginase-1 | BUV805             | 368-3697-80   | Thermo Fisher Scientific |
| Anti-mouse CD103      | BV650              | 748256        | BD Biosciences           |
| Anti-mouse CD11b      | BV711              | 563168        | BD Biosciences           |
| Anti-mouse CD11b      | PE-Cy7             | 101216        | BioLegend                |
| Anti-mouse CD11b      | Alexa Fluor 700    | 101222        | BioLegend                |
| Anti-mouse CD11c      | PE-Cy7             | 117318        | BioLegend                |
| Anti-mouse CD11c      | APC-F750           | 117351        | BioLegend                |
| Anti-mouse CD115      | PE                 | 135505        | BioLegend                |
| Anti-mouse CD204      | PE-Dazzle594       | 154717        | BioLegend                |
| Anti-mouse CD223      | PE                 | 125207        | BioLegend                |
| Anti-mouse CD25       | BV605              | 563061        | BD Biosciences           |
| Anti-mouse CD25       | BV650              | 102037        | BioLegend                |
| Anti-mouse CD273      | BV421              | 564245        | BD Biosciences           |
| Anti-mouse CD274      | APC                | 564715        | BD Biosciences           |
| Anti-mouse CD274      | PE-CF594           | 567032        | BD Biosciences           |
| Anti-mouse CD3        | BUV496             | 741117        | BD Biosciences           |
| Anti-mouse CD3        | Alexa Fluor 700    | 557984        | BD Biosciences           |
| Anti-mouse CD3        | PerCP-Cy5.5        | 100217        | BioLegend                |
| Anti-mouse CD317      | BV421              | 127023        | BioLegend                |
| Anti-mouse CD4        | APC-F750           | 116020        | BioLegend                |
| Anti-mouse CD4        | BV510              | 100553        | BioLegend                |
| Anti-mouse CD45       | BUV496             | 749889        | BD Biosciences           |
| Anti-mouse CD45       | FITC               | 553080        | BD Biosciences           |
| Anti-mouse CD45.2     | APC                | 561875        | BD Biosciences           |
| Anti-mouse CD8a       | BV786              | 563332        | BD Biosciences           |
| Anti-mouse CD86       | BV421              | 564198        | BD Biosciences           |
| Anti-mouse F4/80      | APC                | 17-4801-80    | Thermo Fisher Scientific |
| Anti-mouse F4/80      | BV785              | 123141        | BioLegend                |
| Anti-mouse FOXP3      | PerCP-Cy5.5        | 45-5773-82    | Thermo Fisher Scientific |
| Anti-mouse FOXP3      | PE                 | 12-5773-82    | Thermo Fisher Scientific |

|                          |             |            |                          |
|--------------------------|-------------|------------|--------------------------|
| Anti-mouse FR $\beta$    | PE          | 153303     | BioLegend                |
| Anti-mouse I-A/I-E       | BV650       | 107641     | BioLegend                |
| Anti-mouse I-A/I-E       | AF488       | 562352     | BD Biosciences           |
| Anti-mouse I-A/I-E       | PerCP-Cy5.5 | 107626     | BioLegend                |
| Anti-mouse IFN- $\gamma$ | eFluor450   | 43-7311-82 | Thermo Fisher Scientific |
| Anti-mouse IL-2          | PE-Cy7      | 25-7021-82 | Thermo Fisher Scientific |
| Anti-mouse iNOS          | AF488       | 53-5920-80 | Thermo Fisher Scientific |
| Anti-mouse iNOS          | PE          | 12-5920-80 | Thermo Fisher Scientific |
| Anti-mouse Ly-6C         | BV421       | 128031     | BioLegend                |
| Anti-mouse Ly-6G         | BV785       | 127645     | BioLegend                |
| Anti-mouse TNF $\alpha$  | APC         | 17-7321-82 | Thermo Fisher Scientific |

**Supplemental Table 5. List of protein and dyes used in flow cytometry analyses.**

| <b>Name</b>                                    | <b>Cat. #</b> | <b>Vender</b>            |
|------------------------------------------------|---------------|--------------------------|
| 7-AAD                                          | 420403        | BioLegend                |
| Annexin V-APC                                  | 640919        | BioLegend                |
| eBioscience™ Fixable Viability Dye eFluor™ 506 | 65-0866-14    | Thermo Fisher Scientific |

**Supplemental Table 6. Patient characteristics from whom primary cancer tissues were examined.**

| <b>No.</b> | <b>Age</b> | <b>Histological type</b> | <b>FIGO* stage</b> | <b>TNM classification</b> | <b>Neoadjuvant therapy</b> |
|------------|------------|--------------------------|--------------------|---------------------------|----------------------------|
| 1          | 52         | Endometrioid G1–2        | 1A                 | pT1aNxM0                  | No                         |
| 2          | 51         | Endometrioid G1–2        | 1A                 | pT1aN0M0                  | No                         |
| 3          | 52         | Endometrioid G3          | 3A                 | pT3aN0M0                  | No                         |
| 4          | 53         | Endometrioid G1–2        | 1B                 | pT1bN0M0                  | No                         |
| 5          | 58         | Endometrioid G1–2        | 1A                 | pT1aN0M0                  | No                         |
| 6          | 57         | Endometrioid G1–2        | 1B                 | pT1bN0M0                  | No                         |
| 7          | 42         | Endometrioid G1–2        | 1A                 | pT1aN0M0                  | No                         |
| 8          | 68         | Endometrioid G3          | 3A                 | pT3aN0M0                  | No                         |
| 9          | 64         | Carcinosarcoma           | 1A                 | pT1aN0M0                  | No                         |

\* FIGO: International Federation of Gynecologists and Obstetricians

# Supplementary material for: Sustained inhibition of CSF1R signaling augments antitumor immunity through inhibiting tumor-associated macrophages
**Source:** JCI Insight. 2025 Jan 9;10(1):e178146. doi: 10.1172/jci.insight.178146

Full unedited blots for Figure 2A

P-CSF1R

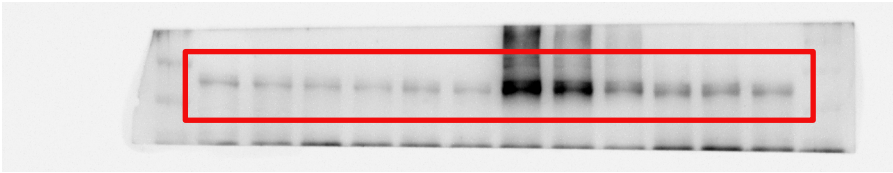

CSF1R

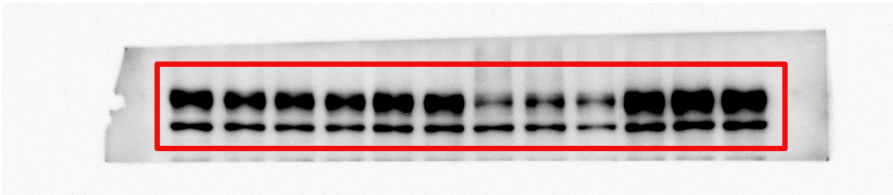

P-AKT

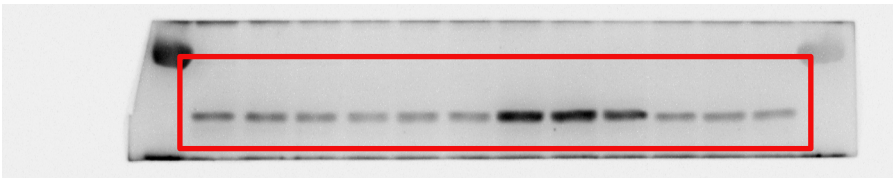

AKT

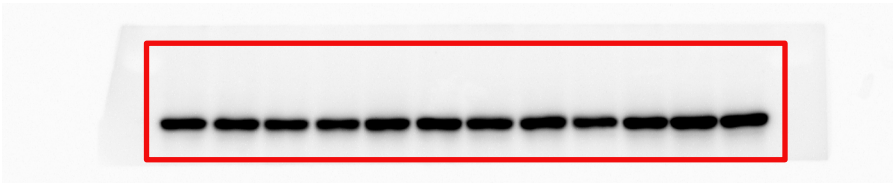

P-ERK

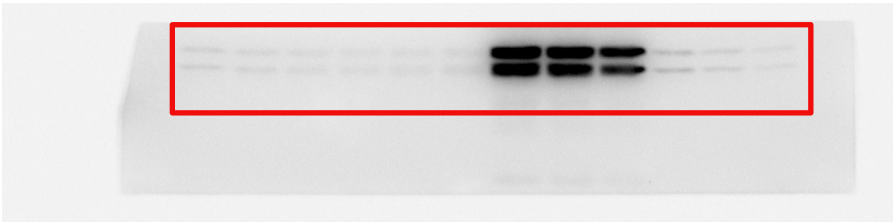

ERK

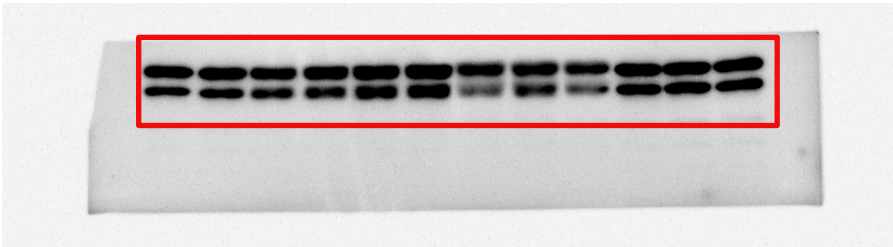

Actin

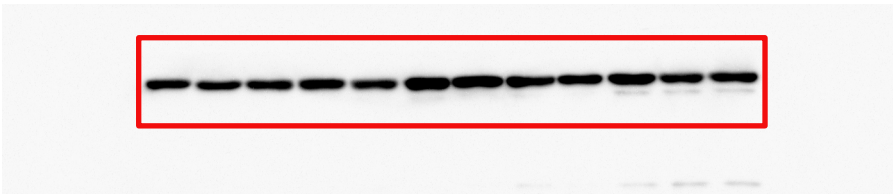

Full unedited blots for Figure 2B

P-CSF1R

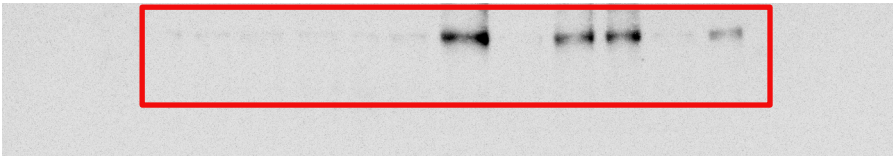

CSF1R

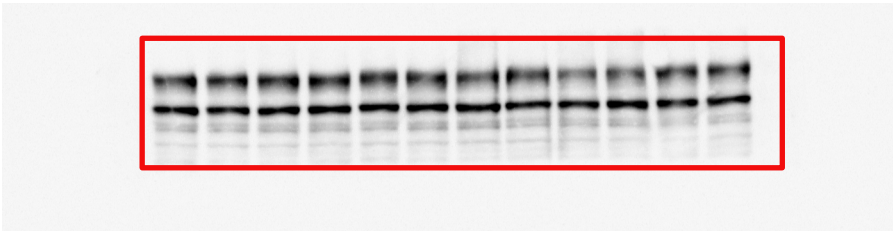

P-AKT

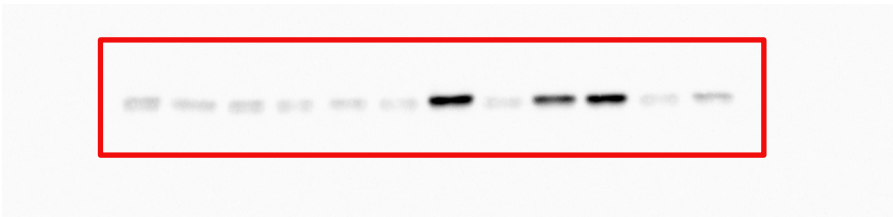

AKT

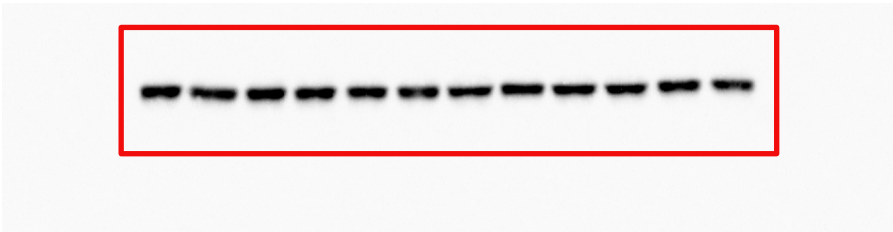

Actin

Full unedited blots for Figure 3B

\* Membrane images are displayed due to the small size of the membranes.

P-CSF1R

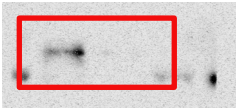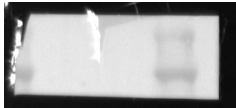

P-STAT1

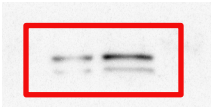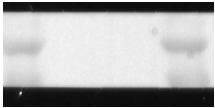

CSF1R

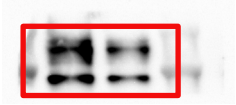

STAT1

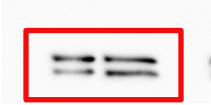

P-AKT

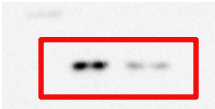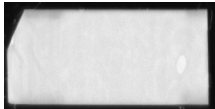

P-STAT3

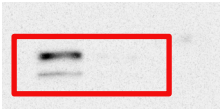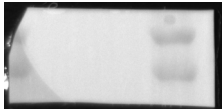

AKT

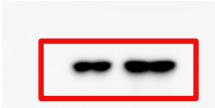

STAT3

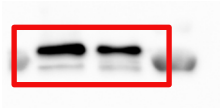

SOCS1

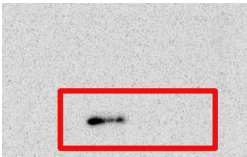

P-NFκB

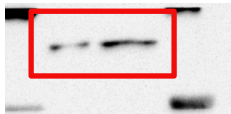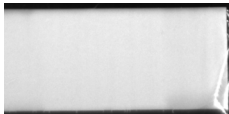

Actin

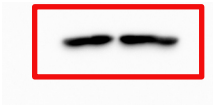

NFκB

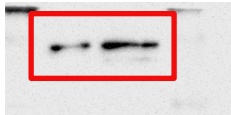

Full unedited blots for Supplemental Figure 3A

P-CSF1R

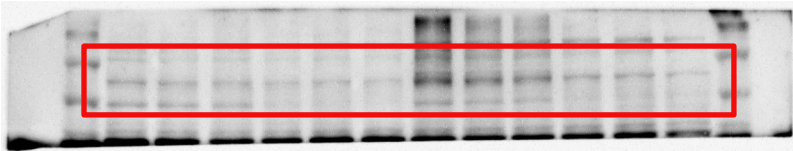

CSF1R

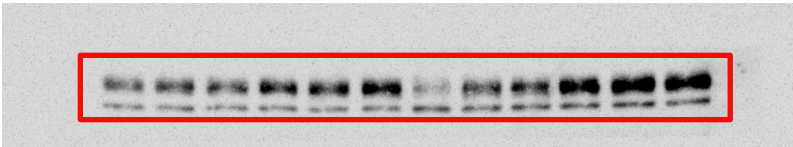

P-AKT

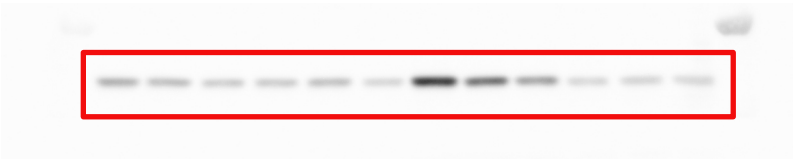

AKT

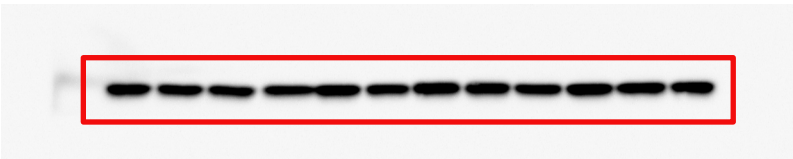

P-ERK

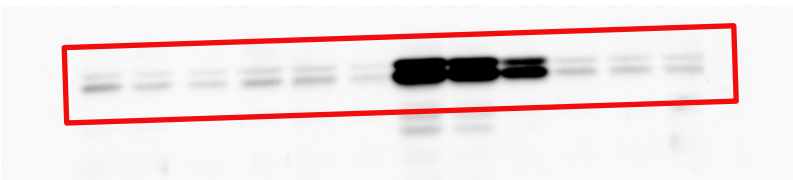

ERK

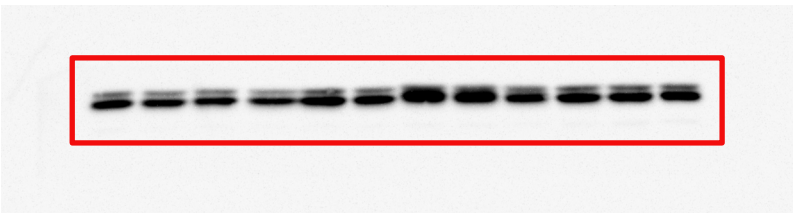

Actin

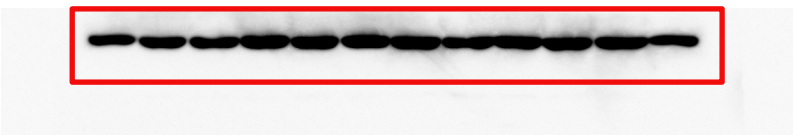

Full unedited blots for Supplemental Figure 3B

P-CSF1R

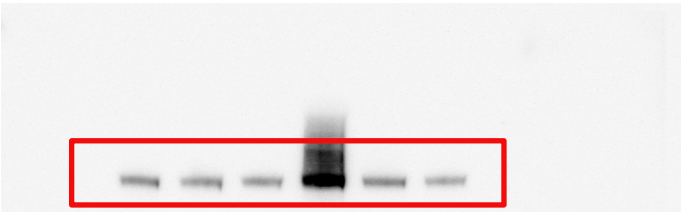

CSF1R

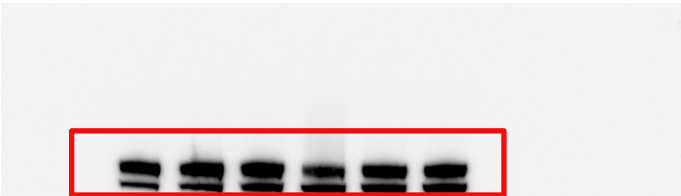

P-AKT

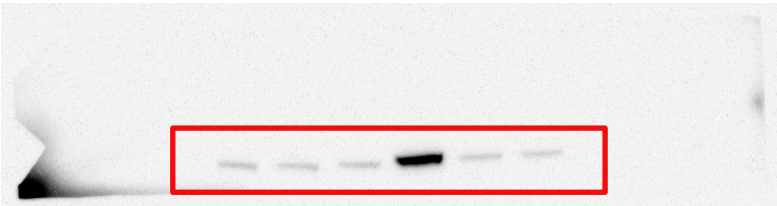

AKT

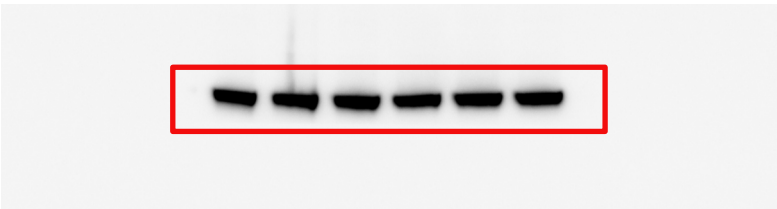

P-ERK

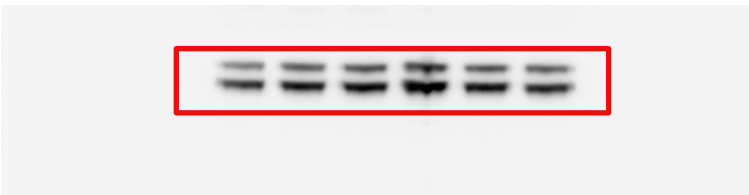

ERK

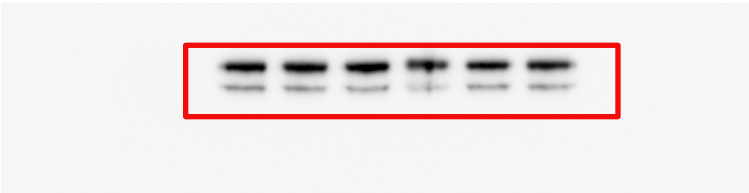

Actin

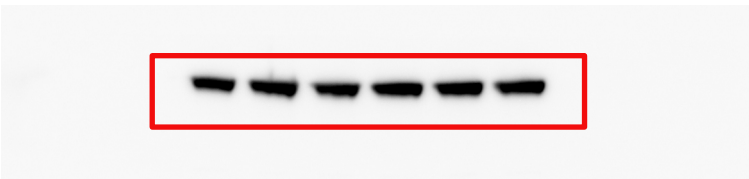

Full unedited blots for Supplemental Figure 6

MCA205

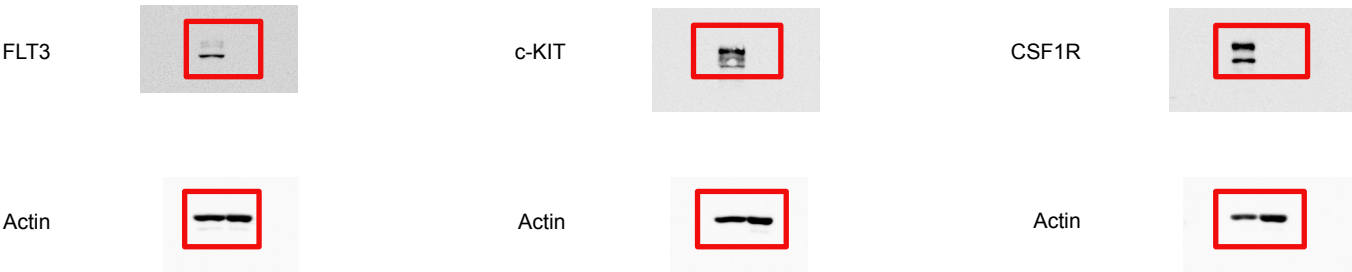

MC38

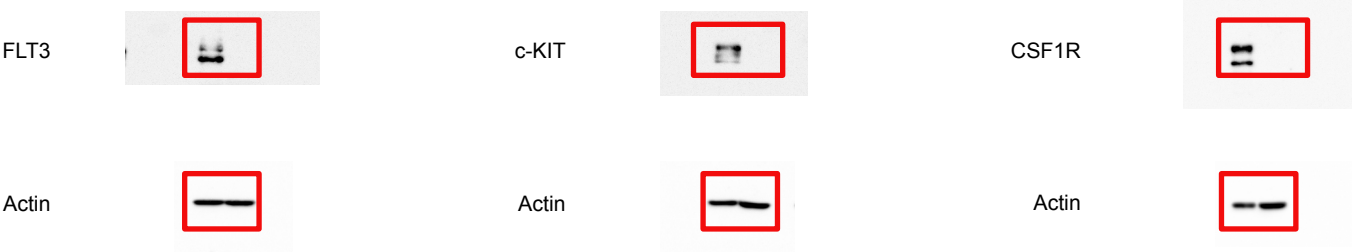

EMT6

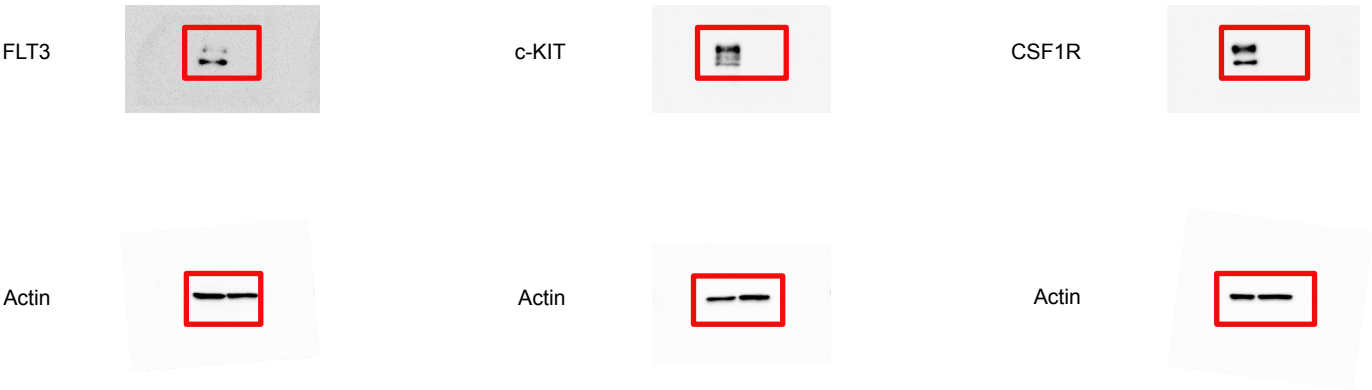

Full unedited blots for Supplemental Figure 7

P-FLT3

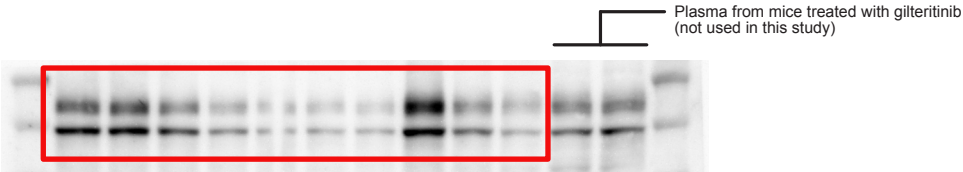

FLT3

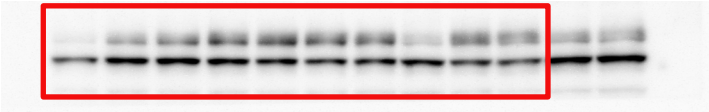

Actin

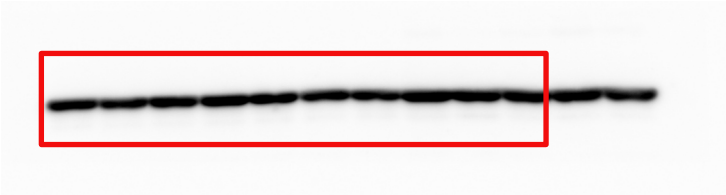

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

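Bulk RNA sequencing of MCA205 tumors was analysed in 2 groups of 3 tumors, control and FF-10101 at 0.1 mg/mL in the drinking water, collected on day 8. The other experiments of the paper were not analysed here. Tumors were grouped by the sample labels, which give the treatment and a replicate number and match the n of 3 per group in the paper.

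The authors trimmed the reads with fastp, quantified them with Salmon on the GENCODE vM27 annotation (GRCm39) and tested genes with DESeq2. The deposited table holds log2 values, 1 per gene and tumor, for 54309 gene identifiers, and replicates are not pooled. The paper's text does not name the transformation. The deposited values have the form of the variance-stabilizing transformation of the authors' DESeq2: 0 reads has the same lowest value in every tumor, and the inverse gives whole multiples of 1 step per tumor. Recovered this way, 100% of the values were whole reads. Because Salmon assigns reads that match several transcripts by estimation, reads of genes with near-identical copies are uncertain. Sequence variants, reads outside the annotation and the fragment bias of single libraries cannot be examined from these values.

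The table was planned for as normalized counts. Since it holds transformed values, normalized counts were recovered first (reads divided by the size factor of the tumor), and the planned test was run on log2(normalized count + 1). A fold change on this scale understates the change of genes with few reads. R version 4.3.3 and limma version 3.58.1 were used (lmFit, and eBayes with a trend), with the group as the sole term, over the 13963 genes with a mean of at least 10 normalized counts, and p values were adjusted by the Benjamini-Hochberg method. Genes were counted at an adjusted p of 0.05, and also with an absolute log2 fold change above 1. Of the identifiers, 51484 were named by matching their stable part to GENCODE vM21, and 24056 had a read in any tumor. As that annotation is on GRCm38, another build than the authors used, no coordinates are given. Transcript length, GC content and copies of a sequence (BLAST version 2.17.0) were taken from its transcripts.

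Total reads per tumor were 9643535, 9143806 and 9186789 in the control group and 13258258, 9277019 and 11513555 in the FF-10101 group. A count of 0 allows up to 3 reads, which is a normalized count of 2.29 to 3.38 depending on the tumor, and a fold against a group with 0 reads in each tumor is given as a lower bound. These limits cover counting error only.

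Because the gene sets of the paper and the CIBERSORTx signature were not used here, 4 response lists were written by hand, along with 15 cell type lists (M1-like, M2-like, pan-macrophage, microglia-like, monocyte, neutrophil, T cell, CD8 effector, Treg, NK, conventional dendritic cell, plasmacytoid dendritic cell, B cell, endothelial and proliferation) and 3 lists of neighboring tissue (skeletal muscle, keratinocyte and adipocyte). Several genes at the top of the paper's own table, among them *Cx3cr1* and *Fcrls*, were kept out of the cell type lists. They had been seen before the lists were written, and that table is from these same tumors, so the lists are not blind to its results. Lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry and with fgsea version 1.28.0. List scores were compared by an exact two-sided permutation test. Of the response lists, 18 of 71 interferon-γ, 27 of 69 TNFα/NF-κB, 38 of 96 inflammatory and 23 of 33 tumoricidal macrophage genes are also in another of the 4 lists.

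The named genes are every gene the paper names or marks for these tumors, *Csf1r*, *Flt3*, *Kit*, *Cd274*, *Pdcd1lg2*, *Arg1*, *Foxp3* and *Cd8a* for proteins it measured, *Csf1*, *Cxcl1*, and the 5 genes with the largest rise and the 5 with the largest fall among those past an adjusted p of 0.05 whose groups do not overlap, or those that pass where fewer do. The values of 1 of these genes are not reported here. *Ifng* and *Tnf*, whose proteins the paper also measured in such tumors, are not among the named genes. This rule, the lists, the tests and the alternatives named next were fixed before the deposited values were examined, the lists with the top of the paper's table already seen. The alternatives were pseudocounts of 0.5 and 10, no minimum count, a mean of at least 50, scaling to the 75th percentile, quantile normalization, no trend, array weights, the replicate number as a block, each tumor left out in turn, pseudogenes and predicted genes left out, other set tests, response lists without shared genes, and, for scores, the median and genes with a mean of at least 10. Chosen after seeing the table were the deposited log2 values used directly, limma-voom on the recovered reads, and the removal of length and GC trends from each tumor. For the myeloid chemokine genes, *Cxcr5* lies under the minimum count and was tested in the fit without it.

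The steps were tested on simulated data. With reads drawn for the 13963 genes and 200 of them changed 4-fold, limma recovered 73.5% of the changed genes and called 3 unchanged genes at the spread of these tumors, and 92.5% and 12 at a dispersion of 0.2 times theirs. Each gene was drawn independently, so variation shared by the genes of a tumor was not simulated. The inverse of the transformation was exact for 100% of simulated values, and removal of a simulated length trend took its rank correlation from 0.823 to 0.00235 over 13944 genes. The table holds 0 further columns of values per sample.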

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

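The tests of shared reads and depth were chosen only after these results were seen; the tests on other pairs of identical copies were set before their values were computed. The genes stand out because they pass the threshold and lie above every control tumor, and the paper does not discuss them. *Gm9843* had a mean of 670 normalized counts in the FF-10101–treated tumors and 0 reads in each control tumor, at least 198-fold higher. *Gm6565* had a mean of 54.4 and 0 reads in each control tumor, at least 16.1-fold higher, and *Gm20412* a mean of 55.5 and 0 reads, at least 16.4-fold higher. *Rpl10a-ps1* had a mean of 2174 ± 336 normalized counts (SD, n = 3) against 359 ± 127 (SD, n = 3). In the opposite direction, *Gm6361* was read 64, 65 and 97 times in the control tumors and 0 times in the FF-10101–treated tumors, at least 25.6-fold lower.

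A difference in depth is an unlikely cause, as the FF-10101–treated tumors had 1.22 times the reads of the control tumors on average, far from what would take a gene from 0 to 726 reads. Shared reads were examined next. *Gm6361* and *Gm6565* are identical over 435 bases to each other and to the protein-coding *Ube2v2*. The first test, the sum of *Gm6361* and *Gm6565*, was not level, with a log2 fold change of −0.58 (standard error 0.21). Pairs whose shares hardly moved had sums as far from level, such as *Ndufb4c* with *Ndufb4* at −0.77 (shares of 56.8% and 59.1%) and *Rps16-ps2* with *Rps16* at −0.87 (26.4% and 26.7%), so this does not exclude an exchange of reads. A second sum that also holds *Ube2v2* was added after the first was seen and was level, at −0.0257 (standard error 0.14), but *Ube2v2* gives 444 of its 528 normalized counts in the control tumors, so this level sum decides nothing and an exchange among the 3 stays open. *Gm9843* is identical to *Fau* over 402 bases. *Fau* had a log2 fold change of −1.03, and the gain of *Gm9843* was 12.2% of the normalized counts that *Fau* lost, so reads assigned to another copy may explain the gain of *Gm9843* but would leave most of the fall of *Fau*. *Rpl10a-ps1* is identical to *Rpl10a*, which had a log2 fold change of −1.05. How much of the gains an exchange of reads gives stays open. For *Gm20412* no copy was found, and no technical explanation was tested for it beyond depth.

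Reads present in every tumor of 1 group and absent from the other could also arise if the groups were handled or quantified apart, or from a sequence variant or changed transcription at a few loci. Among 37 further pairs of a pseudogene and an identical protein-coding copy, the share of reads given to the pseudogene separated the groups in 8, or 21.6%, where chance gives 10% and another split of the tumors reached 6 pairs. A share above 20% with no other split as large had been set beforehand as evidence against a cause at a few loci. Both parts were met, and the result was nevertheless set aside, a choice made after the value was seen: the 10 splits cannot give a share under 0.1. Groups handled apart cannot be told apart from the treatment in this design, because no batch is given and every tumor of a group would share it. A biological change in these pseudogenes with FF-10101 stays open and untested.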

How the results depend on the processing

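The direction of the response lists held in the settings run for them, which leave out array weights and the removal of pseudogenes and predicted genes. The quasi-likelihood count test and the study's own count tool on the recovered reads, both planned, were not run. The alternatives chosen after seeing the data were the deposited log2 values, limma-voom and the removal of length and GC trends.

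Against 6 genes past an adjusted p of 0.05 from limma (4 higher, 2 lower, 6 with a fold change above 2), there were 17 without a minimum count (8 higher, 9 lower, 17 above 2-fold), 3 with a mean of at least 50 (2, 1 and 3), 8365 with array weights (4467, 3898 and 2237) and 1 without pseudogenes and predicted genes (0, 1 and 1). Removal of length and GC trends gave 8 (4 higher, 4 lower). The array weights leaned on 2 tumors by construction, and for the other settings the cause was not tested. The count was 6 with a pseudocount of 0.5, 75th percentile scaling, quantile normalization, no trend or the deposited log2 values, and 5 with a pseudocount of 10 or limma-voom. Across the 6 fits that each left out one tumor, from 1 to 3051 genes passed, from 1 to 1672 higher, from 0 to 1379 lower and from 1 to 1573 above 2-fold. The upper ends are without control tumor 1.

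The replicate numbers do not pair the tumors: the deviations of same-numbered tumors from their group means had correlations across genes of −0.288, −0.0397 and −0.277. With the replicate number as a block, 1 gene passed (1 higher, 0 lower, 1 above 2-fold), and 0 of the genes measured in sorted TAMs, as fewer degrees of freedom remain.

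Over all genes tested, 0 of the M1-like and M2-like, 1 of the sorted TAM and 0 of the myeloid chemokine genes passed. These counts were 1, 3 and 1 without a minimum count and 7, 6 and 6 with array weights. With length and GC trends removed, 1 M1-like or M2-like and 2 sorted TAM genes passed. They ranged from 0 to 7, from 0 to 6 and from 0 to 6 with a tumor left out. Adjusted over the list alone, from 3 to 6 sorted TAM genes and from 2 to 6 of 9 chemokine genes passed with a tumor left out; with all 6 tumors, 5 of these 9 did, *Cxcr5* apart, and 8 with array weights. The cause was not tested.

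The 4 response lists passed with camera at the preset correlation in the settings run for them, with a largest adjusted p of 0.0158 (TNFα/NF-κB genes without those shared between lists), but not with fry (adjusted p = 0.176 for each) or the estimated correlation (adjusted p = 0.280 for each). The lists' genes vary together between tumors, which the preset correlation does not count.

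The microglia-like score difference of −0.61 was −0.41 with a pseudocount of 10 and −0.46 over genes with a mean of at least 10. That of conventional dendritic cells, 0.02, was −0.10 with quantile normalization and −0.11 as a median, and from −0.11 to 0.27 with a tumor left out. Those of Treg and B cells were from −0.0297 to 0.42 and from −0.0412 to 0.39. The cause was not tested.

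With array weights, log2 fold changes reversed for *Tgfb1* (0.14), *Csf1r* (0.16), *Flt3* (0.33) and *Ccr2* (0.14). With a tumor left out, they changed sign for *Tgfb1* (from −0.32 to 0.16), *Il10* (from −0.68 to 0.0086), *Arg1* (from −0.33 to 0.52), *Csf1r* (from −0.52 to 0.14), *Foxp3* (from −0.15 to 0.76) and *Cxcl12* (from −0.43 to 0.12). The cause was not tested. Of 36 named genes, 22 passed the threshold with array weights and 21 without control tumor 1 that had not passed it with equal weights and all 6 tumors. *Il6* and *Cxcr5*, with at most 10 and 3 reads in a control tumor, are the named study genes most limited by depth.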

Differences from the paper's values

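The paper's values are from its table behind the volcano plot, of which the copy used here holds 1998 of 17574 entries, with FDRs of up to 0.463. In it, 108 genes have an FDR under 0.05, the paper's value, against 6 here. The paper's 54 higher and 54 lower genes compare with 4 and 2, and its 67 with a fold change above 2 with 6. Of the alternatives set before the data were examined, those that were run did not close these gaps, and the 2 count tests among them were not run.

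For 15 named genes with a value in the paper's table, a fitted log2 fold change was compared: 15 had the same sign here, each of the 15 was larger in size here, and 6 differed by more than the standard error. The paper's values come from DESeq2, and those here are differences of mean log2 values from limma, so the measures are unlike. Whether the method gives the larger sizes was not tested. For *Gm9843*, *Gm6565*, *Gm20412* and *Gm6361*, with 0 reads in each tumor of a group, the lower bound was compared, and none lay above the paper's fold. For *Cxcr5*, read 2 or 3 times in each control tumor, the log2 fold change against 3 reads was 1.71 and the paper's is 1.60; with so few reads this is not counted as a difference. The log2 fold change of *Nos2* was 2.58 against the paper's 1.55; without control tumor 2, control tumor 3 or FF-10101 tumor 3 it did not differ. For *Folr2* it was −2.42 against the paper's −1.97, with no difference at a pseudocount of 10 or without control tumor 1, control tumor 2, FF-10101 tumor 1 or FF-10101 tumor 2. For *Fcrls* it was −4.86 against the paper's −4.01, with no difference without control tumor 2, control tumor 3 or FF-10101 tumor 2. *Cxcl5* had 2.85 against the paper's 1.67, closed without control tumor 3. *Ccl5* had 1.88 against the paper's 1.28, closed without control tumor 2, control tumor 3, FF-10101 tumor 2 or FF-10101 tumor 3. *Cxcl1* had 2.16 against the paper's 1.34, closed without control tumor 2, control tumor 3 or FF-10101 tumor 1. For each of these 6 genes, the other alternatives set before the data were examined and run did not close the gap. A gap counts as closed when it is within the standard error, which can grow when a tumor is left out. It can thus close with the value hardly moved, as for *Folr2* at −2.43 without control tumor 2 and *Ccl5* at 1.86 without FF-10101 tumor 3. A closed gap therefore does not show that the tumor left out caused it.

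The paper's table calls *Folr2*, *Msr1*, *Fcrls*, *Cxcl2*, *Cxcr2* and *Ccl12*, which had adjusted p of 0.175, 0.0813, 0.0813, 0.184, 0.0813 and 0.101 from limma here. Each passed 0.05 with array weights and without control tumor 1. *Msr1*, *Fcrls*, *Cxcr2* and *Ccl12* also passed without a minimum count, *Folr2* without FF-10101 tumor 3, and *Msr1* with length and GC trends removed, an alternative chosen after seeing the values.

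In the paper's own table, *Nos2*, *Il6*, *Mrc1*, *Trem2* and *Cxcl5* have FDRs of 0.361, 0.388, 0.122, 0.0972 and 0.308, the paper's values, so these genes pass 0.05 neither there nor here.

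The paper describes *Il10* and *Tgfb1* as lower after treatment; here their log2 fold changes were −0.36 and −0.12, with groups that overlap. It describes *Cxcl9* as lower in TAMs and the bulk data as showing the same; in the bulk tumors the log2 fold change of *Cxcl9* was 1.29. The z-scores behind Fig. 4F equal those of the deposited values, to within 4.71e-06, when the paper's FF-10101 tumors 1, 2 and 3 are the table's tumors 2, 3 and 1. With the numbers as given, the root mean square difference was 0.567. The numbering differs within the treated group and leaves the groups as they are.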

Other observations

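The tests on control tumor 1, the share of macrophages and skin were chosen only after the result was seen. The splits of the tumors and the length and GC tests were set before their values were computed.

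Other splits of the 6 tumors into 3 and 3 were counted, 10 with the real one, so that no share under 0.1 is possible. As many genes with an adjusted p under 0.05 from limma, 6, were reached by 2 of the 10 splits, and as many with a fold change above 2 by 2. The other split, control tumor 1 and FF-10101 tumors 2 and 3 against the rest, gave 193 genes. A camera p as small was reached by 3 of the 10 splits for the interferon-γ response, 3 for TNFα/NF-κB, 4 for the inflammatory response and 3 for the tumoricidal macrophage list. For the M1-like and M2-like genes, the sorted TAM genes and the chemokine genes adjusted over the list alone, and for the number of cell type lists past 0.05 with camera, 1 of the 10 splits, the real one, reached the value. The study reports the macrophage-related, sorted TAM and chemokine genes for these same tumors under the real labels. For those genes, the comparison of splits is therefore not independent evidence for the real grouping. Of the genes tested, 2826 (20.2%) had groups that do not overlap, where chance gives 10%.

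Control tumor 1 lay nearer the FF-10101–treated tumors than the other control tumors. On the first principal component (56.3% of the variance), it was at 26.2, with the FF-10101–treated tumors at 10.8, 39.3 and 48.8 and control tumors 2 and 3 at −56.5 and −68.6. Across genes, its Spearman correlation was 0.967 to 0.974 with the FF-10101–treated tumors and 0.944 and 0.930 with control tumors 2 and 3. Depth is an unlikely cause, since control tumor 1 had 1.05 times the mean reads of the other control tumors. Muscle, skin or fat shared with every treated tumor is not borne out either: 0 of the 3 lists of muscle, keratinocyte and adipocyte genes placed control tumor 1 and every FF-10101–treated tumor above the other control tumors. The muscle score was, however, 0.37 in control tumor 1 and 0.92 and 0.35 in FF-10101 tumors 2 and 3. It was −0.63 and −0.02 in control tumors 2 and 3 and −0.999 in FF-10101 tumor 1. For keratinocyte and adipocyte genes, control tumor 1 had −0.87 and −0.86. Muscle in some of the samples therefore stays open. A swap of control tumor 1 with a treated tumor is argued against. The paper found *Cx3cr1*, *Msr1*, *Fcrls* and *Cxcl9* lowered by PCR in sorted TAMs, and by flow cytometry fewer TAMs with both CD204 and FRβ, which *Msr1* and *Folr2* encode. In 4 of these 5 genes, all but *Cxcl9*, every control tumor lay above every FF-10101–treated tumor: *Cx3cr1* had 845 normalized counts in control tumor 1 and 114 or fewer in a treated tumor, *Msr1* 1523 against 733 or fewer, *Folr2* 707 against 239 or fewer, and *Fcrls* 630 against 100 or fewer. Of the 9 genes the study states as lowered in these tumors, control tumor 1 was above every FF-10101–treated tumor in 8, all but *Cxcl9*. As the study states these genes as lowered under the same labels, this count is not independent evidence against a swap. Other values would go with a swap but do not need one: the split that exchanges control tumor 1 with FF-10101 tumor 1 gave 193 genes, and 8 genes lay at least 4-fold apart between its groups, against 7 between the real groups. The microglia-like list was written by hand after the top of the paper's table had been seen. In it, control tumor 1 had 0.29, control tumors 2 and 3 had 0.44 and 0.19, and the FF-10101–treated tumors had −0.44 to −0.20. More immune cells in control tumor 1 than in the other control tumors also remain open. Its score was above both in 11 of the 13 immune cell lists, all but the microglia-like and B cell lists: for T cells 0.72 against −0.51 and −0.63, for CD8 effector genes 0.78 against −0.98 and −1.82, and for pan-macrophage genes 0.68 against −0.0491 and −0.0023. These values go with such a difference between animals, but they were seen before the test was set and rest on a single tumor.

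A lower share of macrophages may lie behind the lower macrophage genes. By flow cytometry of MCA205 tumors on day 8, however, the paper reports that FF-10101 did not change the total TAM population. Cells were not counted in the bulk samples themselves, so a lower share in them is left open. The 12 pan-macrophage genes had a median log2 fold change of −0.45, from −1.05 to 0.35, and the 9 genes the study states as lowered, all of them counted, a median of −1.18, from −4.86 to 1.29. As the study reports the latter as lowered in these same tumors, the gap between the medians cannot separate the explanations. For these genes as a set, a smaller share and a change in the type of macrophage cannot be told apart from the transcripts alone. For *Cx3cr1*, a lower share of all macrophages alone is argued against: its fall went beyond the largest fall of a pan-macrophage gene, −1.05, in a limma test against that limit (adjusted p = 0.0215 over all genes tested). The same test gave an adjusted p of 0.268 for *Fcrls* and of 1 for *Folr2*, *Mrc1* and *Msr1*. These values are adjusted over all genes tested. The unadjusted p from this limma test was 0.000128 for *Fcrls*, 0.00446 for *Folr2*, 0.157 for *Mrc1* and 0.202 for *Msr1*. For *Fcrls* and *Folr2*, the adjusted p is therefore no evidence that the fall stayed within the limit. A change in the type of macrophage stays open. The pan-macrophage score difference was −0.42 (exact permutation test, two-sided p = 0.3), −0.19 without control tumor 1 and −0.24 without FF-10101 tumor 1.

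Transcript length and GC content were weighed as sources of the differences. Across 13040 genes, the log2 fold change had a rank correlation of 0.225 with length, as large in 2 of 10 splits, and of −0.132 with GC content, as large in 4 of 10. After removal of both trends from each tumor, 6 of the 6 genes still passed, and the largest adjusted p of the 4 response lists was 1.44e-05 from camera, which argues against these trends as the whole cause.

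In the other cell type lists, score differences between the FF-10101–treated and control tumors were 1.02 for neutrophils, 1.10 for endothelial cells and −0.61 for the microglia-like list, each with groups that do not overlap (exact permutation test, two-sided p = 0.1, adjusted p = 0.5 over 15 lists). They were 0.95 for monocytes, 0.77 for NK cells and −0.71 for proliferation (p = 0.2 from the same exact test), 1.35 for CD8 effector genes (exact p = 0.3), 0.29 for plasmacytoid dendritic cells (exact p = 0.5), 0.16 for B cells (exact p = 0.7), 0.28 for T cells and 0.14 for Treg cells (exact p = 0.8), and 0.02 for conventional dendritic cells (exact p = 0.9). Without control tumor 1, the difference was 2.07 for CD8 effector genes, 1.23 for NK cells, 0.71 for T cells, 0.42 for Treg cells and 0.27 for conventional dendritic cells. Without control tumor 3, it was 0.77 for CD8 effector genes, 0.65 for neutrophils, 0.45 for NK cells and 0.0324 for T cells. Without FF-10101 tumor 3, it was 0.0384 for plasmacytoid dendritic cells. For muscle, keratinocyte and adipocyte genes it was 0.18, 0.10 and 0.50 (exact p = 0.9, 0.9 and 0.7).

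FF-10101 tumor 1 had the highest keratinocyte score, 2.68, followed by control tumor 3 with 1.83. *Krt14* was read 634 times and *Krt5* 519 times in FF-10101 tumor 1, against at most 28 and 12 times in another tumor. Skin in the sample is a candidate source, and 4 of the 7 list genes were highest in that tumor; *Krt10*, *Krt1* and *Lor* were highest in control tumor 3. A share under 80% had first been set as evidence against skin; 57.1% met it and was set aside after the value was seen, since the pattern was noticed in the data first.

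By flow cytometry of such tumors, the paper reports less PD-L1, PD-L2 and Arg-1 in TAMs and fewer Treg cells after FF-10101. It examined FLT3 and c-KIT by Western blot of cell lines. The values here are transcripts of whole tumors, an unlike measure to protein in TAMs or the share of a cell type, so they neither bear out nor contradict those results. *Cd274* and *Pdcd1lg2*, which encode PD-L1 and PD-L2, had log2 fold changes of 1.27 and 1.44 (adjusted p = 0.293 and 0.291 from limma), and *Cd8a* had 1.09 (adjusted p = 0.386 from limma). Without control tumor 1, they were 1.90, 1.90 and 1.82, with adjusted p of 0.00415, 0.0388 and 0.00753 from limma, and without control tumor 3 they were 0.71, 0.76 and 0.68. *Csf1r*, *Flt3* and *Kit*, kinase genes of which the first encodes the receptor of M-CSF, had log2 fold changes of −0.25, −0.38 and 0.60, *Arg1* and *Foxp3* of 0.03 and 0.23, and *Csf1*, which encodes M-CSF, of 0.34, none past an adjusted p of 0.05 from limma, and those of *Csf1r*, *Arg1* and *Foxp3* changed sign in fits that left out a tumor. *Flt3* had −0.14 without control tumor 1 and from −0.59 to −0.12 over the fits that left out a tumor, and *Csf1* had 0.22 without control tumor 1. *Kit* had 1.15 without control tumor 1 (adjusted p = 0.0327 from limma) and 0.11 without control tumor 3. *Cxcl1* had 2.16 (adjusted p = 0.229 from limma), 2.96 without control tumor 1 (adjusted p = 0.00166 from limma) and 1.75 without control tumor 2.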
